# Innate immune training of osteoclastogenesis promotes inflammatory bone loss in mice

**DOI:** 10.1016/j.devcel.2025.02.001

**Published:** 2025-02-27

**Authors:** Nora Haacke, Hui Wang, Shu Yan, Marko Barovic, Xiaofei Li, Kosuke Nagai, Adelina Botezatu, Aikaterini Hatzioannou, Bettina Gercken, Giulia Trimaglio, Anisha U. Shah, Jun Wang, Ling Ye, Mangesh T. Jaykar, Martina Rauner, Ben Wielockx, Kyoung-Jin Chung, Mihai G. Netea, Lydia Kalafati, George Hajishengallis, Triantafyllos Chavakis

## Abstract

We previously demonstrated that long-term trained immunity (TRIM) involves adaptations that imprint innate immune memory in long-lived myelopoiesis precursors and their progeny, monocytes/macrophages and neutrophils, which thereby acquire enhanced responsiveness to future challenges. Here, we show that a distinct component of myeloid biology, osteoclastogenesis, can also undergo innate immune training. Indeed, β-glucan-induced TRIM was associated with an increased osteoclastogenesis bias in the bone marrow and an expansion of monocytes/osteoclast progenitors in the periphery, resulting in aggravated severity of experimental periodontitis and arthritis. In the setting of trained inflammatory osteoclastogenesis, we observed transcriptomic rewiring in synovial myeloid cells of arthritic mice, featuring prominent upregulation of the transcription factor melanogenesis-associated transcription factor (MITF). Adoptive transfer of splenic monocytes from β-glucan-trained mice to naive recipients exacerbated arthritis in the latter in a strictly MITF-dependent manner. Our findings establish trained osteoclastogenesis as a maladaptive component of TRIM and potentially provide therapeutic targets in inflammatory bone loss disorders.

## In brief

Haacke et al. show that induction of trained immunity by β-glucan is accompanied by adaptations in monocytes and bone marrow osteoclast precursors that drive an enhanced predisposition toward generation of osteoclasts, thereby leading to exacerbated inflammatory bone loss in experimental periodontitis and arthritis.

## INTRODUCTION

Disorders associated with inflammatory bone loss include periodontitis and inflammatory arthritis.^1–3^ In periodontitis and arthritis, a complex network of inflammatory cytokines and immune cells operates together with osteoclasts, the professional bone-resorbing cells, to promote gingival or synovial inflammation and bone loss.^1,2,4,5^

Osteoclasts are large, multinucleated bone-resorbing cells that derive from the myeloid lineage.^4,6^ Osteoclastogenesis is facilitated by the synergistic actions of macrophage colony stimulating factor (M-CSF), which binds to the CSF-1 receptor (CSF1R; CD115), with receptor activator of nuclear factor κB (NF-κB) ligand (RANKL).^6,7^ However, alternative pathways of osteoclast differentiation have been described in inflammation.^8^ Osteoclasts share a common progenitor with monocytes/macrophages and dendritic cells in the bone marrow (BM), which lies downstream of the granulocyte-macrophage progenitors (GMPs).^9–11^ Aside from these BM progenitors that produce osteoclasts mainly operating in homeostatic bone remodeling, several other cell types have been identified as potential osteoclast progenitors (OCPs), especially during inflammation.^4,12–16^ Cells harboring OCP potential include monocytes and macrophages.^4,12,13,17^ For example, classical (CD11b^+^CD115^+^Ly6C^high^) monocytes may contain OCP activity and generate osteoclasts.^13,16^ In the inflamed arthritic synovium, monocyte-derived macrophage subpopulations may also give rise to osteoclasts.^12^ Recruitment of OCPs from the BM, the spleen, or the blood, and their differentiation to osteoclasts, contributes to bone resorption in inflammatory bone loss disorders. In summary, OCPs display large heterogeneity, especially under conditions of inflammation-associated bone loss.^18^

In arthritis and periodontitis, cytokines, such as interleukin (IL)-17, tumor necrosis factor (TNF), IL-6, and IL-1β, produced by diverse cells of innate and adaptive immunity, contribute to synovial or gingival inflammation and amplify bone erosion via direct or indirect stimulation of osteoclast generation and activation, in part by upregulating expression of RANKL in different cell types, including synovial fibroblasts in arthritis.^2,19–23^

Trained immunity (TRIM), the enhanced immune response consequent to induction of innate immune memory, has recently emerged as a key principle in the long-term regulation of inflammatory responses.^24–26^ Certain pathogen-derived agonists, such as fungal β-glucan, or vaccines endow myeloid cells with enhanced inflammatory preparedness via sustained metabolic, epigenetic, and transcriptomic rewiring, which, in turn, promotes increased responses to future challenges.^24^ We and others have previously established that the prolonged actions of TRIM, despite the short lifetime of myeloid cells in the circulation, are mediated by rewiring of long-lived BM progenitors, including hematopoietic stem and progenitor cells (HSPCs).^27–30^ Although TRIM can exert beneficial actions by protecting against infections^31–34^ and cancer,^30,35^ inflammatory memory imprinted in BM hematopoietic progenitors may also contribute to inflammatory diseases and the comorbidity between inflammatory bone loss disorders.^36–40^ However, whether osteoclastogenesis itself is subject to innate immune training under these conditions is entirely unknown. This is of particular importance in the context of the potent anti-cancer effects of β-glucan-induced TRIM.^30^ Indeed, the use of β-glucan preparations in clinical trials for cancer immunotherapies,^41,42^ often in combination with immune checkpoint inhibitors,^42^ may require caution given that inflammatory bone loss is a frequent side effect of cancer immunotherapies, particularly of immune checkpoint inhibitors.^43,44^ Hence, understanding the potential role of β-glucan-induced TRIM in osteoclastogenesis and inflammatory bone loss is imperative. Here, we demonstrate that innate immune training of inflammatory osteoclastogenesis is an additional facet of TRIM that amplifies inflammatory bone loss.

## RESULTS

### TRIM promotes inflammatory bone loss in experimental periodontitis and arthritis

To explore the role of TRIM in inflammatory bone loss pathologies, we employed mouse models of experimental periodontitis and arthritis. We first pre-treated wild-type (WT) mice with an intraperitoneal (i.p.) injection of the prototype agonist of TRIM, β-glucan,^27^ or PBS as control. 7 days thereafter, β-glucan-treated (trained) or control-treated (non-trained) mice were subjected to ligature-induced periodontitis (LIP) by ligating the maxillary second molar, with the contralateral tooth kept unligated to serve as baseline control (Figure 1A); periodontitis was analyzed 5 days later. Compared with untrained controls, trained mice exhibited significantly increased periodontal bone loss at the ligated sites (Figure 1B). Expression of proinflammatory genes (*Il6*, *Il1b*, and *Il17a*) was increased in the gingival tissue of trained mice, compared with non-trained controls, 5 days after LIP induction (Figure 1C). Additionally, *Tnfsf11*, encoding for the cardinal osteoclastogenic factor RANKL, was upregulated in the gingival tissue of LIP-subjected trained mice (Figure 1C). Therefore, β-glucan-induced TRIM exacerbates inflammatory bone loss upon application of a secondary stimulus (LIP).

We next investigated the relevance of these findings in experimental arthritis. Mice were subjected to collagen-antibody-induced arthritis (CAIA) 7 days after TRIM induction by a single i.p. injection with β-glucan or PBS administration as control (Figure 2A). Mice pre-treated with β-glucan developed more severe arthritis compared with untrained controls, as shown by increased ankle thickness and arthritis score (Figures 2B and 2C). Gene expression analysis of the synovium 7 days after CAIA induction revealed upregulation of inflammatory cytokines *Il1b* and *Il17a* in trained mice compared with non-trained controls, indicating increased inflammatory activity in the joints following TRIM induction (Figure 2D). Expression of *Nfatc1*, a master transcription factor of osteoclastogenesis,^2,45,46^ was upregulated in the joints of trained mice (Figure 2D). Gene expression analysis from synovial myeloid cells (CD11b^+^) and stromal cells (CD45^−^) of arthritic mice pre-treated with β-glucan or PBS revealed that the expression of inflammatory cytokines was significantly increased in CD11b^+^ but not in CD45^−^ cells due to TRIM induction (Figures S1A and S1B). Thus, synovial myeloid cells, rather than stromal cells, are targeted by TRIM for enhanced cytokine responses. Additionally, *Nfatc1* expression was increased in synovial CD11b^+^ myeloid cells from trained arthritic mice as compared with those from untrained mice (Figure S1A). We then performed tartrate-resistant acid phosphatase (TRAP) staining in the knee joints to assess whether β-glucan-induced TRIM affected osteoclastic activity in arthritis. There was no significant difference in the numbers of osteoclasts (TRAP^+^ multinucleated cells [MNCs]) in the knee joints 7 days after mouse pre-treatment with β-glucan or PBS without subsequent arthritis induction (Figure S1C). In contrast, osteoclast numbers were significantly increased in trained mice 7 days after CAIA induction compared with untrained PBS-control mice (Figures 2E and 2F). Hence, TRIM induction led to increased osteoclastogenesis in the joints only upon a secondary challenge (arthritis), consistent with the TRIM concept.

To consolidate the notion that β-glucan-induced TRIM promotes arthritis, we employed an independent model, namely the K/BxN serum transfer arthritis model (K/BxN-STA). Mice were similarly treated with β-glucan or PBS 7 days before injecting K/BxN serum to trigger arthritis (Figure 3A). Consistent with our previous results in LIP and CAIA, training with β-glucan aggravated arthritis, as demonstrated by increased ankle joint thickness and clinical arthritis score at the peak of the disease (Figures 3B and 3C). Enhanced expression of proinflammatory cytokines *Il6*, *Il1b*, *Tnf*, and *Il17a* was observed in the synovium of arthritic mice that were trained with β-glucan (Figure 3D). In trained arthritic mice, synovial *Nfatc1* expression was upregulated compared with untrained arthritic mice (Figure 3D), consistent with the findings from the CAIA model. Despite the increased inflammatory signaling in the synovium of trained mice subjected to K/BxN-STA, the frequencies of synovial myeloid cells, including neutrophils (CD11b^+^Ly6G^+^), monocytes (CD11b^+^Ly6G^−^Ly6C^+^), and macrophages (CD11b^+^Ly6G^−^F4/80^+^), were comparable between trained and untrained mice at different time intervals (5, 10, and 17 days), as assessed by flow cytometry (Figures S2A–S2D). Hence, the enhanced proinflammatory phenotype observed in trained mice subjected to K/BxN-STA is associated with qualitative alterations (higher inflammatory gene expression) rather than quantitative changes in myeloid cell populations. This is consistent with previous observations that TRIM induction is often associated with qualitative rather than quantitative changes.^30^

Histological analysis revealed that osteoclast numbers in the knee joints tended to be higher in β-glucan-trained arthritic mice compared with non-trained arthritic mice (Figures 3E and 3F). As alluded to above, TRIM may not necessarily lead to quantitative changes^30^; we thus assessed whether there was higher osteoclastic activity in the K/BxN-STA model due to TRIM induction. To this end, we measured the serum levels of TRAP form 5b (TRAcP 5b), a marker of osteoclastic activity and bone resorption. We found higher TRAcP 5b concentrations 10 days after arthritis induction in the K/BxN-STA model in β-glucan-trained compared with untrained mice (Figure 3G), indicating increased osteoclastic activity in K/BxN-STA arthritic mice due to TRIM induction.

Together, β-glucan-induced TRIM exacerbates inflammation, osteoclastic activity, and disease severity in three different mouse models of inflammatory bone loss (LIP, CAIA, and K/BxN-STA).

### Enhanced inflammatory osteoclastogenesis upon β-glucan-induced TRIM

Inflammatory bone loss is influenced not only by inflammation but also by enhanced development and activation of osteoclasts that drive bone erosion.^2^ Whereas it is well established that β-glucan can train innate immune cells,^24,27,30^ the influence, if any, of β-glucan-induced TRIM on osteoclastogenesis has not been explored during inflammatory bone loss. As TRIM is initiated by functional alterations in BM progenitors,^27,36^ we hypothesized that β-glucan-induced innate immune training might have an impact on BM OCPs as well.

In the BM of adult mice, the previously described CD115^+^ CD27^high^ and the more committed CD115^+^CD27^low/−^ OCP populations serve as the primary OCPs giving rise to osteoclasts under homeostasis.^4,9^ Both CD115^+^CD27^high^ and CD115^+^ CD27^low/−^ OCPs lie downstream of GMPs, which are important cellular targets of TRIM.^27,28,30^ Flow cytometry was conducted for CD115^+^CD27^high^ OCPs (B220^−^c-Kit^+^CD11b^low/−^CD115^+^ CD27^high^) and CD115^+^CD27^low/−^ OCPs (B220^−^c-Kit^+^CD11b^low/−^ CD115^+^CD27^low/−^) (Figure S3A) in the BM of mice trained with β-glucan or treated with PBS-control for 7 days or mice pre-treated with β-glucan or PBS for 7 days and additionally subjected to K/BxN-STA for another 5 or 10 days. Although β-glucan-induced TRIM alone (without subsequent arthritis induction) did not affect the frequencies of CD115^+^CD27^high^ and CD115^+^CD27^low/−^ OCPs in the BM (Figure 4A), 5 days after K/BxN-STA induction, both populations significantly expanded in β-glucan-trained mice compared with non-trained mice (Figure 4B). This effect diminished 10 days after arthritis induction (Figure 4C). Thus, β-glucan-induced TRIM modulates CD115^+^CD27^high^ and CD115^+^ CD27^low/−^ OCPs in a manner that enables them to expand (relative to their counterparts from untrained mice) upon a secondary challenge (arthritis). To provide additional evidence for innate immune training of osteoclastogenesis, we assessed qualitative changes in OCPs by analyzing expression of osteoclast-related genes and transcription factors in both CD115^+^CD27^high^ and CD115^+^ CD27^low/−^ OCPs. Although β-glucan-mediated TRIM induction (without secondary arthritis challenge) did not affect CD115^+^CD27^high^ and CD115^+^CD27^low/−^ OCP abundance (Figure 4A), *Nfatc1* expression was significantly upregulated in both populations upon TRIM induction. *Foxm1*, a transcription factor promoting osteoclast development,^12^ and *Ctsk*, an established late-stage osteoclast marker gene,^6^ were selectively upregulated in CD115^+^CD27^low/−^ OCPs, the population bearing elevated OCP potential,^9^ in trained mice relative to untrained controls. No changes in expression of aforementioned factors were observed in CD115^+^CD27^high^ OCPs. Expression of *Nr4a1*, a negative regulator of osteoclast development,^47,48^ was downregulated in CD115^+^CD27^low/−^ OCPs in trained mice compared with untrained controls (Figures 4D and 4E). Expression of other osteoclastogenesis regulators (*Oscar*, *Mafb*, and *Irf8*) in both populations was comparable between trained and untrained mice (Figures S3B and S3C).

Hence, BM OCPs, especially the CD115^+^CD27^low/−^ OCPs that have higher OCP potential, display an increased bias toward osteoclastogenesis upon β-glucan-mediated TRIM induction. To further test this hypothesis, we cultured BM cells isolated from β-glucan-trained mice or PBS-treated controls and performed *ex vivo* RANKL-induced osteoclastogenesis assays.^49^ BM cells isolated from trained mice were more capable of forming mature osteoclasts compared with cells isolated from untrained mice (Figures 4F and 4G). Expression of *Acp5* (encoding TRAP) in cultured osteoclasts was upregulated in cells from trained mice compared with cells from untrained mice (Figure 4H). These findings validate the hypothesis for a TRIM-triggered enhanced osteoclastogenesis bias.

Besides the aforementioned BM OCPs that function also in homeostatic bone remodeling, under inflammatory conditions, additional myeloid cell types harbor OCP potential, including classical monocytes (CD11b^+^CD115^+^Ly6C^high^). The latter can be recruited from the blood or spleen to sites of inflammatory bone loss, where they differentiate to osteoclasts and contribute to bone resorption.^13,16^ We therefore interrogated whether TRIM can also affect monocyte-associated inflammatory osteoclastogenesis. We performed flow cytometry analysis of splenic classical monocytes (Figure S4) from β-glucan-trained mice or untrained controls for 7 days or from additional groups of trained or untrained mice that were subjected to a secondary K/BxN-STA challenge for an additional 5, 10, or 17 days. Upon β-glucan-mediated innate immune training (without further arthritis challenge), the frequency of splenic CD11b^+^CD115^+^Ly6C^high^ cells was increased compared with untrained mice (Figure 5A). Moreover, after subjecting trained and untrained mice to a secondary challenge (arthritis), CD11b^+^CD115^+^Ly6C^high^ monocytes were significantly elevated in the spleens of β-glucan-trained mice at the early phase (5 days) of the model (Figure 5B). This difference waned at later phases (10 and 17 days) of arthritis (Figure 5B). Although no differences were observed in the frequency of CD11b^+^CD115^+^Ly6C^high^ monocytes between trained and untrained mice at later stages of arthritis, splenic monocytes from previously trained mice exhibited enhanced proinflammatory signature (*Il6* and *Tnf* upregulation) 17 days after arthritis onset (Figure 5C).

Next, we assessed whether TRIM induction increased the osteoclastogenic potential of splenic monocytes, by performing *ex vivo* osteoclast differentiation assays. Splenic monocytes isolated from β-glucan-trained mice 10 days after K/BxN-STA induction exhibited enhanced osteoclast formation compared with splenic monocytes isolated from untrained arthritic mice (Figures 5D and 5E).

Hence, β-glucan-induced TRIM is associated with qualitative changes in monocytes/OCPs associated with higher inflammatory responses and enhanced osteoclastogenesis capacity. Collectively, β -glucan-induced TRIM can promote inflammatory osteoclastogenesis, at least in part, by modulating splenic monocytes/OCPs.

### Adoptive transfer of trained monocytes exacerbates inflammatory arthritis

Peripheral monocytes serve as OCPs during inflammatory osteoclastogenesis,^18^ and we found alterations in this population due to TRIM. To provide conclusive evidence that trained monocytes/OCPs promote inflammatory bone loss, we performed adoptive transfer experiments. Splenic monocytes were isolated from mice 7 days after β-glucan or PBS treatment and transferred into non-trained recipient mice that were subjected to experimental arthritis in the CAIA model 5 days prior to the adoptive transfer (Figure 5F). The transfer of monocytes from trained mice exacerbated arthritis severity (Figures 5G and 5H). Analysis of the synovium of recipient mice 2 days after monocyte transfer revealed increased expression of the inflammatory cytokine *Tnf* and of osteoclastogenesis-promoting *Nfatc1* in mice receiving monocytes from trained donor mice compared with recipients of monocytes from untrained mice (Figure 5I). Consistent with their training toward osteoclastogenesis, monocytes isolated from β-glucan-trained mice displayed higher expression of the osteoclastogenic transcription factor *Nfatc1* than monocytes from untrained controls (Figure S5). Therefore, TRIM-induced exacerbation of inflammatory bone loss can be attributed, at least in part, to trained monocytes that are poised toward inflammatory osteoclastogenesis.

### TRIM induction is associated with transcriptomic rewiring of synovial myeloid cells

To provide further evidence for the TRIM-inflammatory bone loss axis, we performed single-cell RNA sequencing (scRNA-seq) analysis in myeloid cells (CD45^+^CD11b^+^) from the synovium of arthritic mice that were previously trained with β-glucan or not (PBS-control). 

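CD45+CD11b+ cells were sorted from the hind paws of arthritic mice at day 17 of K/BxN-STA, with 4 mice per group that had received 1 mg β-glucan or PBS 7 days before arthritis induction. Each group was sequenced as 1 droplet-based library, and no label assigns a cell to its mouse, so each library was treated as 1 sample. The authors deposited counts of unique molecular identifiers (UMIs) per gene and cell, made with Cell Ranger on GRCm39, without normalization. The β-glucan library held 81611849 UMIs over 7196 barcodes, and the PBS library held 73874602 UMIs over 5760 barcodes. The filter of the paper's methods, at least 500 genes and at most 10% mitochondrial UMIs, kept 5696 cells (79.2%) of the β-glucan library and 4553 cells (79.0%) of the PBS library. Of the 2707 barcodes left out, 2648 were over the mitochondrial limit and 59 failed on the number of genes alone. The cells kept had a median of 12457.5 UMIs and 3918.5 genes with β-glucan, and of 14475 UMIs and 4174 genes with PBS. With 1 library per group, a difference between the groups has no replicate check and no p-value is given. Intervals are exact Poisson intervals for sums of UMIs and exact Clopper-Pearson intervals for shares, at 95%, and cover counting error only. Scrublet's automatic threshold marked 1 cell with β-glucan (0.0176%) and 7 cells with PBS (0.154%), which is too few for the caller to have worked, so doublets were kept in the values given here. Leaving out the called cells was the alternative set beforehand. In an alternative added after the caller had failed, the 328 β-glucan cells and 209 PBS cells of highest Scrublet score were left out, the 5.76% and 4.61% expected at 0.8% per 1000 cells.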

Uniform manifold approximation and projection (UMAP) of 12,956 cells (β-glucan, 7,196 cells; PBS, 5,760 cells), revealed 15 clusters (Figure 6A). 

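The 10249 cells that passed the filter were clustered again without integration, on 30 principal components and at a resolution of 0.7, after SCTransform. The 16 genes that the scRNA-seq results compare between the groups were left out of the principal components, so that the clusters were not built on them. This gave 19 clusters, called rebuilt clusters, whose numbers differ from those of Figure 6A. The number of clusters moved with the settings, from 17 at a resolution of 0.5 or with 20 principal components to 26 at a resolution of 1 or with Leiden clustering of log-normalized values. All 12956 barcodes, clustered without a filter, formed 20 clusters.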

The cluster identification was determined by assessing expression of cell-type-specific markers, as published,^50,51^ and by referencing the ImmGen dataset and the PanglaoDB database (Figures 6A and S6A). Annotation revealed seven macrophage clusters (clusters 1–3, 6–8, and 13) and two clusters (clusters 4 and 5) with antigen-presenting cell characteristics linked with high expression of *Cd74* and major histocompatibility complex (MHC) genes, e.g., *H2-Aa*, *H2-Eb1*, and *H2-Ab1*, as well as neutrophils, T cells, B cells, basophils/mast cells, proliferating cells, and stromal cells (likely representing contaminants). 

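Each rebuilt cluster was named, as X-like cells, for the cell type whose fixed markers had the highest mean score, if at least 3 of them were each detected in 25% of its cells. Macrophage-like cells made up 6 rebuilt clusters, numbered 0 (led by *Cav1* and *Spp1*), 1 (*Vsig4* and *S100b*), 2 (*Ednrb* and *C4b*), 4 (*Gpnmb* and *Apoe*), 5 (*Olr1* and *Spp1*) and 8 (*Fxyd2* and *Aqp1*). The immediate-early and stress genes *Atf3*, *Ier3* and *Cxcl2* were also among the 10 leading genes of cluster 5. APC-like cells made up 4 rebuilt clusters, numbered 3 (led by *H2-Aa*, *H2-Eb1* and *Cd74*), 7 (*Ccl17*, *Slc7a2* and *Cd209a*), 11 (*Retnla* and *Dcstamp*) and 17 (*Clec9a* and *Xcr1*). Single clusters were B cell-like, neutrophil-like, stromal-like, basophil/mast-like and proliferating-like, and 2 clusters were T cell-like, of which cluster 15 was led by *Gzma*, *Ccl5* and *Nkg7*, genes shared with natural killer cells. No name was given to cluster 9, in which no cell type's markers led and cells had a median of 5850 UMIs, or to cluster 18, whose leading genes *Fabp4*, *Emcn* and *Cdh5* belong to no type on the list of markers. By the markers of Figure S6A, rebuilt clusters 5, 1, 2, 4, 8, 0 and 9 lay closest to the paper's macrophage clusters 1, 2, 3, 6, 7, 8 and 13, in that order.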

In subsequent analyses, we focused on the “main myeloid cell compartment,” which comprised clusters 1–8 and cluster 13 (Figures 6A and S6B).

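The rebuilt main myeloid cell compartment joined the macrophage-like and APC-like clusters and cluster 9, which carried no marker of a cell type outside the compartment. It held 4597 of the 5696 β-glucan cells (80.7%, 79.7% to 81.7%) and 3667 of the 4553 PBS cells (80.5%, 79.4% to 81.7%). Cluster 9 held 4.49% of the β-glucan cells and 3.82% of the PBS cells. Cluster 18, which was left out, held 0.404% and 0.286%. B cell-like cells made up 5.69% (5.10% to 6.32%) of the β-glucan cells and 5.38% (4.74% to 6.08%) of the PBS cells. Neutrophil-like cells made up 4.46% (3.94% to 5.03%) and 3.80% (3.26% to 4.40%). At a resolution of 1, neutrophil-like clusters held 113 β-glucan and 129 PBS cells, and 142 and 44. In the latter, 34.9% of cells were among those of highest Scrublet score, so this direction is uncertain. T cell-like cells made up 3.63% and 4.00%, and stromal-like cells 2.46% and 2.02%. Basophil/mast-like cells made up 1.72% (1.40% to 2.09%) and 2.44% (2.01% to 2.93%). Proliferating-like cells made up 0.930% (0.698% to 1.22%) and 1.54% (1.20% to 1.94%). Shares of the macrophage-like and APC-like cells were not compared, because cluster 7, with *Slc7a2* and *Flt1* among its leading genes, was APC-like and both genes differed between the libraries. Summed over the compartment, the β-glucan library had 65087157 UMIs, at a median of 13034 per cell, and the PBS library had 60365375, at a median of 15476. Expression in a library is given as CPM, the sum of a gene's UMIs over these cells divided by the sum of all their UMIs and scaled to 1e6, and a log2 ratio is that of β-glucan over PBS. Simulated UMI sums for 12758 genes of the compartment, 200 of them changed, gave the right sign for 100% of the changed genes. The simulated changes were larger in size than most log2 ratios of the genes that the paper compares, and the sums held counting error only. The signs of small ratios are therefore not covered by it.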

Gene Ontology (GO) enrichment analysis of upregulated differentially expressed genes (false discovery rate [FDR] < 0.05) in the main myeloid cell compartment (clusters 1–8 and 13) between the β-glucan-trained and PBS-control groups, revealed a signature associated with small GTPase signaling in the β-glucan group (GO “molecular functions,” Figure 6B; Table S1; and GO “biological processes,” Figure S6C; Table S2). 

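Table S1 prints 33 genes for GTPase activator activity, which the study chose on these same libraries. All 33 activator genes were higher in the main myeloid cell compartment with β-glucan, with a median log2 ratio of 0.27 and a range from 0.14 to 0.62. The median was at the 100th percentile of 10000 random lists of the same size matched on mean expression, whose central 95% ran from -0.04 to 0.09. Percentiles describe these libraries, and a list chosen on them is not independent of them. Gene span, the length from the first to the last base of a gene, was related to the log2 ratio over all 9794 genes with at least 5 CPM and a known span. The 1847 genes under 10 kb had a median log2 ratio of -0.06 and the 1372 genes of 100 kb or more one of 0.14. The activator genes had a median span of 149.5 kb. Against random lists matched on expression and span, they remained at percentile 100. Matching the cells of both libraries on their share of UMIs from genes of 100 kb or more, which left 3200 cells of each, moved the median of the activator genes most, to 0.10.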

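GTPase regulators were also taken from outside Table S1, as 11 gene families by symbol (*Arhgap*, *Arhgef*, *Dock*, *Fgd*, *Rasa*, *Rasal*, *Rasgrp*, *Rabgap*, *Tbc1d*, *Srgap* and *Dennd*). Of 142 family genes, 102 had at least 5 CPM, and 87 of these were higher with β-glucan, at a median log2 ratio of 0.15. The median was at percentile 100 among random lists matched on expression and at 99.96 among those matched on span too. GTPase activator activity and another GTPase term of Table S1 together hold 22 of the measured family genes. Without those 22 genes, 65 of 80 were higher, at a median of 0.11 and at percentiles 100 and 96.9. *Dennd* genes that Table S1 prints under other terms were not left out, so the rest may hold genes that the study picked. In cells matched on long-gene UMIs the median of the families was 0.05. Leaving out genes that were picked for a rise lowers such a median by itself.

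**Figure D1:**
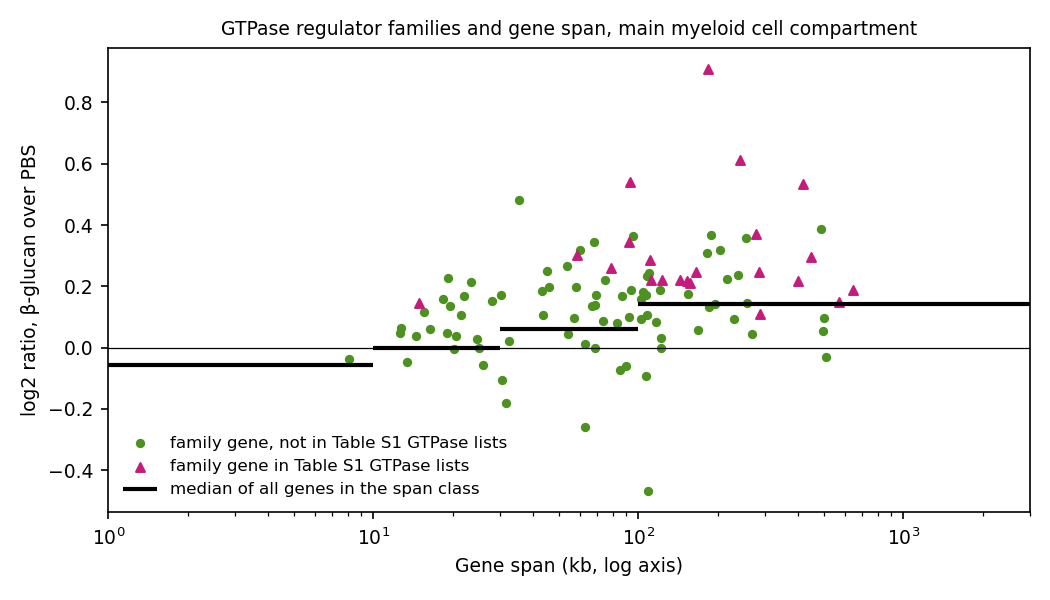
Log2 ratio of CPM (β-glucan over PBS) of the 102 measured genes of the GTPase regulator families against gene span in kb on a log axis. Triangles are the 22 genes that are in GTPase activator activity or another GTPase term of Table S1. Black bars are the medians of all genes in 4 classes of span, which rise from -0.06 to 0.14.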

Terms such as “GTPase activator activity,” “GTPase regulator activity,” “Rho guanyl-nucleotide exchange factor activity,” and others were in the top 20 significantly enriched GO terms of upregulated differentially expressed genes (Figure 6B). Pertinently, GTPases are linked to inflammation^52,53^ and rheumatic diseases.^54^ Moreover, GTPase activity is associated with osteoclast survival, migration, and cytoskeletal remodeling.^55^ In inflammatory arthritis, the function of Rho family GTPases may underlie hyper-activation of macrophages resulting in exacerbated inflammation and bone erosion.^56,57^ 

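Table S1 also prints 31 genes for protein kinase activity, chosen on these libraries. Each of the 31 was higher in the rebuilt compartment of the β-glucan library, with a median log2 ratio of 0.24, at percentile 100 of matched random lists with and without matching on span. *Fgd4* (ENSMUSG00000022788, chromosome 16, 16234775 to 16418414), printed in Table S1, had the highest log2 ratio of any gene under the naming rule, 0.91 (0.87 to 0.95), from 15006 UMIs with β-glucan and 7409 with PBS. In the cells matched on their share of long-gene UMIs it was 0.60.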

Several genes related to osteoclast biology and rheumatoid arthritis were present in the top 5 upregulated GO molecular functions terms in the main myeloid cell compartment from the arthritic synovium of β-glucan-trained mice compared with untrained mice (Figure 6C). Among them, *Vav3*, encoding VAV3, and *Plekhg5*, encoding the Pleckstrin homology and RhoGEF domain containing G5 (PLEKHG5), both being guanine nucleotide exchange factors (GEFs) and activators of Rho GTPases, regulate osteoclast function.^58,59^ Additionally, *Rock2*, encoding the RhoA effector Rho-associated coiled-coil containing protein kinase 2 (ROCK2), is linked with enhanced joint inflammation in mice and increased osteoclastogenesis^60–62^ and *Ern1*, encoding IRE1α, an endoplasmic reticulum stress sensor protein, is involved in modulating arthritis-related inflammation^63,64^ and is associated with osteoclast differentiation.^65^ Moreover, *Csf1r*, encoding c-fms, also called CD115, serves as a key receptor for M-CSF, thereby playing a pivotal role in osteoclast differentiation, survival, and function.^66^ Furthermore, *Mapk14* encoding the mitogen-activated protein kinase (MAPK) p38α, a protein kinase involved in osteoclastogenesis,^67^ and its upstream activator *Map3k5*, encoding for apoptosis signal-regulating kinase 1 (ASK1), are implicated in arthritis pathogenesis.^68–70^

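*Vav3* (ENSMUSG00000033721, chromosome 3, 109247656 to 109593015) had 29801 UMIs in the β-glucan compartment (458 CPM) and 23548 in the PBS compartment (390 CPM), a log2 ratio of 0.23 (0.21 to 0.26). Among the 500 genes nearest to it in expression and span, 72.4% had a lower log2 ratio, and in cells matched on long-gene UMIs that of *Vav3* was 0.09. *Plekhg5* (ENSMUSG00000039713, chromosome 4, 152156955 to 152199872) was at 185 CPM with β-glucan and 145 with PBS, and its log2 ratio of 0.35 (0.31 to 0.39) was above that of 98.4% of its neighbours in expression and span. *Plekhg5*, a leading gene of rebuilt cluster 2, fell to 0.20 with equal weight per cluster and to 0.05 in cells matched on long-gene UMIs. Both genes were higher in 10 of 10 rebuilt clusters with at least 100 cells in each library.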

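*Rock2* (ENSMUSG00000020580, chromosome 12, 16944797 to 17037834), which overlaps another gene on its strand so that its count is uncertain, was at 325 CPM with β-glucan and 291 with PBS. Its log2 ratio was 0.16 (0.13 to 0.19), above 70.6% of the genes nearest in expression and span, and 8 of 10 rebuilt clusters were higher. In cells matched on long-gene UMIs it was 0.04. *Ern1* (ENSMUSG00000020715, chromosome 11, 106283818 to 106378686) had 6518 UMIs with β-glucan and 4976 with PBS, or 100.1 and 82.4 CPM. This is a log2 ratio of 0.28 (0.23 to 0.33), above 93.8% of its neighbours and 0.15 in the matched cells, and each of the 10 clusters was higher.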

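*Csf1r* (ENSMUSG00000024621, chromosome 18, 61229714 to 61266535) overlaps another gene on its strand, so its count is uncertain. It had 64889 UMIs in the compartment with β-glucan and 55237 with PBS, which is 997 and 915 CPM and a log2 ratio of 0.12 (0.11 to 0.14). Within the rebuilt clusters it was higher in 5 and lower in 5. With equal weight per cluster the log2 ratio was -0.01, and in the cells matched on their share of long-gene UMIs it was also -0.01, so its direction depended on how cells were weighted.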

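*Mapk14* (ENSMUSG00000053436, chromosome 17, 28910268 to 28967381), whose count is uncertain because another gene overlaps it on the same strand, was at 262 CPM in the β-glucan library and 235 in the PBS library. The log2 ratio was 0.16 (0.13 to 0.19), higher than in 81.6% of genes of like expression and span. For *Map3k5* (ENSMUSG00000071369, chromosome 10, 19809326 to 20018665) the sums were 12349 and 9369 UMIs, a log2 ratio of 0.29 (0.25 to 0.33), higher than in 83.8% of such genes. In 9 of 10 rebuilt clusters each of the 2 genes was higher with β-glucan. In cells matched on long-gene UMIs the log2 ratios were 0.04 for *Mapk14* and 0.10 for *Map3k5*.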

By further focusing on the differentially expressed genes in the clusters 1–8 and 13 of the main myeloid cell compartment from β-glucan-trained arthritic mice compared with untrained arthritic controls, we identified melanogenesis-associated transcription factor (*Mitf*) as the top ranked (according to FDR) upregulated gene when analysis was performed in the whole main myeloid cell compartment, as well as one of the top 5 genes in the individual macrophage clusters 1–3 and 6–8 (Figure 6D). 

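*Mitf* (ENSMUSG00000035158) lies on chromosome 6 of GRCm39 from 97783950 to 97998323, spans 214 kb, of which 4.73% is exon, and overlaps 2 genes on the other strand. In the main myeloid cell compartment it had 42618 UMIs (42214 to 43025) with β-glucan and 22519 (22226 to 22815) with PBS. These are 655 and 373 CPM, a ratio of 1.76 and a log2 ratio of 0.81 (0.79 to 0.84). Of 500 genes nearest in expression and span, 99.6% had a lower log2 ratio, and the upper end of their central 95% was 0.48. Matching cells on their share of UMIs from long genes moved the log2 ratio most, to 0.57. For a rank without p-values, cells were thinned to 8000 UMIs, leaving 3770 β-glucan cells and 3143 PBS cells after 827 and 524 shallower cells were left out. Genes were ordered by the share of pairs of cells in which the β-glucan cell was higher (the area under the curve). *Mitf* ranked 1st of 7760 genes, with an area of 0.673, ahead of *Zeb2* at 0.658 and *Srgap2* at 0.639. It also ranked 1st over unthinned cells, at 0.669, and in matched cells, and it ranked 5th by the log2 ratio of the sums. *Mitf* was higher in 10 of 10 rebuilt clusters, with log2 ratios from 0.24 in cluster 7 to 0.88 in cluster 9. By the area under the curve it was among the top 5 genes in all 6 macrophage-like clusters, and in 7 of the 10 clusters, but ranked 2118th in cluster 7. The rise was not confined to the compartment, since *Mitf* was also higher in stromal-like cells, at 0.37 (0.22 to 0.52), and in basophil/mast-like cells, at 0.77 (0.58 to 0.97).

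**Figure D2:**
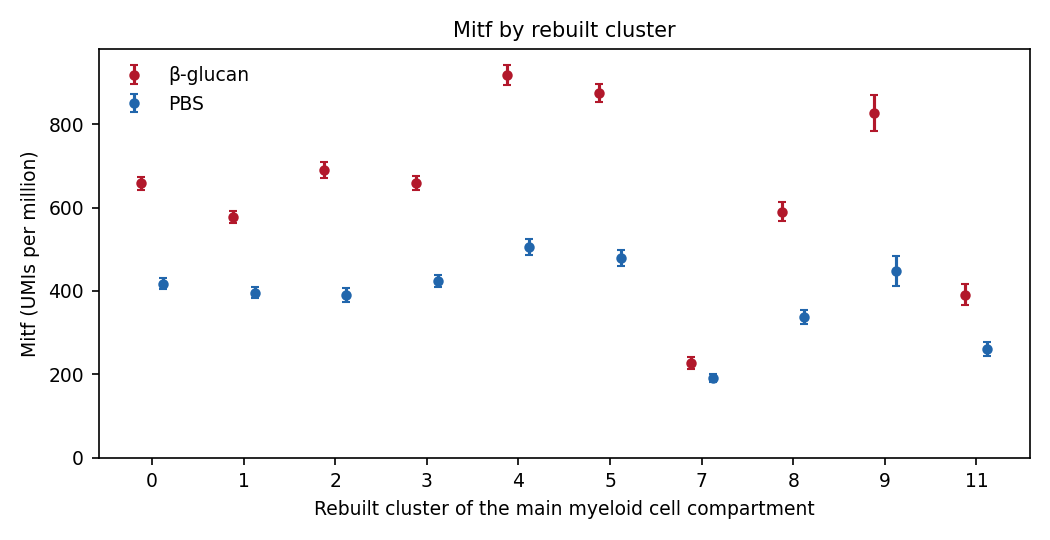
*Mitf* in CPM for each rebuilt cluster of the main myeloid cell compartment with at least 100 cells in each library, with 95% Poisson intervals that cover counting error only. β-Glucan lies above PBS in all 10 clusters, by the least in cluster 7.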

*Mitf* is involved in early osteoclast development.^2,6,71^ For instance, *Mitf* is activated by IL-1 signaling and induces the expression of osteoclast-related genes in BM-derived macrophages.^21^ *Myo5a* and *Hpgds*, both described as downstream target genes of MITF and linked to GTPases,^72–74^ were also upregulated in the main myeloid cell compartment due to β-glucan pre-treatment. 

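*Myo5a* (ENSMUSG00000034593, chromosome 9, 74978297 to 75130970) was at 767 CPM in the compartment with β-glucan and 565 with PBS. Its log2 ratio was 0.44 (0.42 to 0.46), which lay above 96.6% of genes of like expression and span and fell to 0.21 in the cells matched on long-gene UMIs. *Hpgds* (ENSMUSG00000029919, chromosome 6, 65094001 to 65121983) had 7403 UMIs with β-glucan and 5337 with PBS, or 114 and 88.4 CPM. The log2 ratio of 0.36 (0.31 to 0.41) lay above 99.0% of such genes and fell to 0.16 in the matched cells. *Hpgds* was higher in 9 of 10 rebuilt clusters, at a median log2 ratio within clusters of 0.19. Its area under the curve ran from 0.492 to 0.516 in the macrophage-like clusters and was highest in cluster 3, at 0.559. Neither gene was on a list of 18 MITF target genes fixed beforehand (lysosomal and osteoclast genes such as *Gpnmb*, *Ctsk* and *Clcn7*), of which 17 were measured and 11 were higher. The median log2 ratio of that list was 0.04, at percentile 69.1 of random lists matched on expression.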

*Myo5a* also exhibited increased expression in clusters 2 and 3. Additionally, *Elmo1*, a gene associated with modulation of osteoclast function and arthritis progression through GTPase activation,^75,76^ was upregulated by β-glucan-induced TRIM when analysis was performed in the whole main myeloid cell compartment, as well as in macrophage cluster 1 (Figure 6D).

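In rebuilt cluster 1, which lay closest to cluster 2 of Figure 6A, *Myo5a* was at 779 CPM with β-glucan and 619 with PBS, a log2 ratio of 0.33 (0.28 to 0.38). In rebuilt cluster 2, closest to cluster 3 of Figure 6A, it was at 1272 and 1005, a log2 ratio of 0.34 (0.29 to 0.39). It was higher in 9 of 10 rebuilt clusters. The exception was cluster 7, with 315 and 316 CPM.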

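*Elmo1* (ENSMUSG00000041112, chromosome 13, 20274428 to 20792523) spans 518 kb and overlaps 3 genes on its own strand and 6 on the other, so its count is uncertain. Over the compartment it was at 960 CPM with β-glucan and 775 with PBS, a log2 ratio of 0.31 (0.29 to 0.33), above 85.6% of genes of like expression and span. Matched cells brought it to 0.08. In rebuilt cluster 5, closest to macrophage cluster 1, the values were 1155 and 950, a log2 ratio of 0.28 (0.23 to 0.33), and all 10 clusters were higher.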

*Clec5a*^+^ cells in the BM serve as osteoclast precursors under inflammatory conditions.^77^ 

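*Clec5a* (ENSMUSG00000029915) lies on chromosome 6 from 40551234 to 40562773. Over both libraries its level was highest in rebuilt cluster 1, the one closest to the paper's cluster 2, at 155 CPM (149 to 160). Of the 11 rebuilt clusters of the compartment, cluster 8 came next at 114 CPM, followed by cluster 5 at 105.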

Interestingly, *Clec5a* was identified as a marker gene for cluster 2 in our dataset (Figure S7A). Hence, cluster 2, which displayed transcriptomic alterations upon TRIM induction, including upregulation of *Mitf* (Figure 6D), might bear inflammatory osteoclast precursor potential. 

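*Mitf* was at 576 CPM (562 to 591) in the β-glucan cells of rebuilt cluster 1 and at 395 (383 to 409) in its PBS cells. The log2 ratio was 0.54 (0.48 to 0.60), from 683 and 492 cells, and *Mitf* ranked 2nd of 7887 genes there, after *Zeb2*.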

The expression of *Clec5a* itself in the main myeloid cell compartment (clusters 1–8 and 13) or in the individual clusters was not altered by β-glucan-induced TRIM (Figure S7B). These data suggest that *Clec5a*-expressing myeloid cells in the arthritic synovium are likely a target of trained osteoclastogenesis.

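*Clec5a* had 5886 UMIs in the compartment with β-glucan and 5279 with PBS, or 90.4 and 87.5 CPM. The log2 ratio was 0.05 (-0.01 to 0.10), so a difference was not detectable at this depth, and the alternatives ran from -0.08 to 0.12. *Clec5a* was higher in 5 rebuilt clusters and lower in 5. In rebuilt cluster 1 the values were 148 and 163 CPM, a log2 ratio of -0.13 (-0.24 to -0.03). The area under the curve there was 0.511, which is not lower with β-glucan. The lowest log2 ratio was that of cluster 7, -0.76 (-1.08 to -0.46), from 111 UMIs with β-glucan and 404 with PBS, and the highest was that of cluster 11, 0.46 (-0.05 to 0.96). At a resolution of 1, where 81 PBS cells, 78 of them of cluster 7, split off, the APC-like cluster closest to cluster 7 had -0.30 (-0.64 to 0.04).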

We also identified further osteoclast-related genes that were altered in synovial myeloid cells of arthritic mice due to β-glucan-induced TRIM. 

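*Nr4a1* (ENSMUSG00000023034, chromosome 15, 101151980 to 101172681), which overlaps another gene on its strand so that its count is uncertain, had 3633 UMIs in the compartment with β-glucan and 4770 with PBS. At 55.8 and 79.0 CPM, its log2 ratio was -0.50 (-0.56 to -0.44), and 7 of 10 rebuilt clusters were lower. It lay below the central 95% of genes of like expression and span, which ran from -0.39 to 0.28. *Klf2* (ENSMUSG00000055148, chromosome 8, 73072726 to 73075502) was at 286 CPM with β-glucan and 353 with PBS, a log2 ratio of -0.31 (-0.33 to -0.28), inside the central 95% of such genes (-0.48 to 0.15). *Klf2* was lower in 9 of 10 clusters. A list of 26 other immediate-early genes was fixed beforehand, and 21 of its 23 measured genes were lower too, at a median log2 ratio of -0.33, below each of the 10000 matched random lists. Equal weight for each cell, for each cluster or to matched cells left both genes lower, with *Nr4a1* from -0.53 to -0.31 over all alternatives.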

The negative regulators of osteoclastogenesis *Nr4a1* and *Klf2*^47,48,71,78^ were downregulated in the main myeloid cell compartment due to TRIM induction. Moreover, *Nr4a1* was downregulated in cluster 2, whereas *Klf2* was downregulated in cluster 3. 

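*Nr4a1* in rebuilt cluster 1, closest to the paper's cluster 2, was at 39.4 CPM with β-glucan and 126 with PBS, a log2 ratio of -1.68 (-1.84 to -1.52). It was higher with β-glucan in clusters 3, 4 and 7, with log2 ratios of 0.46, 0.24 and 0.26, of which that of cluster 4 had an interval that includes 0 (-0.06 to 0.54). In rebuilt cluster 2, closest to the paper's cluster 3, *Klf2* was at 185 and 316 CPM, a log2 ratio of -0.77 (-0.88 to -0.67), the lowest of the 10 clusters. Cluster 11 was the one in which *Klf2* was higher, at 0.13.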

The transcription factor *Mef2c*, which promotes osteoclastogenesis,^79^ and *Cx3cr1*, which is expressed by osteoclast precursors and involved in their recruitment,^12,14^ were upregulated in the main myeloid cell compartment of β-glucan-trained arthritic mice compared with untrained arthritic controls (Figure S7C).

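*Mef2c* (ENSMUSG00000005583, chromosome 13, 83652064 to 83815555) was at 509 CPM in the compartment with β-glucan and 370 with PBS, and *Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119877749 to 119898945) was at 213 and 166. The log2 ratio of *Mef2c* was 0.46 (0.43 to 0.48), higher in 10 of 10 rebuilt clusters and above 96.8% of genes of like expression and span. That of *Cx3cr1* was 0.37 (0.33 to 0.40), higher in 8 of 10 clusters and above 99.8% of such genes. In cells matched on long-gene UMIs these were 0.26 and 0.23, and with equal weight per cluster that of *Cx3cr1* was 0.20. Of the 14 genes other than *Mitf* for which the results or figures give a direction, 14 had that direction over the compartment. The paper took those directions from these same libraries, so this count is no independent check. *Csf1r* kept its direction under 12 of 14 alternatives.

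**Figure D3:**
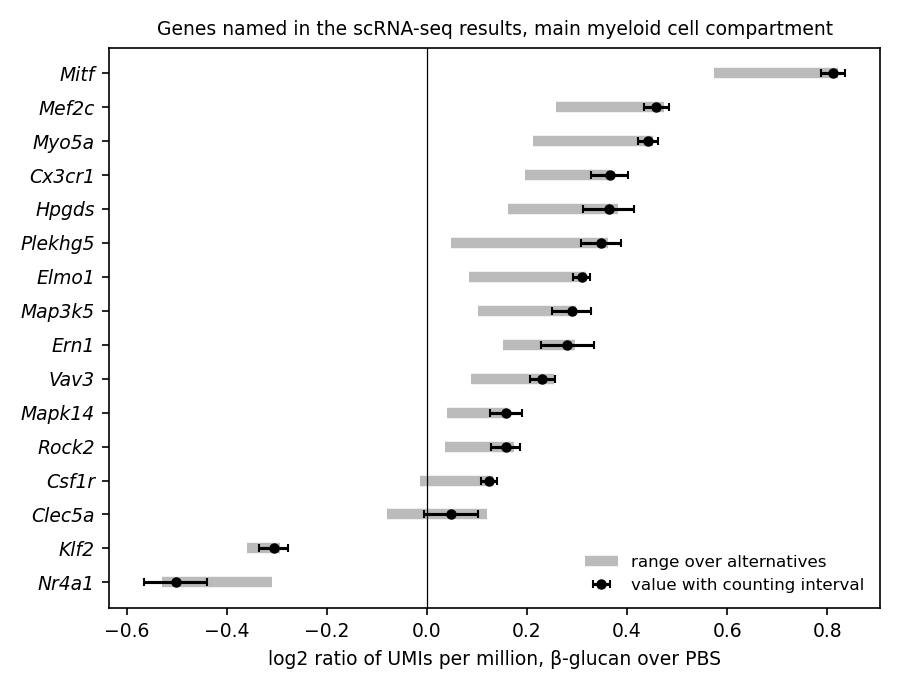
Log2 ratio of CPM (β-glucan over PBS) in the main myeloid cell compartment for the 16 genes that the scRNA-seq results compare between groups. Points are the values with 95% intervals for counting error, and grey bars span the 14 alternatives set beforehand, which cross 0 for *Csf1r* and *Clec5a*.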

Together, TRIM mediates transcriptomic rewiring of myeloid cells/macrophages in the arthritic synovium, encompassing enrichment of a GTPase-signaling signature and featuring prominent upregulation of *Mitf* and of further genes linked to inflammation and regulation of osteoclast development and function. These findings are consistent with innate immune training of inflammatory osteoclastogenesis and the associated disease phenotypes described earlier in the present study.

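Beside the genes that the paper names, a size rule fixed beforehand took the 5 highest and the 5 lowest log2 ratios among genes with at least 50 CPM in either library and the same sign in each of the 9 macrophage-like or APC-like clusters with at least 100 cells per library. Of 3996 genes over that level in this pool, 694 met the rule on sign. The highest after *Fgd4* were *Fam214a* (ENSMUSG00000034858, chromosome 9, 74859669 to 74939762) at 0.89 (0.81 to 0.97), *Mitf*, *Calcrl* (ENSMUSG00000059588, chromosome 2, 84160957 to 84255755) at 0.78 (0.72 to 0.85) and *Pla2g4a* (ENSMUSG00000056220, chromosome 1, 149705369 to 149837053) at 0.73 (0.66 to 0.81). The lowest were *Arg1* (ENSMUSG00000019987) at -4.08, *Flt1* (ENSMUSG00000029648) at -3.88, *Slc7a2* (ENSMUSG00000031596) at -3.86, *Per1* (ENSMUSG00000020893) at -0.93 and *Pde4b* (ENSMUSG00000028525) at -0.85. *Flt1* and *Slc7a2* are leading genes of rebuilt cluster 7, and 76.9% of the *Arg1* UMIs in the PBS compartment lay in 81 PBS cells that formed a cluster of their own at a resolution of 1. Without those cells, an alternative added after the data were seen, the log2 ratios of *Arg1*, *Slc7a2* and *Flt1* were -2.01, -2.45 and -3.20. With equal weight per cluster they were -2.34, -2.84 and -1.88. *Per1* and *Pde4b* overlap another gene on their strand, so their counts are uncertain. Cells matched on long-gene UMIs gave 0.76 for *Fam214a*, 0.59 for *Calcrl* and 0.56 for *Pla2g4a*. From the GTPase signature, *Mitf* and the further genes, the paper concludes that TRIM changes the transcriptome of myeloid cells in the arthritic synovium.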

### MITF mediates the arthritis-promoting function of trained monocytes

We next assessed whether the TRIM-mediated transcriptomic rewiring of macrophages, as identified in the arthritic synovium (Figure 6), is already initiated in their precursors, in particular, in splenic monocytes/OCPs, thereby providing additional evidence for the process of trained osteoclastogenesis. We isolated splenic monocytes from β-glucan-trained and untrained mice (without further arthritis induction) and studied the expression of factors linked to the TRIM-mediated transcriptomic rewiring of synovial macrophages of arthritic mice. Strikingly, the expression of *Mitf* and of the MITF downstream target *Hpgds* (but not of *Myo5a*) was significantly enhanced in splenic monocytes from β-glucan-trained compared with cells from control-treated mice (Figure 7A). Moreover, mRNA expression of VAV3 RhoGEF and the RhoA effector ROCK2 was elevated in splenic monocytes from β-glucan-trained compared with untrained mice (Figure 7A). Thus, the TRIM-induced transcriptomic rewiring occurs as early as at the level of splenic monocytes/OCPs.

As *Mitf* upregulation was the most prominent feature of TRIM-induced transcriptomic rewiring in synovial macrophages in arthritis, and already detectable in splenic monocytes/OCPs from trained mice, we next assessed the function of MITF in mediating innate immune training of inflammatory osteoclastogenesis and exacerbation of inflammatory bone loss. Splenic monocytes were isolated from mice that were treated 7 days before with β-glucan or PBS-control, followed by additional treatment with the MITF inhibitor TT-012 or vehicle control, and subsequently transferred into naive recipient mice that were subjected to experimental arthritis in the CAIA model 5 days prior to the adoptive transfer (Figure 7B). As compared with control treatment, MITF inhibition in donor mice blocked the ability of monocytes from β-glucan-trained donor mice to exacerbate arthritis severity in recipient mice (Figures 7C and 7D), as well as to increase expression of the inflammatory cytokines *Il6* and *Tnf* and of the osteoclastogenic transcription factor *Nfatc1* in the synovium of recipient arthritic mice (Figure 7E). Furthermore, the transfer of monocytes from β-glucan-trained donor mice to arthritic mice resulted in an increase in osteoclasts in the arthritic joints, compared with monocyte transfer from non-trained mice (Figure 7F). Administration of the MITF inhibitor (compared with vehicle control) in donor mice abrogated the effect of the transferred trained monocytes to enhance osteoclast numbers in the knee joints of recipient arthritic mice (Figure 7F). In contrast, MITF inhibition in donor mice did not alter osteoclast numbers in arthritic mice receiving non-trained monocytes from PBS-control-treated mice (Figure 7F). These data indicate that adoptive transfer of monocytes from trained mice increases osteoclastogenesis in recipient arthritic mice in a manner that requires MITF signaling during the process of TRIM induction in donor mice.

Collectively, these data establish the transcription factor MITF as critical for the process by which TRIM promotes inflammatory osteoclastogenesis at the level of monocytes and thereby exacerbates inflammatory bone loss.

## DISCUSSION

TRIM has emerged as a major immunological principle that challenged the dogma that memory is restricted to adaptive immunity. We and others have recently established that the long-term actions of TRIM are linked to rewiring of BM hematopoietic progenitors.^24,26,27,29^ In this context, β-glucan-induced innate immune training of specific arms of myelopoiesis, e.g., granulopoiesis, leads to potent anti-tumor activity.^30^ Here, we show that an additional myelopoiesis arm, namely the generation of myeloid precursors of osteoclasts and osteoclastogenesis, is also targeted by TRIM. In this setting, however, TRIM has detrimental consequences, contributing to inflammatory bone loss. TRIM has therefore context-dependent, beneficial or detrimental, effects. Understanding this duality is imperative to appropriately harness TRIM for therapeutic gain in human disease.

Administration of β-glucan promoted OCP expansion and qualitatively modulated different OCP populations, enhanced osteoclastogenesis in the BM and inflammatory osteoclastogenesis in the periphery, and, thereby, aggravated inflammatory bone loss pathologies. Importantly, β-glucan pre-treatment induced transcriptomic changes indicative of a bias toward increased osteoclast differentiation, especially in CD115^+^CD27^low/−^ OCPs. These results align with prior findings demonstrating transcriptional rewiring in BM myeloid progenitors upon TRIM induction.^27–30,40^ Thus, β-glucan-induced TRIM not only targets myelopoiesis/granulopoiesis at the level of GMPs^30^ but also promotes an osteoclastogenesis bias in progenitors downstream of GMPs. Furthermore, we have recently demonstrated that maladaptive TRIM induced by chronic experimental periodontitis is associated with epigenetic and transcriptomic changes in HSPCs involving an over-representation of genes linked to “osteoclast differentiation” pathways.^40^ In other words, notwithstanding its aforementioned protective effects against infection or cancer,^24–26,30^ β-glucan-induced trained myelopoiesis can be maladaptive by potentiating osteoclastogenesis and hence inflammatory bone loss in the context of chronic inflammation.^40^ Our findings with β-glucan in this and our earlier work^30^ also argue against the notion that beneficial and maladaptive forms of TRIM are driven by different stimuli; the findings rather suggest that the context in which TRIM emerges dictates whether the functional outcome is protective or inappropriate to the specific situation.

Monocytes are major cellular effectors of β-glucan-induced TRIM, and trained monocytes display heightened production of inflammatory cytokines in response to secondary challenges.^24,32–34,40^ Consistently, we found that β-glucan-mediated TRIM was associated with the upregulation of proinflammatory cytokines and transcription factors that drive inflammatory osteoclastogenesis.^2,18,80^ Moreover, β-glucan-induced TRIM increased the abundance of splenic CD11b^+^CD115^+^Ly6C^high^ monocytes, which have OCP potential,^13^ and enhanced their inflammatory capacity upon a secondary challenge, specifically arthritis. Such monocytes/OCPs expand in the periphery in the setting of inflammatory bone loss disorders and migrate to the inflamed site, where they can differentiate into osteoclasts.^13,16^ Consistently, in *ex vivo* osteoclast differentiation assays, β-glucan-induced TRIM enhanced the inflammatory osteoclastogenic potential of splenic monocytes/OCPs in arthritic mice. As osteoclasts can derive from a broad range of myeloid cell populations bearing OCP potential,^18^ our results suggest that innate immune training of osteoclastogenesis by β-glucan can occur at different levels, rewiring both BM and peripheral OCP populations. Although there was a predisposition toward enhanced osteoclastogenesis in BM and peripheral OCP populations in mice due to TRIM induction, the number of osteoclasts in the joints and/or the osteoclastic activity increased only upon the arthritis challenge as a secondary stimulus. These findings epitomize induction of TRIM (higher responsiveness upon a secondary stimulus) in the osteoimmunological context and unequivocally support the concept of trained osteoclastogenesis.

Monocyte-mediated inflammatory osteoclastogenesis was an integral component of the effect of β-glucan-induced TRIM to exacerbate inflammatory bone loss. In this regard, we identified a transcriptomic rewiring in synovial macrophages of β-glucan-trained arthritic mice. Pathways related to activity of GTPases, which orchestrate myeloid cell recruitment and activation, macrophage activation, osteoclastogenesis, and inflammatory bone erosion in inflammatory arthritis,^54–57,81^ were overrepresented in synovial myeloid cells/macrophages from β-glucan-trained arthritic mice. Furthermore, the top ranked upregulated gene in synovial myeloid cells/macrophages from trained arthritic mice, *Mitf*, encoding for a transcription factor involved in osteoclastogenesis,^6,71^ has also been implicated in activating GTPase signaling.^82^ The MITF target genes *Myo5a* and *Hpgds*, which were also upregulated in synovial myeloid cells/macrophages due to β-glucan-mediated TRIM, are similarly linked to GTPase signaling.^72–74^ Notably, the TRIM-induced transcriptomic rewiring was evident as early as the level of splenic monocytes/OCPs because expression of *Mitf*, *Hpgds*, *Rock2*, and *Vav3* was also upregulated in monocytes from β-glucan-trained mice. Adoptive transfer of monocytes from β-glucan-trained donor mice was sufficient to exacerbate inflammatory bone loss in recipient arthritic mice, accompanied by elevated osteoclast numbers in the arthritic joints, as compared with arthritic mice that received untrained monocytes; this effect was critically mediated by the transcription factor MITF. As MITF is an upstream activator of GTPase signaling in non-hematopoietic cells,^82^ our findings enable us to hypothesize that MITF orchestrates trained inflammatory osteoclastogenesis in monocytes and drives their transcriptomic rewiring toward enhanced GTPase activity, which, in turn, further contributes to aggravated inflammatory bone loss.^54–57,81^ Together, β-glucan-induced TRIM promotes MITF-dependent monocyte-mediated inflammatory osteoclastogenesis, thereby exacerbating inflammatory bone loss.

The double-edged sword nature of TRIM, with its detrimental facets underlying the pathogenesis of chronic inflammation and autoimmune disease,^28,40,83–85^ acquires special relevance when considering the preventive or therapeutic application of TRIM-inducing agents.^24^ Pertinently, β-glucan is currently tested in clinical trials as an adjuvant in cancer immunotherapy, mostly in combination with immune checkpoint inhibitors.^41,42,86,87^ Im-mune checkpoint inhibitors are linked to immune-mediated adverse events, including conditions such as rheumatoid arthritis-like joint inflammation and bone loss.^43,44,88^ Our findings therefore suggest that the use of β-glucan as an adjuvant in immunotherapies, especially in combination with immune checkpoint inhibitors, might potentially worsen these side effects or unmask autoimmunity during treatment. Additional investigations are warranted toward better understanding and preventing such potential side effects linked to the therapeutic use of β-glucan in light of the beneficial actions of the molecule in cancer. Moreover, the capacity of certain adjuvants to trigger autoimmunity or autoinflammation has resulted in the emergence of the autoimmune/autoinflammatory syndrome induced by adjuvants (ASIA).^89^ Different β-glucans have been used in the past as adjuvants in distinct experimental models of autoimmunity.^90–97^ Although these earlier studies indicate a link between β-glucan administration and increased inflammation, they did not implicate β-glucan-induced TRIM in this context. Our present study clearly suggests that β-glucan-induced TRIM might also bear the risk for triggering an ASIA syndrome. Importantly, in the context of β-glucan therapies, pharmacological MITF inhibition could prevent trained inflammatory osteoclastogenesis without in principle interfering with the intended beneficial effects (e.g., actions against infections or cancer). In conclusion, our work underscores that detailed understanding of the beneficial and detrimental actions of β-glucan-induced TRIM and the underlying molecular mechanisms is imperative for developing effective therapies that leverage this principle.

### Limitations of the study

Our work introduces the concept of innate immune training of (inflammatory) osteoclastogenesis, which may promote inflammatory bone loss. Specifically, we found that β-glucan administration modulated OCP populations in the BM and the spleen. It is conceivable that the enhanced osteoclastogenesis bias upon TRIM induction is initiated at the level of earlier BM progenitors, namely at HSPCs. However, this possibility was not addressed here and merits future investigations. Additionally, our work identified that the transcription factor MITF contributes to trained inflammatory osteoclastogenesis in monocytes. Our conclusion is based on studies engaging pharmacological MITF inhibition; this approach bears some limitations, as MITF could be targeted not only in monocytes but also in additional cells. Future studies should therefore assess the role of MITF in β-glucan-induced TRIM and inflammatory osteoclastogenesis by using genetic tools: for instance, mice with MITF inactivation specifically in myeloid cells.

## RESOURCE AVAILABILITY

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Triantafyllos Chavakis ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

- Data are available upon request to the lead contact.
- Sequencing data are available at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GEO: GSE254560.
- Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Mice

Wild-type (WT) C57BL/6 mice were purchased from Charles River, Janvier or Jackson Laboratory. UBC-GFP H-2^d^ mice were obtained from the Jackson Laboratory (strain # 004353). Mice were kept under specific pathogen-free conditions on a standard 12-h light/dark cycle. Food and water were provided *ad libitum*. The mice were 7–10 weeks old at the start of the experiments. Animal experiments were approved by the Landesdirektion Sachsen, Germany, the Institutional Animal Care and Use Committee of the University of Pennsylvania and the Research Ethics Committee of West China Hospital of Stomatology. To investigate the role of TRIM on inflammatory bone loss diseases, mice were pre-treated with a single i.p injection of 1 mg β-glucan peptide from *Trametes versicolor* (Invivogen), or 1 mg β-glucan from *S. cerevisiae* (Sigma-Aldrich), both dissolved in PBS, or PBS alone (PBS-control). After 7 days, mice were either euthanized or subjected to a secondary inflammatory challenge by inducing experimental periodontitis or experimental arthritis, as described in the respective paragraphs.

### METHOD DETAILS

#### Induction and evaluation of LIP

Ligature-induced periodontitis (LIP) generates a localized environment that retains biofilm, resulting in inflammation and subsequent bone loss.^40,100–103^ LIP was performed in mice as previously described.^100^ Briefly, a 5–0 silk ligature was tied around the maxillary left second molar tooth, whereas the contralateral molar tooth was kept unligated to serve as baseline control. The mice were euthanized 5 days later. Defleshed maxillae were used to measure bone heights (i.e., the distances from the cementoenamel junction [CEJ] to the alveolar bone crest [ABC]) at six predetermined points on the ligated site as previously specified.^100^ Measurements were made using a dissecting microscope fitted with a video image marker measurement system (Nikon Instruments). To calculate bone loss, the six-site total CEJ-ABC distance for the ligated site of each mouse was subtracted from the six-site total CEJ-ABC distance of the contralateral unligated site. The results are presented in millimeters, and negative values indicate bone loss relative to the baseline (unligated control).

#### Induction and evaluation of experimental arthritis

CAIA was performed in mice as previously described.^40,104,105^ Briefly, CAIA was induced by intravenous (i.v.) injection of 1.5 mg arthritogenic mAbs (Arthrogen-CIA 5-Clone Cocktail Kit; Chondrex) per mouse on day 0, followed by i.p. injection of 50 μg lipopolysac-charide (LPS; Chondrex) on day 3. Hind ankle joint thickness was recorded and clinical arthritis scores were evaluated according to a previously described scoring system on a 0 to 4 scale^104^: 0 for normal; 1 for mild redness, slight swelling of ankle or wrist; 2 for moderate swelling of ankle or wrist; 3 for severe swelling, including some digits, ankle and foot; 4 for maximally inflamed joint. The final clinical score for each mouse was the sum of the scores in all 4 paws (maximum 16 points per mouse).

In other experiments, K/BxN serum transfer arthritis (STA) was induced in mice by i.p. injection of 150 μL K/BxN serum on day 0 and 2.^98^ The progression of arthritis was monitored by recording ankle joint thickness and clinical arthritis scores. Ankle joint thickness was measured using a digital caliper, and the average thickness of both hind paws was calculated for each mouse. Arthritis scores were evaluated based on a previously described scoring system.^106^ In detail, hindlegs and forelegs were scored on a scale ranging from 0 to 3 points whereas the points were given as follows: 0, no swelling and no redness; 1 for mild redness or slight swelling of ankle or wrist; 2 moderate swelling of ankle or wrist; 3 for severe swelling, including digits, ankle, and foot. Arthritis score and ankle thickness was evaluated in a blinded manner. The final score for each mouse was determined as the sum of scores for all 4 paws (maximum 12 points per mouse). The difference in ankle thickness (“delta ankle thickness”) for each mouse was calculated by subtracting the average ankle thickness on the day of arthritis initiation (day 0) from the average ankle thickness at each time point throughout the experiment.

#### Adoptive Transfer Model

Donor mice (CD45.2^+^ UBC-GFP) were pre-treated with β-glucan (1 mg/mouse) or PBS as a control. After 7 days, splenic monocytes were sortedusing the EasySep^™^ Mouse MonocyteIsolation Kit (Stemcell). Recipient C57BL/6.SJL CD45.1^+^ mice (B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyJ) were subjected to CAIA, and 5 days later, 1×10^6^ sorted monocytes from CD45.2^+^ UBC-GFP donor mice were adoptively transferred via i.v. injection to CD45.1^+^ recipient mice; arthritis development was evaluated as described under “Induction and evaluation of experimental arthritis”.

In other experiments, donor mice (C57BL/6 from Jackson Laboratory) were pre-treated with β-glucan (1 mg/mouse) or PBS as a control, and received also the MITF inhibitor TT-012 i.p. (20 mg/kg; MedChemExpress), dissolved in 10% DMSO and 90% corn oil, or treated with the vehicle control on days 0, 2 and 5 after β-glucan or PBS injection. After 7 days, splenic monocytes were isolated using the EasySep^™^ Mouse Monocyte Isolation Kit (Stemcell) and transferred to recipient mice. Specifically, C57BL/6.SJL CD45.1^+^ recipient mice (B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyJ) were subjected to CAIA and 5 days later received 1×10^6^ monocytes from the aforementioned donor groups via i.v. injection. Arthritis development was evaluated as described under “Induction and evaluation of experimental arthritis”.

#### Tissue preparation

Synovial tissue from ankle joints underwent processing as previously described.^51^ Specifically, ankle joints were isolated, and cells were dissociated at 37°C and 90 r.p.m. for 45 minutes in a digestion medium containing RPMI culture medium, 10% fetal bovine serum (FBS), 2 mg/ml collagenase from *Clostridium histolyticum* (Sigma-Aldrich), and 0.03 mg/ml DNase I (Roche). Cells were passed through a 40 μm filter, and erythrocytes were lysed using red blood cell (RBC) lysis buffer (eBioscience). Single cell suspensions were washed and resuspended for flow cytometry analysis or cell sorting. In other experiments, synovial tissue from the knee joint was extracted and digested for 30 min at 37°C in DMEM containing 10% FBS, penicillin/streptomycin, 2 mg/mL collagenase type IV (Worthington) and 0.1 mg/mL DNase I (Roche). Synovial myeloid cells were then isolated by positive selection for CD11b^+^ cells (clone M1/70; BioLegend), followed by isolation of CD45^−^ cells to obtain synovial stromal cells (clone 30-F11; BioLegend) using the EasySep^™^ PE Positive Selection Kit II (Stemcell), according to the manufacturer’s instructions.

Mouse spleens were homogenized, and BM was crushed using ice-cold PBS with 5% FBS. Upon erythrocyte lysis with RBC lysis buffer (eBioscience), cells were centrifuged at 500 × g for 5 minutes. Cells were forced through a 40 μm cell filter to get single–cell suspension for further flow cytometric analysis or FACS cell sorting.

#### Flow cytometry and sorting

Flow cytometry was performed by FACS Fortessa (BD, Germany) and cell sorting was performed on FACS Aria cell sorters (BD, Germany), or a FACS Aria II (BD, USA). For cell surface phenotypic analysis, isolated murine cells were stained with the following mono-clonal antibodies: Anti-CD117/c-Kit (clone 2B8), anti-CD45 (clone 30-F11), anti-CD11b (clone M1/70), anti-Ly6G (clone 1A8), anti-Ly6C (clone HK1.4), anti-F4/80 (clone BM8), anti-CD115 (clone AFS98), anti-B220 (clone RA3–6B2), anti-CD27 (clone LG.7F9 or LG.3A10). Stained cells were then subjected to flow cytometry or cell sorting. Data analysis was carried out using FlowJo software (Tree Star).

#### Ex vivo osteoclast differentiation and Leukocyte Acid Phosphatase (TRAP) staining

Femoral, tibial and humeral bones from C57BL/6 mice were flushed under sterile conditions using cell culture medium. Following erythrocyte lysis with RBC lysis buffer (eBioscience), BM cells were cultured in 48 well plates (for TRAP staining) or in 12 well plates (for qPCR analysis) with 25 ng/mL M-CSF (R&D Systems) in α-MEM supplemented with 10% FBS, 1% penicillin-streptomycin, and 1% GlutaMAX. After 3 days, 50 ng/mL RANKL (R&D Systems) was added, and cells were further cultured for 5 days to induce osteoclast differentiation.

In other experiments, splenic monocytes were isolated using the EasySep^™^ Mouse Monocyte Isolation Kit (Stemcell) according to the manufacturer’s instructions. Cells were cultured at a density of 50,000 cells per well in a 96-well plate for 3 days in a culture medium containing 25 ng/mL M-CSF (R&D Systems), 50 ng/mL RANKL (R&D Systems) and α-MEM supplemented with 10% FBS, 1% penicillin-streptomycin and 1% GlutaMAX.

Osteoclast development was evaluated by counting all TRAP-positive cells with 3 or more nuclei in each well under a microscope with a 20x objective. For TRAP staining, *in vitro* cultured BM- or spleen-derived osteoclasts were fixed for 10 minutes in a fixation solution containing citrate solution, acetone and 37% formaldehyde. Staining for TRAP was performed by using a leukocyte acid phosphatase kit (Sigma-Aldrich), following the manufacturer’s recommendations with minor modifications. TRAP-positive multinucleated cells ([MNCs]; ≥ 3 nuclei) were defined as bona fide osteoclasts.

#### Histology

Knee joints were harvested and fixed in 4% paraformaldehyde. The tissues were then decalcified in 5% formic acid for 2 to 3 weeks, followed by immersion in either 10%, 20%, 30%, or only in 30% sucrose in PBS. Samples were embedded in optimal cutting temperature compound and sections were cut at 7–10 μm. TRAP staining was performed using a leukocyte acid phosphatase kit (Sigma-Aldrich) or a TRAP Staining Kit (Cosmo Bio). TRAP^+^ MNCs with 3 or more nuclei were considered as osteoclasts. Osteoclast quantification was performed by counting all TRAP^+^ MNCs in 4 distinct areas and 3 sections within the knee joint either under a microscope at 400x magnification or from captured images. The average of all counted areas per sample was calculated.

#### Serum analysis

Blood samples were centrifuged to obtain serum. Serum concentrations of TRAcP 5b were measured using a commercially available assay (IDS), following the manufacturer’s protocol.

#### RNA isolation and quantitative PCR analyses

Total RNA was extracted from tissues, cultured cells, or sorted cells using the RNeasy Plus Micro Kit (QIAGEN), TRIzol (MRC or Invitrogen) or GeneJET RNA purification kit (Thermo Fisher Scientific), following the manufacturers’ protocols. The RNA was quantified by NanoDrop spectrometry at 260 and 280 nm and complementary DNA was synthesized using either the iScript cDNA Synthesis Kit (BioRad) or High-Capacity RNA-to-cDNA Kit (Applied Biosystems). qPCR was performed by using the SsoFast EvaGreen Supermix (BioRad) or the TaqMan Fast Advanced Master Mix (Applied Biosystems) and gene-specific primers or TaqMan probes (see below) with the CFX384 Real time PCR detection system (BioRad), the ABI 7500 Fast system (Applied Biosystems) or the LightCycler 96 (Roche), following the manufacturers’ recommended procedures. For gene detection and quantification of murine genes, TaqMan probes and gene-specific primers were acquired from Thermo-Fisher Scientific, Invitrogen or TsingKe Biotech. The primers from Thermo-Fisher Scientific were the following: mouse *Nfatc1* (Mm01265944_m1); mouse *Ctsk* (Mm00484039_m1); mouse *Foxm1* (Mm00514924_m1); mouse *Oscar* (Mm01338227_g1); mouse *Mafb* (Mm00627481_s1); mouse *Nr4a1* (Mm01300401_m1); mouse *Irf8* (Mm00492567_m1); mouse *Il17a* (Mm00439618_m1); mouse *Il6* (Mm00446190_m1); mouse *Tnf* (Mm00443258_m1); mouse *Il1b* (Mm00434228_m1); mouse *Tnfsf11* (Mm00441906_m1) and mouse *Gapdh* (Mm99999915_g1). Custom primer sequences were: mouse *18s* (FW 5’-GTTCCGACCATAAACGATGCC-3’ and RV 5’-TGGTGGTGCCCTTCCGTCAAT -3’); mouse *Il17a* (FW 5’-AC CGCAATGAAGACCCTGAT-3’ and RV 5’-TCCCTCCGCATTGACACA-3’); mouse *Nfatc1* (FW 5’-GTTCCTTCAGCCAATCATCC-3’ and RV 5’-GGAGGTGATCTCGATTCTCG-3’); mouse *Il1b* (FW 5’-ATCCCAAGCAATACCCAAAG-3’ and RV 5’-GTGCTGATGTACC AGTTGGG-3’); mouse *Tnf* (FW 5’-AGCCCCCAGTCTGTATCCTTCT-3’ and RV 5’-AAGCCCATTTGAGTCCTTGATG-3’); mouse *Il6* (FW 5’-CCTTCCTACCCCAATTTCCAAT-3’ and RV 5’-AACGCACTAGGTTTGCCGAGTA-3’); mouse *Acp5* (FW 5’-CAGCCCTTACT ACCGTTTGC-3’ and RV 5’-GTAGTCCTCCTTGGCTGCTG-3’). Further primers used were mouse *Gapdh* (FW 5’- AGGTCGG TGTGAACGGATTTG-3’ and RV 5’- TGTAGACCATGTAGTTGAGGTCA-3’); mouse *Il6* (FW 5’-CTGCAAGAGACTTCCATCCAG-3’ and RV 5’-AGTGGTATAGACAGGTCTGTTGG-3’); mouse *Tnf* (FW 5’-CAGGCGGTGCCTATGTCTC-3’ and RV 5’-CGATCACCCC GAAGTTCAGTAG-3’); mouse *Nfatc1* (FW 5’-GGAGAGTCCGAGAATCGAGAT-3’ and RV 5’-TTGCAGCTAGGAAGTACGTCT-3’); mouse *Il1b* (FW 5’- ACGGACCCCAAAAGATGAAG -3’ and RV 5’- TTCTCCACAGCCACAATGAG-3’); mouse *Mitf* (FW 5’-CCAACA GCCCTATGGCTATGC-3’ and RV 5’-CTGGGCACTCACTCTCTGC-3’); mouse *Vav3* (FW 5’-ATGCAGACTCCAATTTCCATGAT-3’ and RV 5’-ATGGCCCTTGTTCAACGGAAT-3’); mouse *Rock2* (FW 5’-GGTTTACAGATGAAAGCGGAAGA-3’ and RV 5’-GTGATG CCTTATGACGAACCAA-3’); mouse *Myo5a* (FW 5’-GAAGTGTGGAAATCGGCAGAG-3’ and RV 5’-ATGTCAGGGTTCCGTAAGT GA-3’) and mouse *Hpgds* (FW 5’-AAGCTGACTGGCCTAAAATCAAG-3’ and RV 5’-CTCTGGTGGATTGTAAGTCCTTC-3’). Data were analyzed using the comparative (DDCt) method and were normalized to *18s* or *Gapdh* mRNA. In LIP experiments gingival cytokine mRNA expression was assessed in ligated sites, the data are presented as fold change relative to the contralateral unligated control sites (baseline), set as 1.

#### Single-cell RNA sequencing

CD45^+^CD11b^+^ synovial myeloid cells from hind paws of β-glucan or PBS pre-treated mice (7 days prior to K/BxN-STA induction) were sorted at day 17 after arthritis induction using a FACS Aria III sorter (BD, Germany). The cell concentration was adjusted to 1000–1600 cells per μl (1538 cells/μl in PBS sample and 1150 cells/μl in β-glucan sample). Approximately 10000 cells were loaded and then processed with Chromium Next GEM Single Cell 3’ v3.1 dual-index kit (10X Genomics) at the Dresden Concept Genome Center, Dresden, Germany. According to the manufacturer’s instructions, the cDNA was synthesized and subjected to library preparation and sequencing on the Novaseq 6000 platform (Illumina).

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### Single-cell RNA sequencing

The raw sequencing data was processed with the ‘count’ command of the Cell Ranger software (v7.0.0) provided by 10X Genomics. To build the reference for Cell Ranger, mouse genome (GRCm39) as well as gene annotation (Ensembl 104) were downloaded from Ensembl. Genome and annotation were processed following the steps provided by 10x Genomics (https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build#mm10_2020A) to build the appropriate Cell Ranger reference. All further data processing and analysis steps were performed in the R software environment using the package *Seurat* (v4.3). The data was filtered for low quality cells by excluding the libraries with less than 500 features and more than 10% mitochondrial reads. The data was normalized, and the most variable features selected using the function SCTransform. Appropriate functions for dimensionality reduction - principal component analysis (PCA) and Uniform Manifold Approximation and Projection (UMAP), with default *k nearest neighbor* parameters and resolution parameter set to 0.7 for the *FindClusters* function, were applied to the data and visualisations were produced. Cluster marker genes and differentially expressed genes were identified using appropriate functions from the *Seurat* package using the MAST and Wilcoxon rank-sum test, respectively. Multiple testing correction was performed using the Bonferroni correction. Differentially expressed genes were defined at FDR < 0.05 in the β-glucan group as compared to expression in the PBS control group. Log_2_ fold change ranked differentially expressed gene lists were used for GO enrichment analysis and significantly enriched ‘Molecular Functions’ and ‘Biological Process’ GO terms were defined by FDR < 0.05. All enrichment analyses were done using the *enrichR* R package (v3.2). Further visualisations were created using custom R functions based on the *ggplot2* package (v3.4.4).

#### Statistical analysis

The data are presented as mean±SEM. For the statistical comparisons of two groups, data were analyzed by a Student’s t-test or a Mann-Whitney U test, as appropriate. One-way ANOVA followed by Tukey’s multiple comparison test was used to compare more than two groups. For repeated-measurements, two-way ANOVA and Sidak’s multiple-comparisons test was used for data analysis. In Figure 4G, the Grubbs’ test was used to identify an outlier and resulted in the exclusion of one sample. All statistical analyses were conducted using GraphPad Prism software (GraphPad Inc., La Jolla, CA). P values < 0.05 were considered statistically significant.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
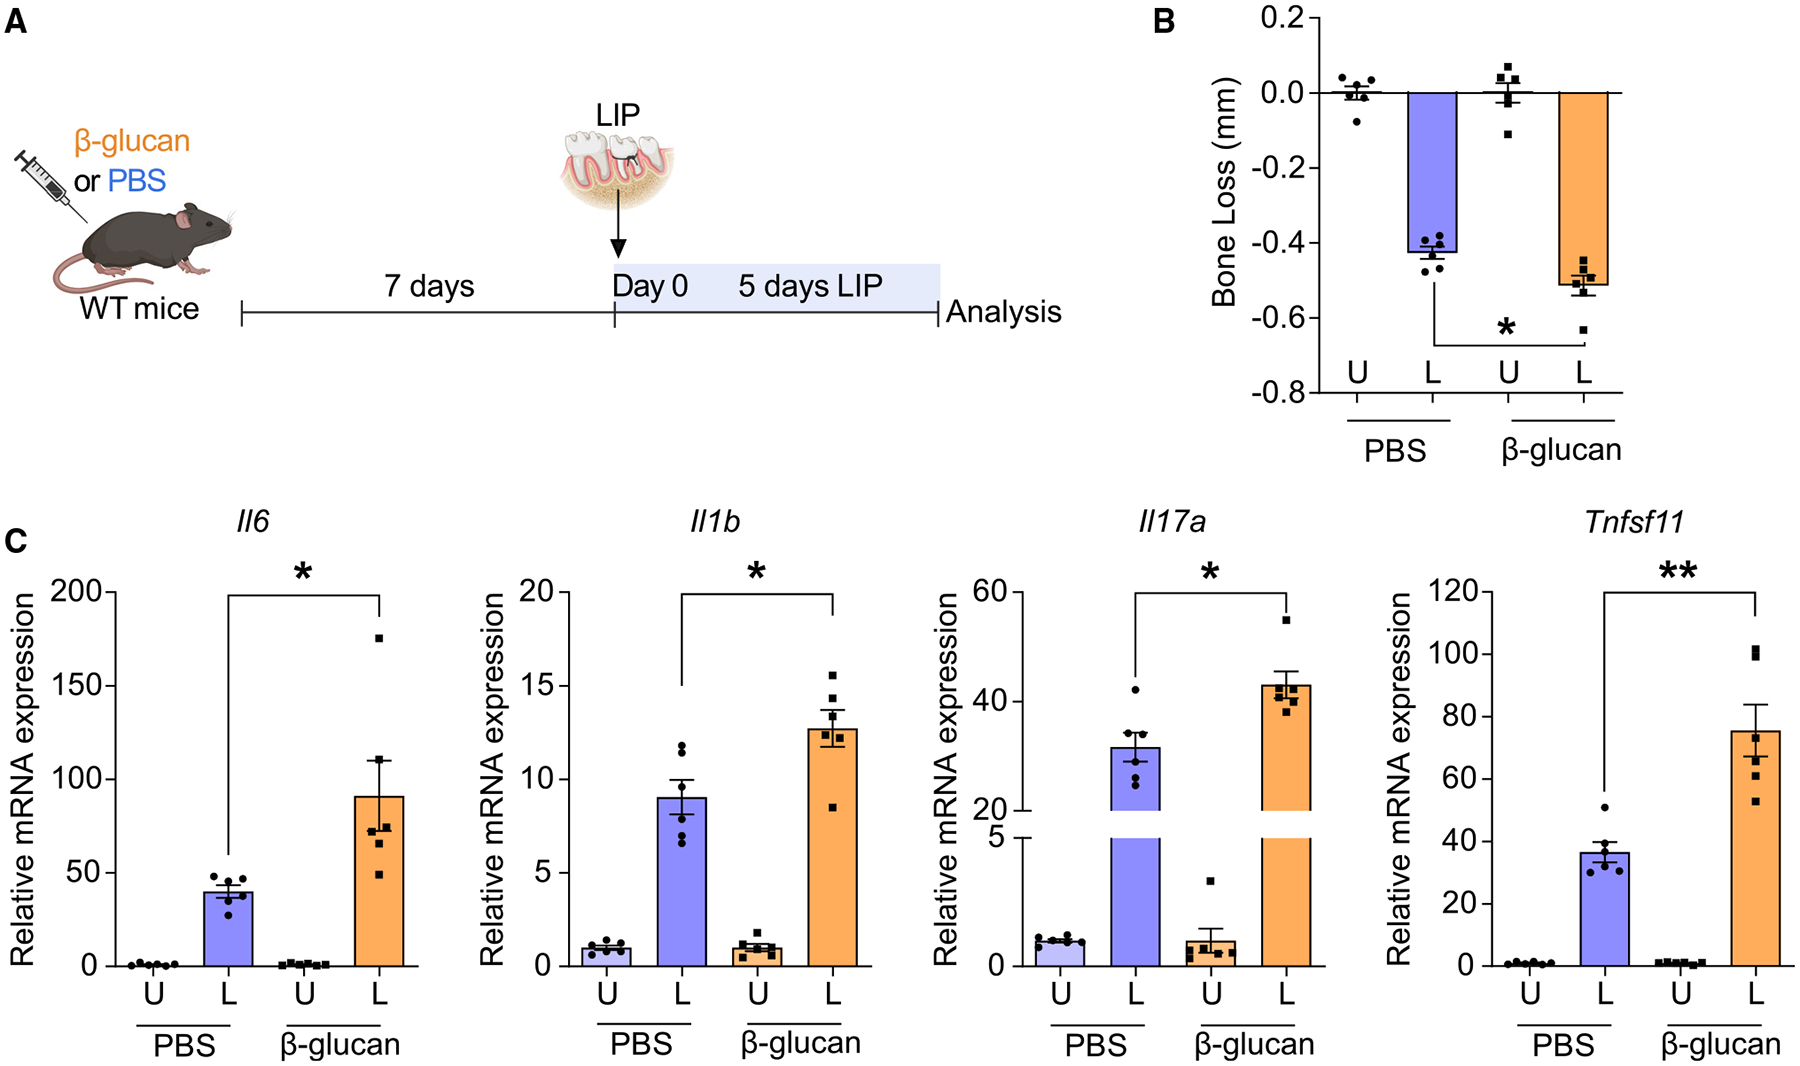
TRIM promoted inflammatory bone loss in LIP (A) Mice were pre-treated with β-glucan or PBS-control. After 7 days, periodontal bone loss was induced for 5 days in both groups by ligating a maxillary second molar and leaving the contralateral tooth unligated. (B) Periodontal bone loss 5 days after LIP induction (*n* = 6 mice per group). (C) Relative mRNA expression of the indicated molecules in gingival tissues, harvested on day 5 of LIP (*n* = 6 mice per group). Results are presented as fold change in the transcript levels in ligated sites relative to those of corresponding unligated sites, which were assigned a value of 1. Data are mean ± SEM; *p < 0.05, **p < 0.01. Unpaired t test (B and C) except for *Il17a* in (C) (Mann-Whitney U test). U, unligated; L, ligated.

**Figure 2.**
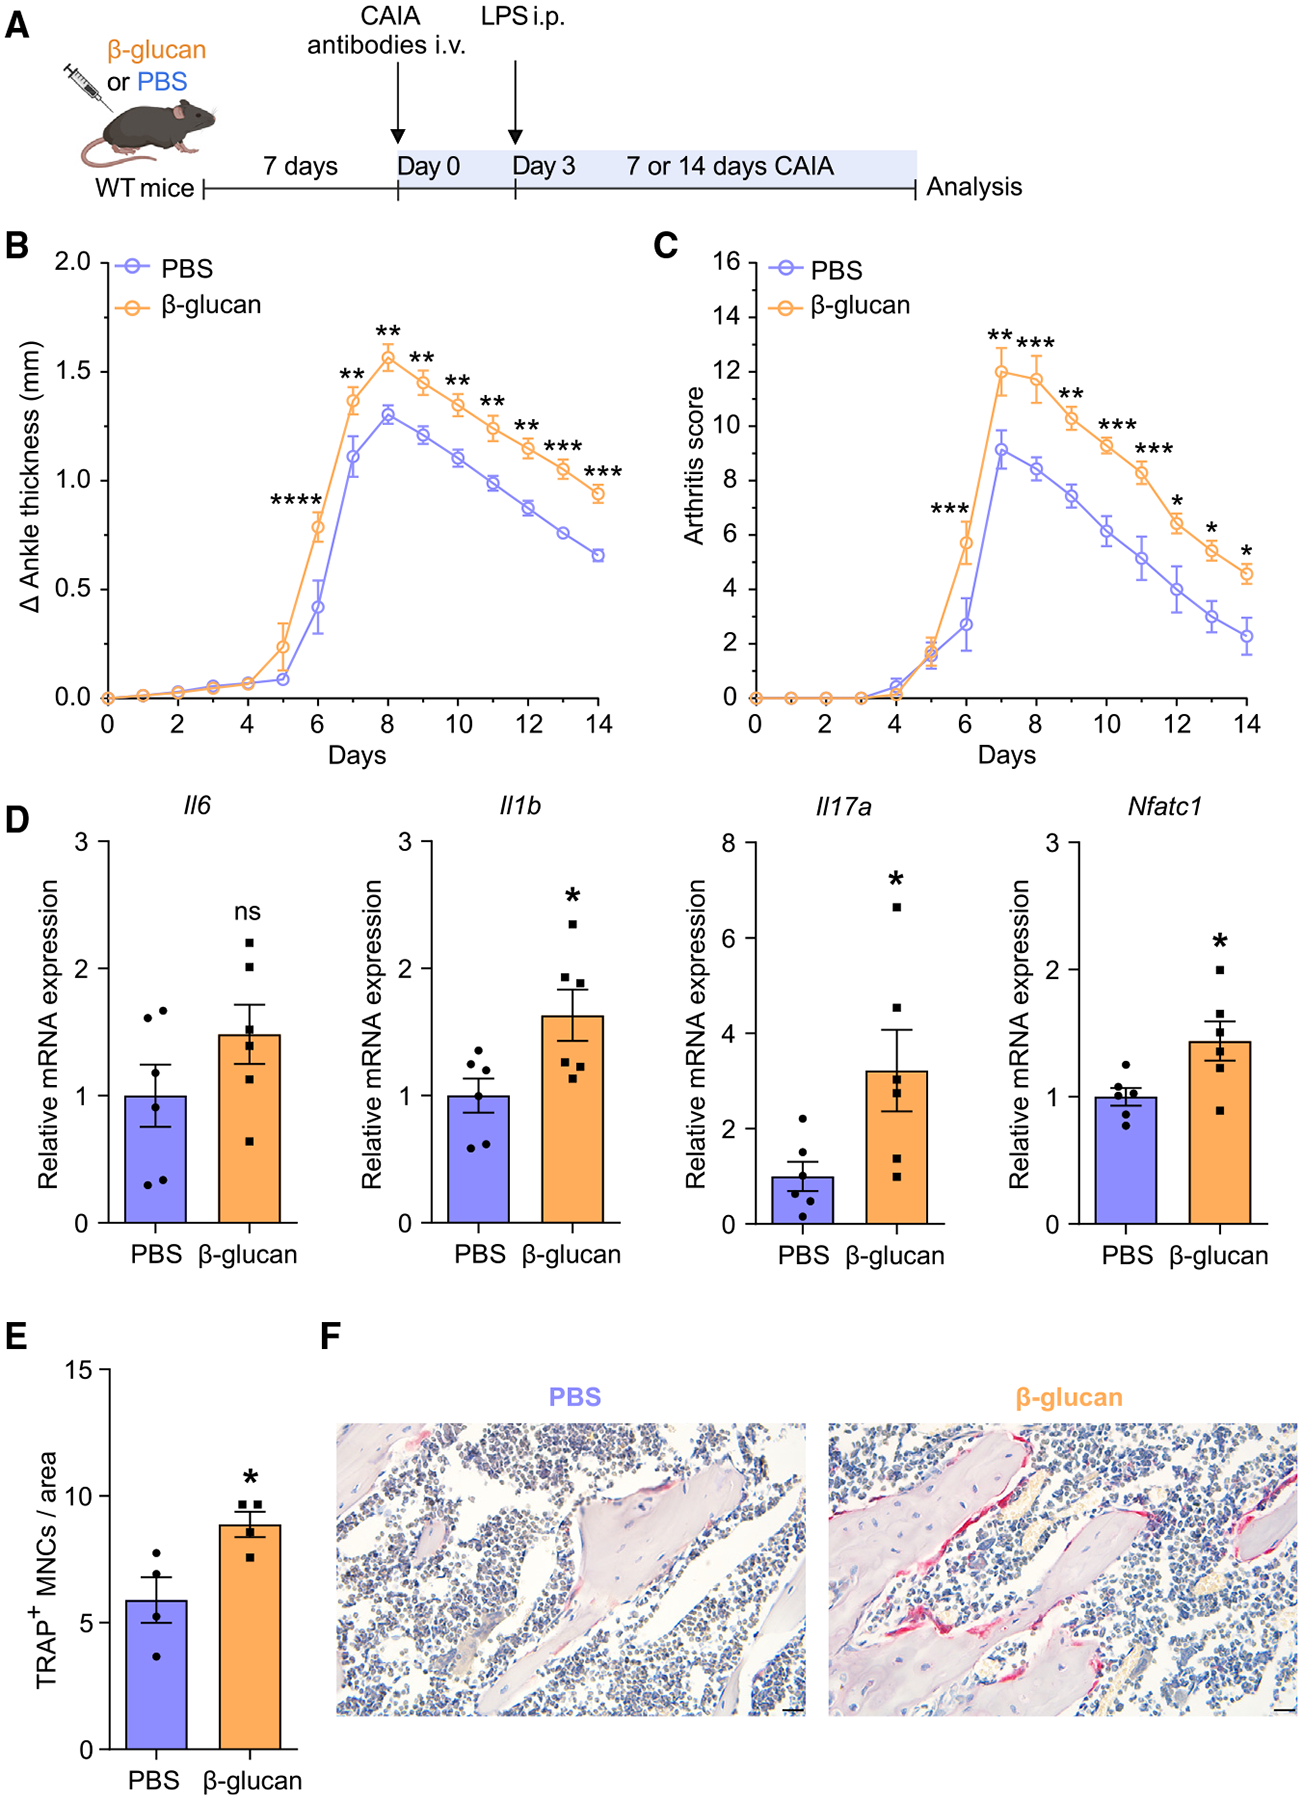
Innate immune training with β-glucan enhanced disease severity in CAIA (A) Mice were pre-treated with β-glucan or PBS-control. After 7 days, both groups of mice were subjected to the CAIA model. (B and C) The difference in ankle thickness, i.e., Delta (Δ) ankle thickness (B) and the arthritis score (C) are shown (*n* = 7 mice per group). (D) Relative mRNA expression of the indicated molecules in knee joints, harvested on day 7 of the CAIA model (*n* = 6 mice per group). Results are presented relative to those of the PBS-control group, set as 1. (E and F) Histology analysis (TRAP staining) of knee joints (harvested on day 7 of the CAIA model). (E) Quantification of TRAP^+^ MNCs per area (*n* = 4 mice per group) and (F) representative TRAP-stained images. Scale bars, 20 μm. Data are mean ± SEM; ns, non-significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Two-way ANOVA with repeated-measures and Sidak’s post-test for comparison with PBS group (B and C); unpaired t test (D and E). See also Figure S1.

**Figure 3.**
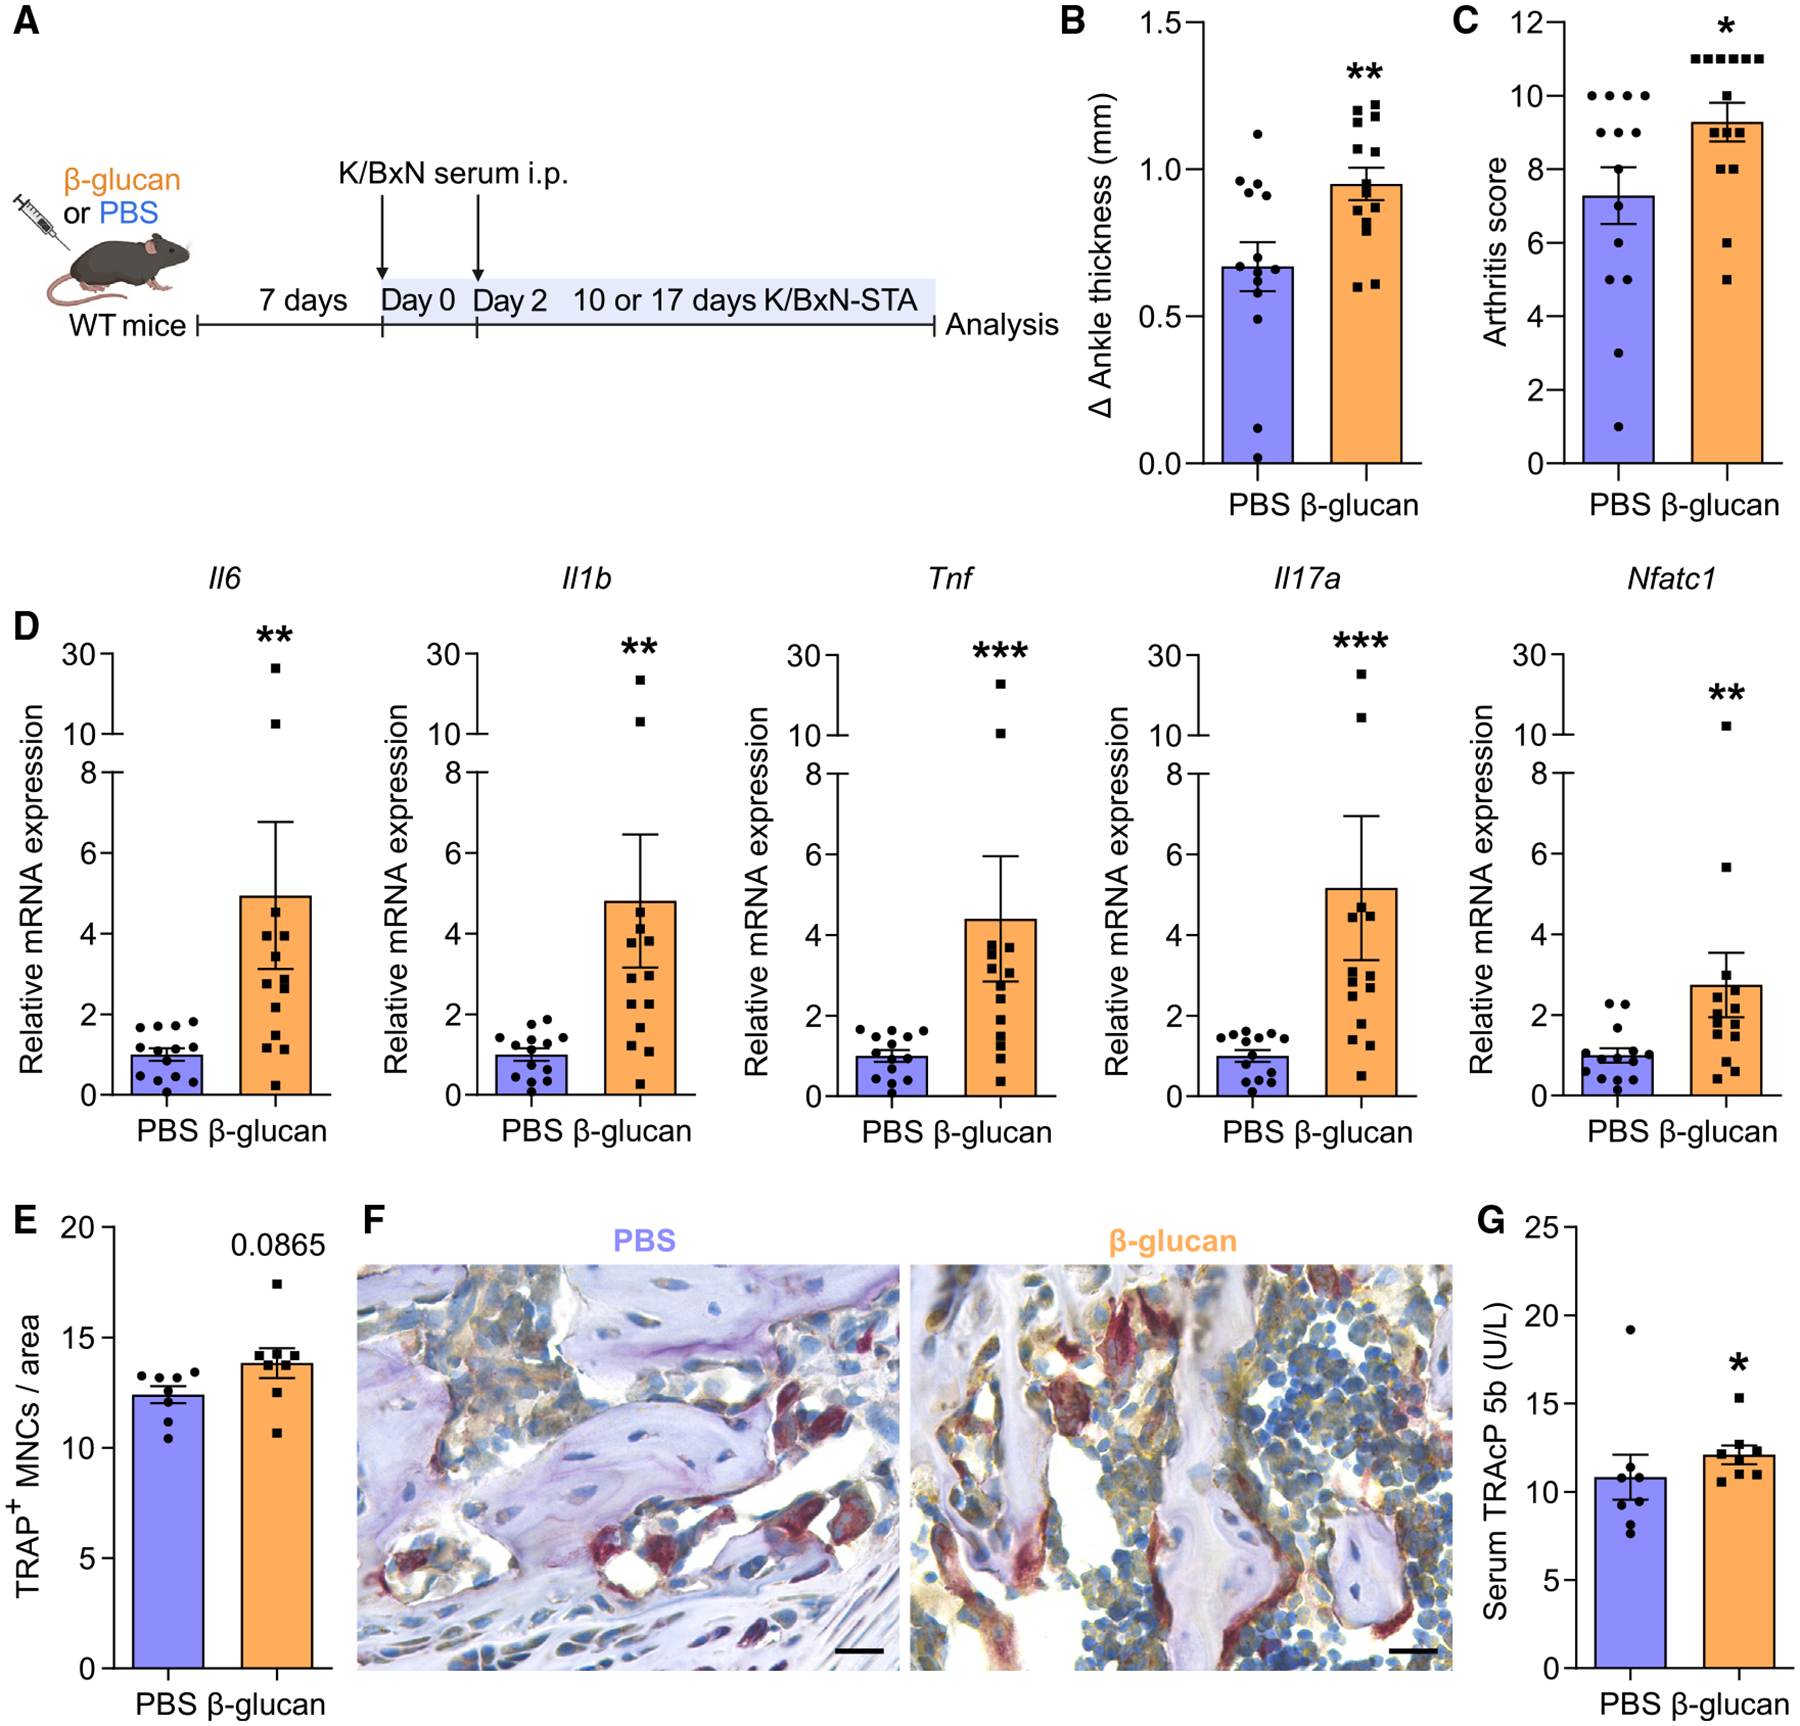
Induction of TRIM exacerbated K/BxN-STA disease (A) Mice were pre-treated with β-glucan or PBS-control. After 7 days, both groups of mice were subjected to K/BxN-STA. (B and C) The difference in ankle thickness, i.e., Delta (Δ) ankle thickness (B) and the arthritis score (C) at the peak of the disease (day 10 after K/BxN-STA induction) are shown. Data are from two independent experiments (*n* = 14 mice per group). (D) Relative mRNA expression of the indicated molecules in knee joints, harvested on day 17 of the K/BxN-STA model. Results are presented relative to those of the PBS-control group, set as 1. Data are from two independent experiments (*n* = 14 mice per group). (E and F) Knee joints (harvested on day 10 of the K/BxN-STA model) were processed for TRAP staining. (E) Quantification of TRAP+ MNCs per area (*n* = 8 mice per group). (F) Representative TRAP-stained images. Scale bars, 20 μm. (G) Concentration of TRAcP 5b in the serum on day 10 of the K/BxN-STA model (*n* = 8 mice per group). Data are mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001. Unpaired t test (B and E) or Mann-Whitney U test (C, D, and G). See also Figure S2.

**Figure 4.**
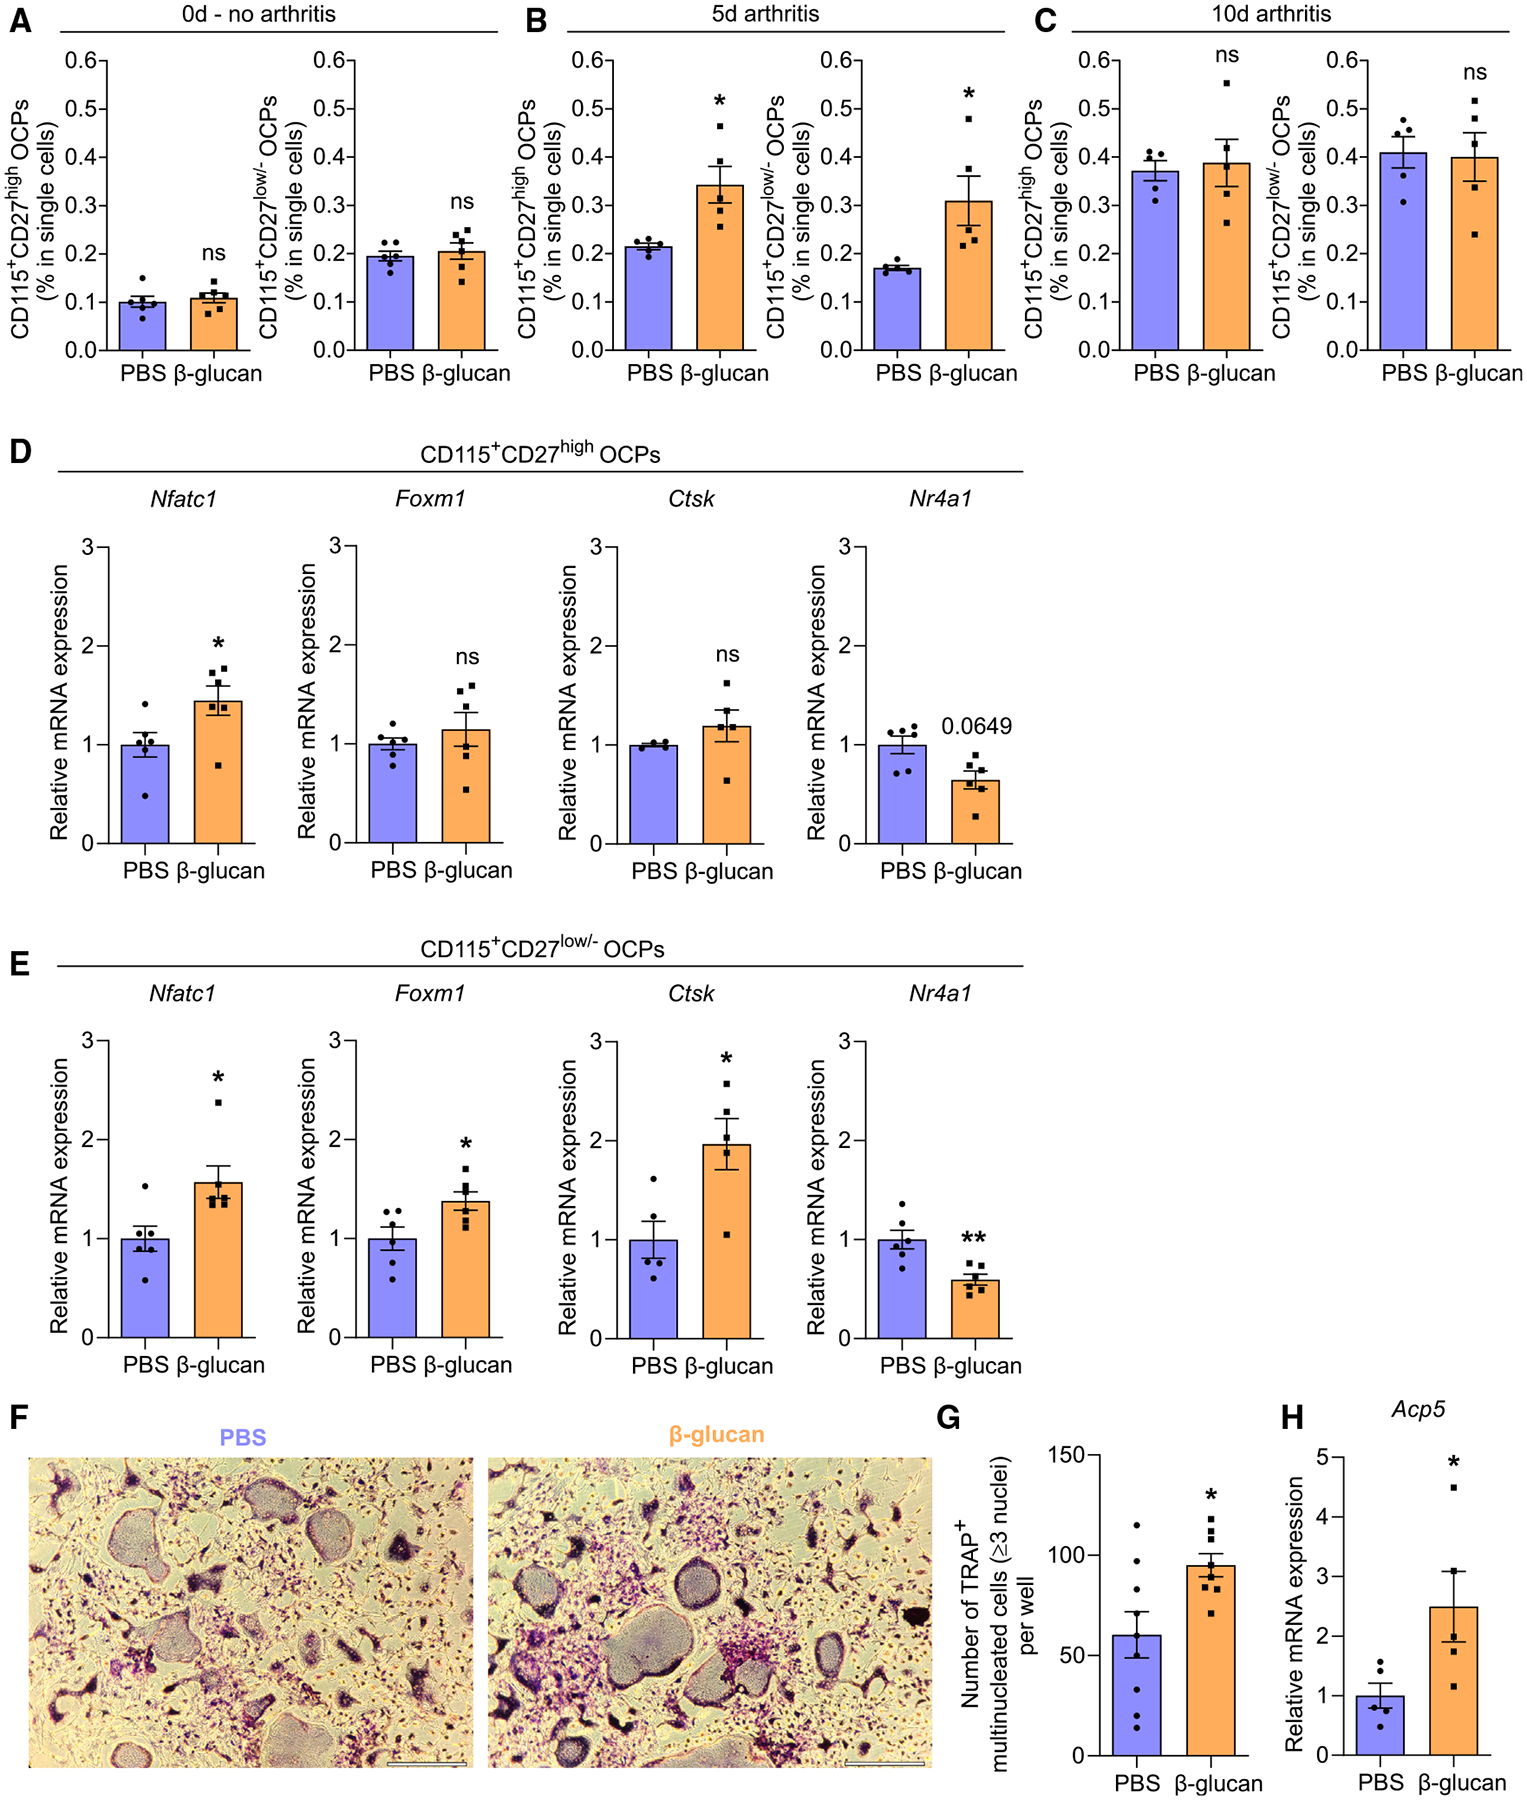
TRIM induced by β-glucan increased BM osteoclastogenesis (A–C) Mice were pre-treated with β-glucan or PBS-control. After 7 days, both groups of mice were subjected to the K/BxN-STA model or not. Flow-cytometric analysis of CD115^+^CD27^high^ and CD115^+^CD27^low/−^ OCPs from BM was performed (A) at day 0 (no arthritis, *n* = 6 mice per group) or (B) at day 5 (*n* = 5 mice per group) and (C) at day 10 (*n* = 5 mice per group) after K/BxN-STA induction. Frequencies of CD115^+^CD27^high^ OCPs (B220^−^c-Kit^+^CD11b^low/−^CD115^+^CD27^high^) and CD115^+^CD27^low/−^ OCPs (B220^−^c-Kit^+^CD11b^low/−^CD115^+^CD27^low/−^) are shown. (D and E) Relative mRNA expression of the indicated molecules from sorted BM CD115^+^CD27^high^ OCPs (D) and CD115^+^CD27^low/−^ OCPs (E) 7 days after β-glucan or PBS treatment (*n* = 4–6 mice per group). Results are presented relative to those of the PBS-control group, set as 1. (F–H) Mice were pre-treated with β-glucan or PBS-control. After 7 days, BM cells were incubated with M-CSF for 3 days followed by another 5 days together with RANKL. Cells were stained for TRAP (F displays representative images; scale bars, 300 μm) to count all mature osteoclasts in the culture wells, defined as TRAP^+^ MNCs with ≥3 nuclei. (G) Quantification of osteoclasts; data are from two independent experiments (in total cultures from *n* = 8–9 mice per group). (H) Relative mRNA expression of *Acp5* from cultured osteoclasts (cultures from *n* = 5 mice per group). Results are presented relative to those of the PBS-control group, set as 1. Data are mean ± SEM; ns, non-significant; *p < 0.05; **p < 0.01. Unpaired t test (A–E, G, and H), except for *Nr4a1* in (D) and *Nfatc1* in (E), in which cases Mann-Whitney U test was used. See also Figure S3.

**Figure 5.**
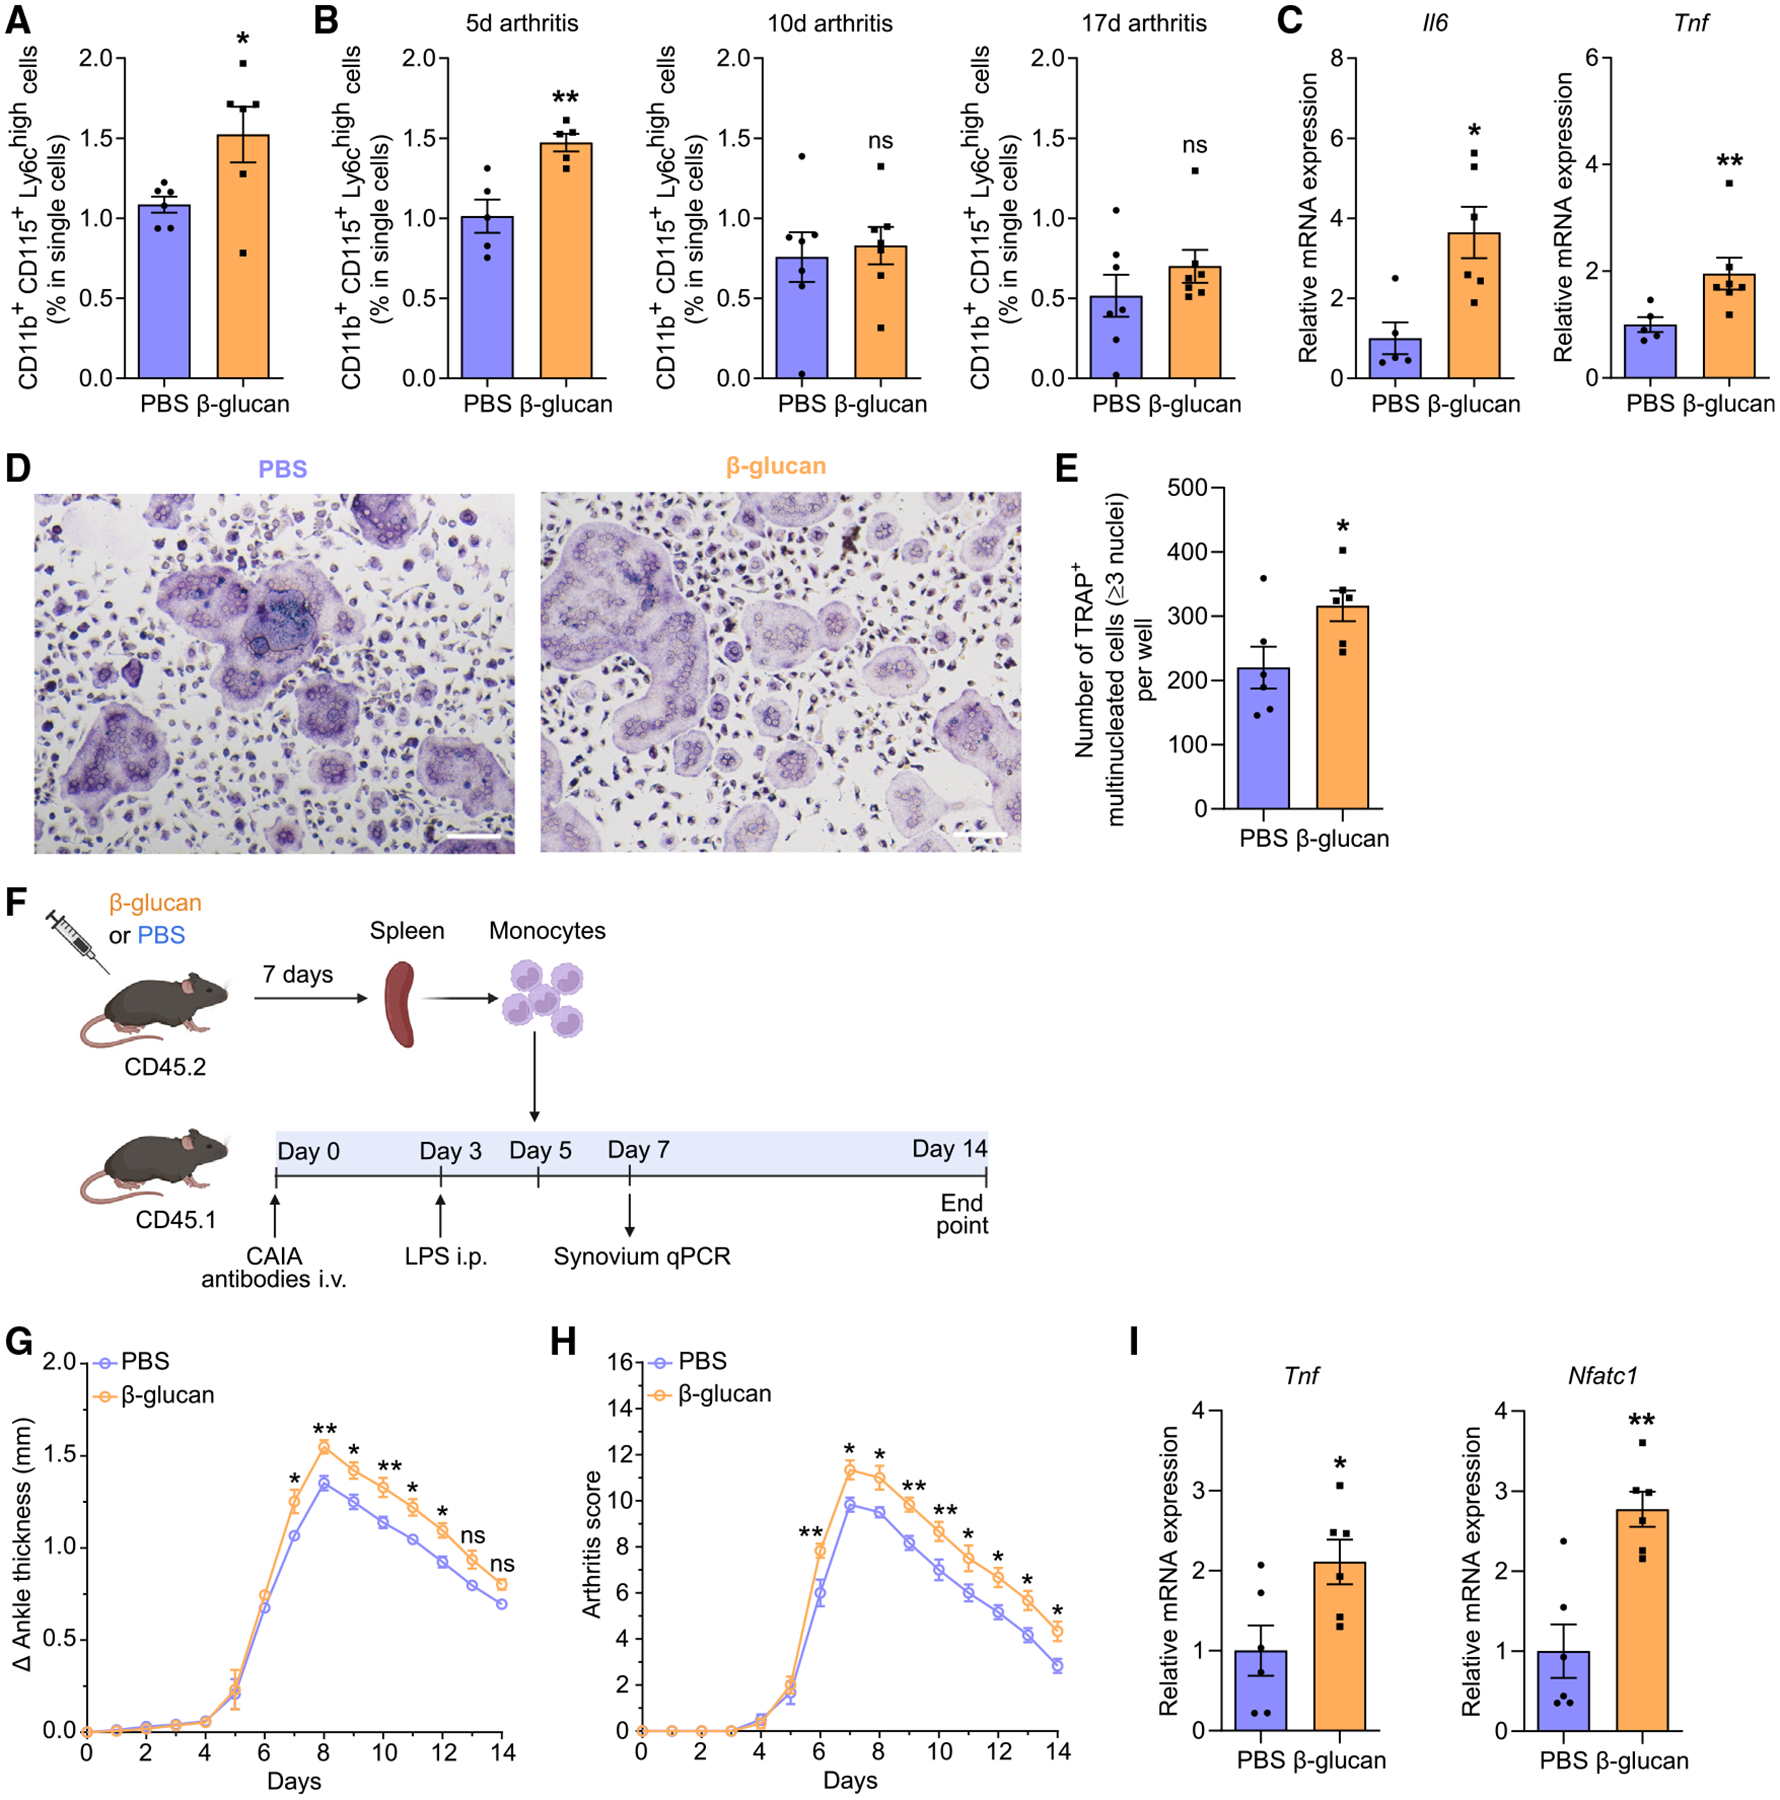
Induction of TRIM resulted in an increase in monocytes/OCPs, and adoptive transfer of trained monocytes exacerbated inflammatory arthritis (A) Mice were pre-treated with β-glucan or PBS-control and, 7 days thereafter, flow cytometry analysis for the frequency of classical monocytes (CD11b^+^ CD115^+^Ly6C^high^) in the spleen was performed (*n* = 6 mice per group). (B) Mice were pre-treated with β-glucan or PBS-control. After 7 days, both groups of mice were subjected to K/BxN-STA. Flow cytometry analysis for the frequency of classical monocytes (CD11b^+^CD115^+^Ly6C^high^) in the spleen at day 5, 10, or 17 of the K/BxN-STA model (*n* = 5–7 mice per group). (C) Mice were pre-treated with β-glucan or PBS-control. After 7 days, both groups of mice were subjected to K/BxN-STA for 17 days and classical monocytes (CD11b^+^ CD115^+^Ly6C^high^) were sorted from the spleen and processed for qPCR to measure relative mRNA expression of the indicated molecules (*n* = 5–7 mice per group). Results are presented relative to those of the PBS-control group, set as 1. (D and E) Mice were pre-treated with β-glucan or PBS-control. After 7 days, both groups of mice were subjected to K/BxN-STA for another 10 days and spleen monocytes were isolated and incubated with M-CSF and RANKL for 3 days. Cells were stained for TRAP to quantify mature osteoclasts in the culture wells, defined as TRAP+ MNCs with ≥3 nuclei. (D) Representative images (scale bars, 100 μm) and (E) quantification of osteoclasts (cultures from *n* = 6 mice per group). (F–I) CD45.2^+^ mice were pre-treated with β-glucan or PBS-control. After 7 days, spleen monocytes were isolated using the EasySep Mouse Monocyte Isolation Kit. CD45.1^+^ mice were subjected to CAIA. On day 5 of the CAIA model, monocytes from CD45.2^+^ mice were adoptively transferred by intravenous (i.v.) injection to CD45.1^+^ mice. (F) Experimental scheme. (G and H) The difference in ankle thickness, i.e., Delta (Δ) ankle thickness (G) and the arthritis score (H) are shown (*n* = 6 mice per group).(I) Relative mRNA expression of the indicated molecules in knee joints, harvested on day 7 of the CAIA model (*n* = 6 mice per group). Results are presented relative to those of the PBS-control group, set as 1. Data are mean ± SEM; ns, non-significant; *p < 0.05; **p < 0.01. Unpaired t test (A, B, E, and I), except for 17 days arthritis in (B) (Mann-Whitney U test) or Mann-Whitney U test (C). Two-way ANOVA with repeated-measures and Sidak’s post-test for comparison with PBS group (G and H). See also Figures S4 and S5.

**Figure 6.**
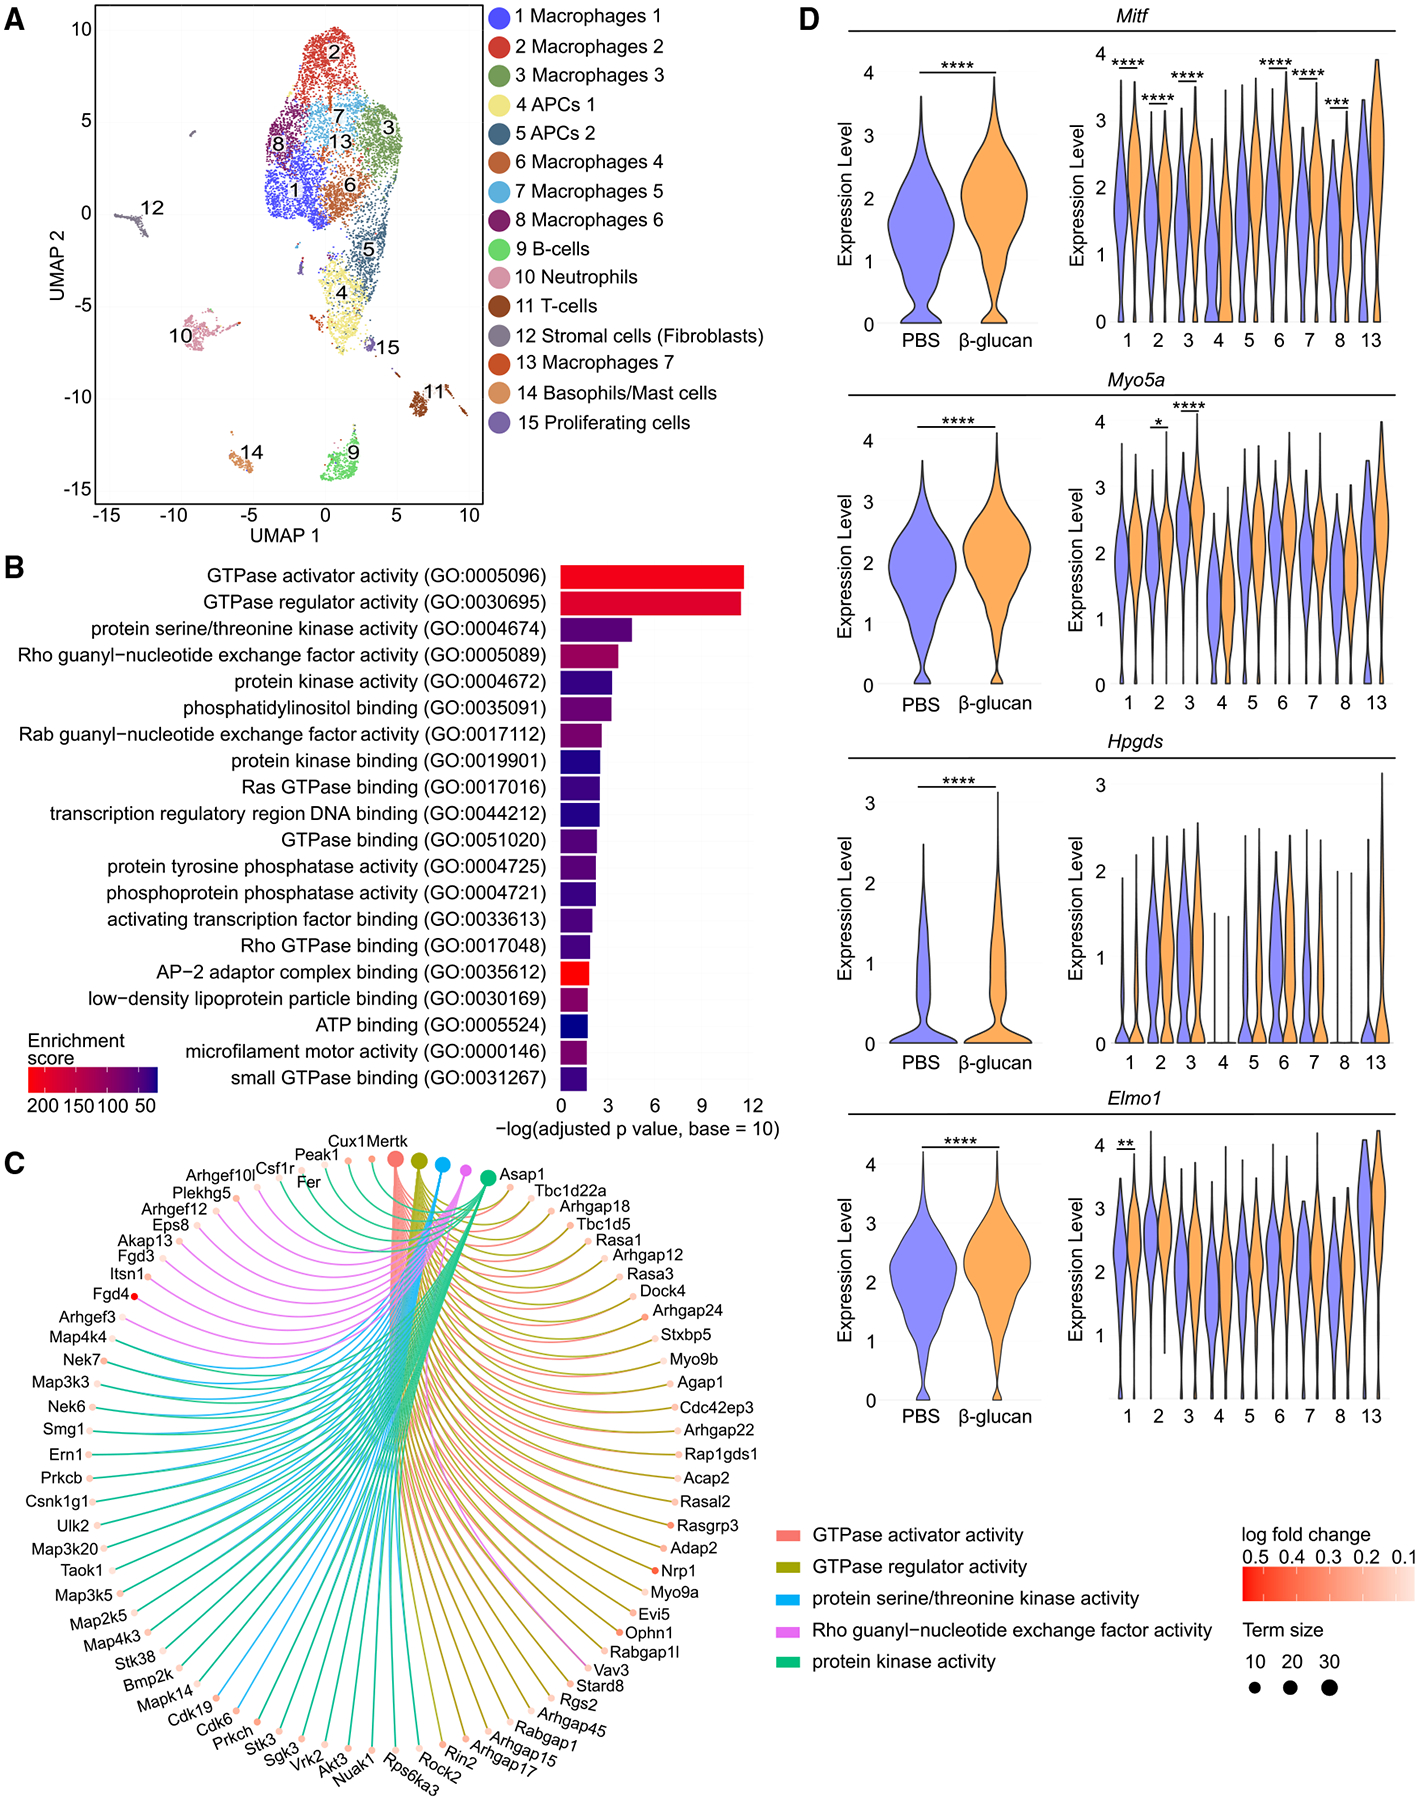
Innate immune training is associated with transcriptomic rewiring of synovial myeloid cells (A–D) Mice were pre-treated with β-glucan or PBS and 7 days later subjected to K/BxN-STA for additional 17 days and myeloid cells (CD45^+^CD11b^+^) were sorted from the hind paws and scRNA-seq analysis was performed (*n* = 4 mice per group). (A) UMAP representation from scRNA-seq of 12,956 cells. (B) Top 20 overrepresented GO terms of molecular functions of upregulated differentially expressed genes in the main myeloid cell compartment (clusters 1–8 and 13) of β-glucan-trained arthritic mice compared with PBS-control treated arthritic mice. (C) Circos plot of the top 5 overrepresented GO terms of molecular functions linked to their associated core enriched genes in the main myeloid cell compartment (clusters 1–8 and 13) of β-glucan-trained arthritic mice compared with PBS-control treated arthritic mice. “Term size” displays the number of genes annotated to the respective term. (D) Violin plots showing gene activity scores of *Mitf*, *Myo5a*, *Hpgds*, and *Elmo1* in the complete main myeloid cell compartment (left) and in all separate clusters of the main myeloid cell compartment (clusters 1–8 and 13) (right). *FDR < 0.05, **FDR < 0.01, ***FDR < 0.001, ****FDR < 0.0001. Wilcoxon rank-sum test with Bonferroni correction (D). See also Figures S6 and S7 and Tables S1 and S2.

**Figure 7.**
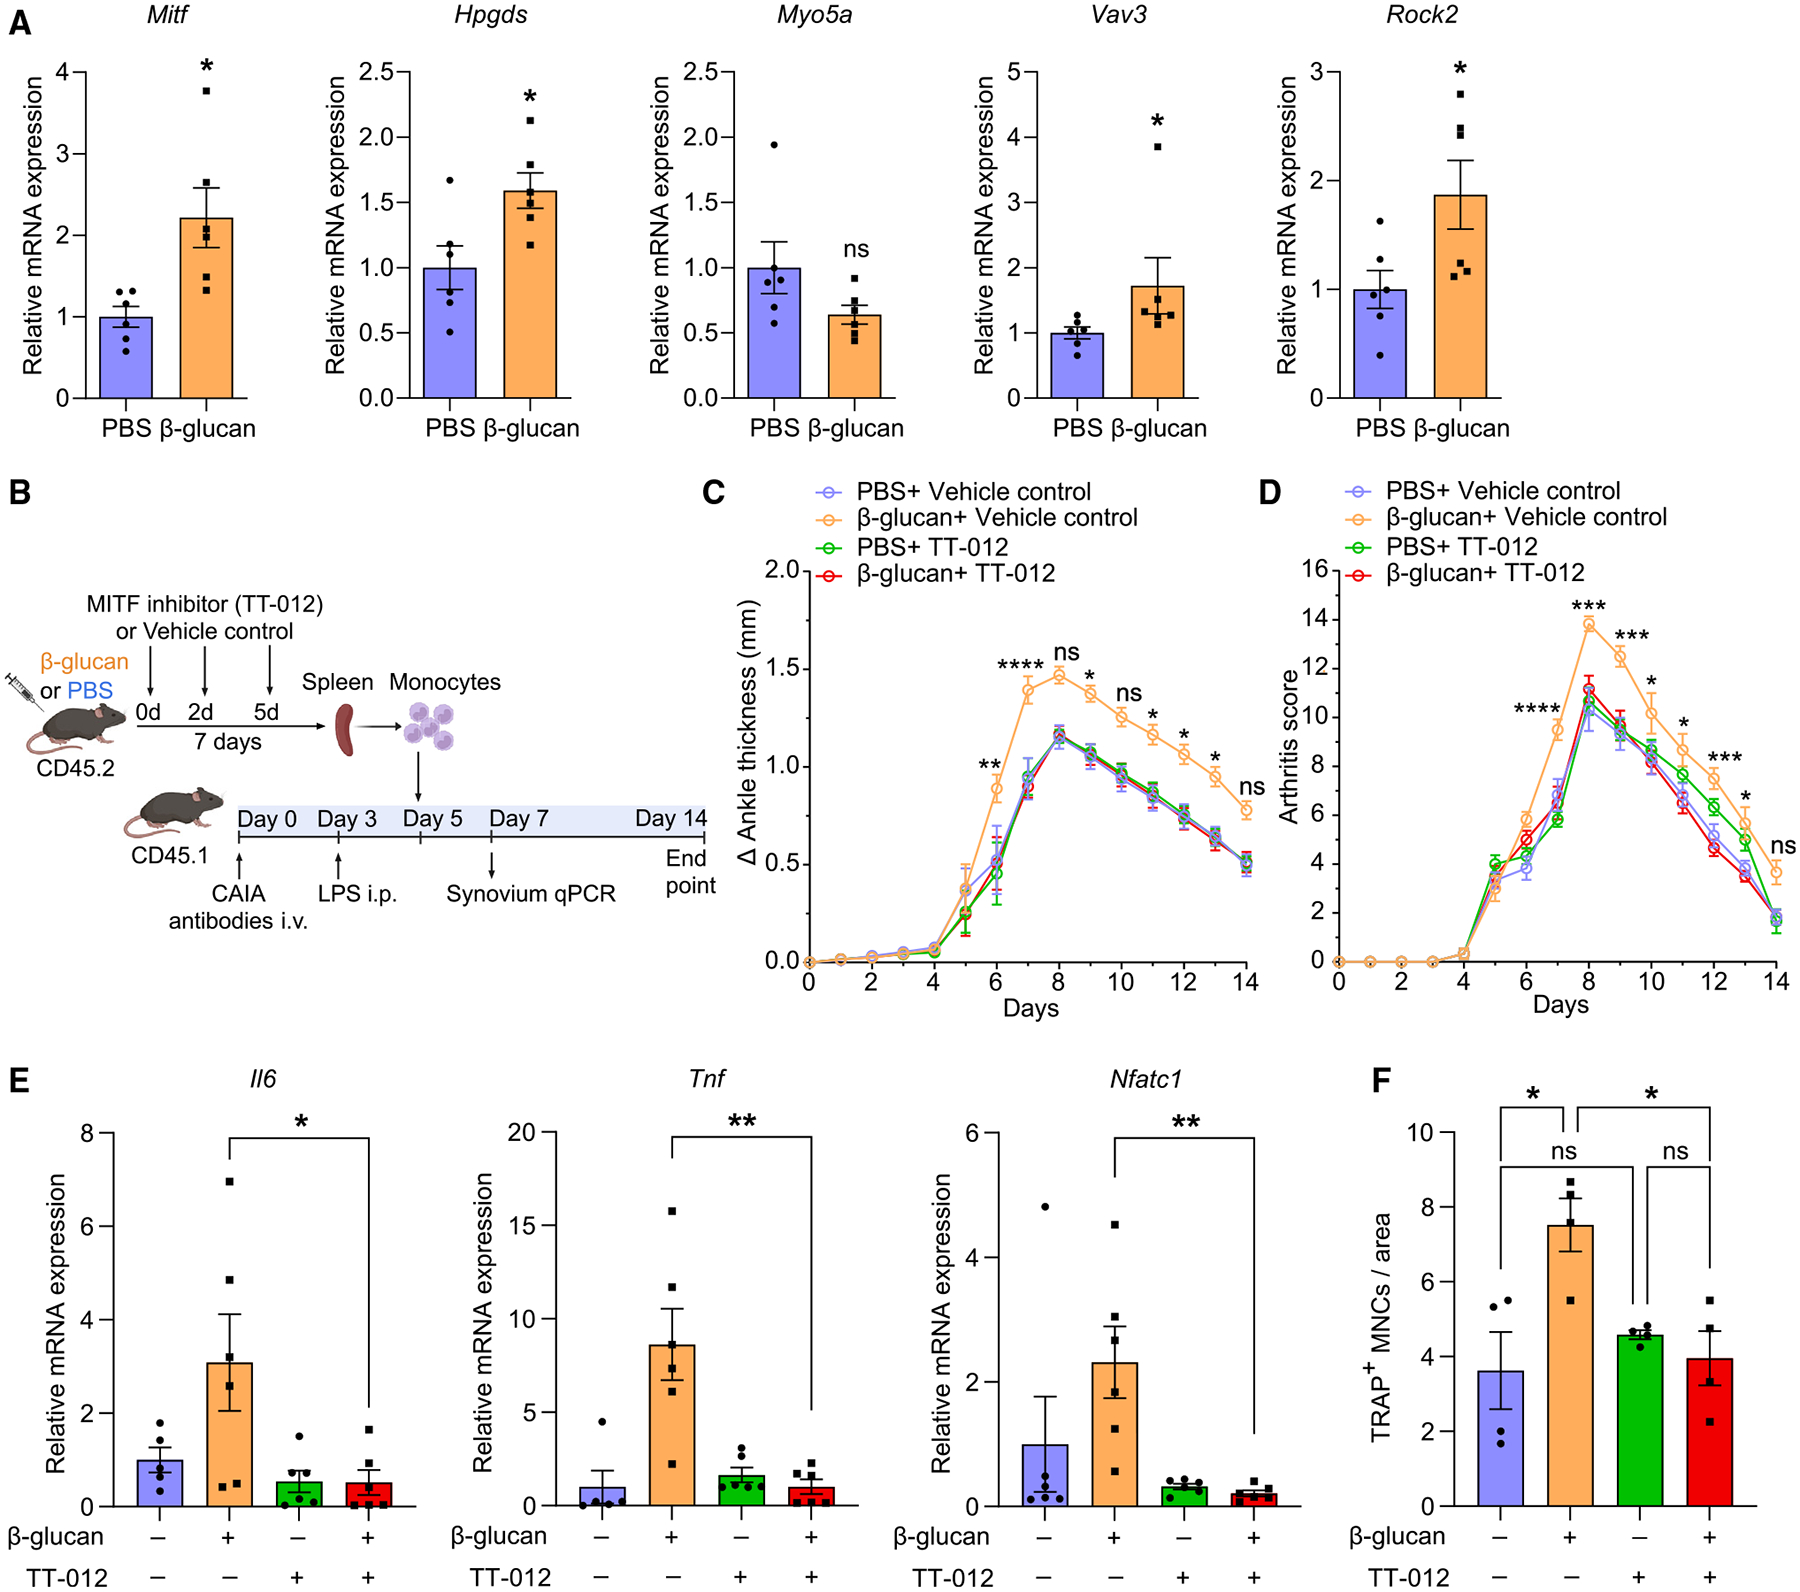
MITF mediates the arthritis-promoting function of trained monocytes (A) Mice were treated with β-glucan or PBS-control and, after 7 days, splenic monocytes were isolated using the EasySep Mouse Monocyte Isolation Kit. Relative mRNA expression of the indicated molecules; results are presented as fold change relative to the PBS group, set as 1 (*n* = 6 mice per group). (B–F) CD45.2^+^ mice were pre-treated with β-glucan or PBS-control and additionally received the MITF inhibitor TT-012 or vehicle control on days 0, 2, and 5. After 7 days, spleen monocytes were isolated using the EasySep Mouse Monocyte Isolation Kit. CD45.1^+^ mice were subjected to CAIA. On day 5 of the CAIA model, monocytes from CD45.2^+^ mice were adoptively transferred by i.v. injection to CD45.1^+^ mice. (B) Experimental scheme. (C and D) The difference in ankle thickness, i.e., Delta (Δ) ankle thickness (C) and the arthritis score (D) are shown (*n* = 6 mice per group). Significant differences are shown between β-glucan + vehicle control vs. β-glucan + TT-012 at the respective days. (E) Relative mRNA expression of the indicated molecules in knee joints, harvested on day 7 of the CAIA model (*n* = 5–6 mice per group). Results are presented as fold change in the transcript levels relative to those of PBS + vehicle control (assigned an average value of 1). (F) TRAP staining of knee joints (harvested on day 7 of the CAIA model) to quantify TRAP^+^ MNCs per area (*n* = 4 mice per group). Data are mean ± SEM; ns, non-significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Unpaired t test (A and E) except for *Myo5a* and *Vav3* in (A) (Mann-Whitney U test); one-way ANOVA with Tukey’s multiple comparison test (F). Two-way ANOVA with repeated-measures and Sidak’s post-test for comparison between β-glucan + vehicle control vs. β-glucan + TT-012 (C and D).

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Armenian Hamster anti-mouse CD27	Thermo Fisher Scientific	Cat# 17-0271-82; RRID: AB_469370
Armenian Hamster anti-mouse CD27	BioLegend	Cat# 124208; RRID: AB_1236466
Rat anti-mouse CD115	Thermo Fisher Scientific	Cat# 12-1152-82; RRID: AB_465808
Rat anti-mouse CD115	BioLegend	Cat# 135524; RRID: AB_2566460
Rat anti-mouse CD117 (c-Kit)	Thermo Fisher Scientific	Cat# 47-1171-82; RRID: AB_1272177
Rat anti-mouse CD117 (c-kit)	BioLegend	Cat# 105808; RRID: AB_313217
Rat anti-mouse CD11b	Thermo Fisher Scientific	Cat# 45-0112-82; RRID: AB_953558
Rat anti-mouse CD11b	Thermo Fisher Scientific	Cat# 25-0112-81; RRID: AB_469587
Rat anti-mouse CD11b	BioLegend	Cat# 101216; RRID: AB_312799
Rat anti-mouse CD11b	BioLegend	Cat# 101212; RRID: AB_312795
Rat anti-mouse/human CD11b	BioLegend	Cat# 101208; RRID: AB_312791
Rat anti-mouse CD45R (B220)	Thermo Fisher Scientific	Cat# 56-0452-82; RRID: AB_891458
Rat anti-mouse CD45	BioLegend	Cat# 103112; RRID: AB_312977
Rat anti-mouse CD45	BioLegend	Cat# 103106; RRID: AB_312971
Rat anti-mouse CD45R (B220)	BioLegend	Cat# 103232; RRID: AB_493717
Rat anti-mouse F4/80	Thermo Fisher Scientific	Cat# 25-4801-82; RRID: AB_469653
Rat anti-mouse Ly-6C	BioLegend	Cat# 128032; RRID: AB_2562178
Rat anti-mouse Ly-6G	BioLegend	Cat# 127606; RRID: AB_1236494
Biological Samples		
K/BxN serum from arthritic mice	generated from K/BxN mice, as previously (Sormendi et al.^98^)	N/A
Chemicals, peptides, and recombinant proteins		
Beta-glucan peptide (BGP)	Invivogen	Cat# tlrl-bgp
Glucan from baker’s yeast(S. *cerevisiae)*	Sigma-Aldrich	Cat# G5011
TT-012 (MITF Inhibitor)	MedChemExpress	Cat# HY-156483
Acetone	Sigma-Aldrich	Cat# 1.00014
Bovine serum albumin (BSA), FA free	Sigma-Aldrich	Cat# A7030
Chloroform	Carl Roth	Cat# 4432.1
Collagenase from *Clostridium histolyticum*	Sigma-Aldrich	Cat# C5138
Collagenase type 4 from *Clostridium histolyticum*	Worthington	Cat# LS004186
Corn oil	MedChemExpress	Cat# HY-Y1888
DMSO	MedChemExpress	Cat# HY-Y0320
DNase I	Roche	Cat# 10104159001
DNase I recombinant	Roche	Cat# 04536282001
Ethanol absolute	VWR Chemicals	Cat# 20821.310
Fetal Bovine Serum (FBS)	Gibco	Cat# 10270-106
Formaldehyde solution	Sigma-Aldrich	Cat# 252549
GlutaMAX supplement	Gibco	Cat# 35050061
MEM α, nucleosides	Thermo Fisher Scientific	Cat# 22571038
PBS (10X), pH 7.4	Gibco	Cat# 70011051
Penicillin-Streptomycin	Gibco	Cat# 15140122
RBC Lysis Buffer (10X)	eBioscience	Cat# 00-4300-54
Recombinant Mouse M-CSF Protein	R&D systems	Cat# 416-ML-010/CF
Recombinant Mouse TRANCE/RANK L/TNFSF11	R&D systems	Cat# 462-TEC-010/CF
RPMI 1640 Medium	Gibco	Cat# 21875091
TRI Reagent	MRC	Cat# TR118
TRIzol^™^ Reagent	Invitrogen	Cat# 15596026
UltraPure^™^ 0.5M EDTA, pH 8.0	Invitrogen	Cat# 15575020
DAPI (4’,6-Diamidin-2-phenylindol, Dihydrochlorid)	Invitrogen	Cat# D1306
Hoechst 33258, Pentahydrate (bis-Benzimide)	Invitrogen	Cat# H1398
Trypan Blue Solution, 0.4%	Gibco	Cat# 15250061
Sucrose	Sigma-Aldrich	Cat# S9378-1KG
Tissue-Tek^™^ O.C.T. Compound	Sakura Finetek	Cat# 4583
O.C.T. Compound Cryostat Embedding Medium	Scigen	Cat# 23-730-625
Formic acid	Sigma-Aldrich	Cat# F0507-500ML
Immunocal Decalcifier	StatLab	Cat# STL14141
Formalin 37%	Morphisto	Cat# 15071.00250
Acetone	Merck	Cat# 179124-500ML
Formalhehyde solution 4%	SAV	Cat# FN-1000-4-1
Critical commercial assays		
Arthrogen-CIA^®^ 5-Clone Cocktail Kit	Chondrex	Cat# 53010
Chromium Next GEM Chip G Single Cell Kit (48 rxns)	10x Genomics	Cat# PN-1000120
Chromium Next GEM Single Cell 3’ Kit v3.1 (16 rxns)	10x Genomics	Cat# PN-1000268
Dual Index Kit TT Set A 96 rxns	10x Genomics	Cat# PN-1000215
EasySep^™^ Mouse Monocyte Isolation Kit	STEMCELL	Cat# 19861
EasySep^™^ PE Positive Selection Kit II	STEMCELL	Cat# 17684
TaqMan^™^ Fast Advanced Master Mix for qPCR	Applied Biosystems	Cat# 4444557
GeneJET RNA Purification Kit	Thermo Fisher Scientific	Cat# K0731
High-Capacity cDNA Reverse Transcription Kit	Applied Biosystems	Cat# 43-688-14
iScript cDNA Synthesis Kit	BioRad	Cat# 1708891
Leukocyte Acid Phosphatase (TRAP) Kit	Sigma	Cat# 387A-1KT
TRAP Staining Kit	Cosmo Bio LTD	Cat# PMC-AK04F
NovaSeq 6000 S4 Reagent Kit v1.5 (200 cycles)	Illumina	Cat# 20028313
NovaSeq 6000 Xp 4-lane Kit v1.5	Illumina	Cat# 20043131
RNeasy Plus Micro Kit	QIAGEN	Cat# 74034
SPRIselect beads (450 ml)	Beckman Coulter	Cat# B23319
SsoFast EvaGreen Supermix	BioRad	Cat# 1725204
MouseTRAP^™^ (TRAcP 5b) ELISA	IDS	Cat# SB-TR103
Deposited data		
Single cell RNA sequencing data	This paper	GEO: GSE254560
Experimental models: Organisms/strains		
Mouse: C57BL/6	The Jackson Laboratory	Stock #000664
Mouse: C57BL/6	Janvier Labs	C57BL/6JRj
Mouse: C57BL/6	Charles River	C57BL/6JCrl
Mouse: C57BL/6-Tg(UBC-GFP)30Scha/J	The Jackson Laboratory	Stock #004353
Mouse: C57BL/6.SJL CD45.1^+^	The Jackson Laboratory	Stock #002014
Software and algorithms		
BioRender	BioRender	https://www.biorender.com/
FlowJo version 10	Tree Star	https://www.flowjo.com/solutions/flowjo
GraphPad Prism 10.1.2	Graphpad Software	https://www.graphpad.com/
Cell Ranger software (v7.0.0)	10X Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build#mm10_2020A
R Version 4.2.2	R Foundation	https://www.r-project.org/
Other		
ImmGen dataset	Immunological Genome Project	https://www.immgen.org/
PanglaoDB	Franzén et al.^99^	https://panglaodb.se/index.html

# Supplementary material for: Innate immune training of osteoclastogenesis promotes inflammatory bone loss in mice
**Source:** Dev Cell. Author manuscript; Available in PMC 2025 Jul 9.
**Supplement:** 1

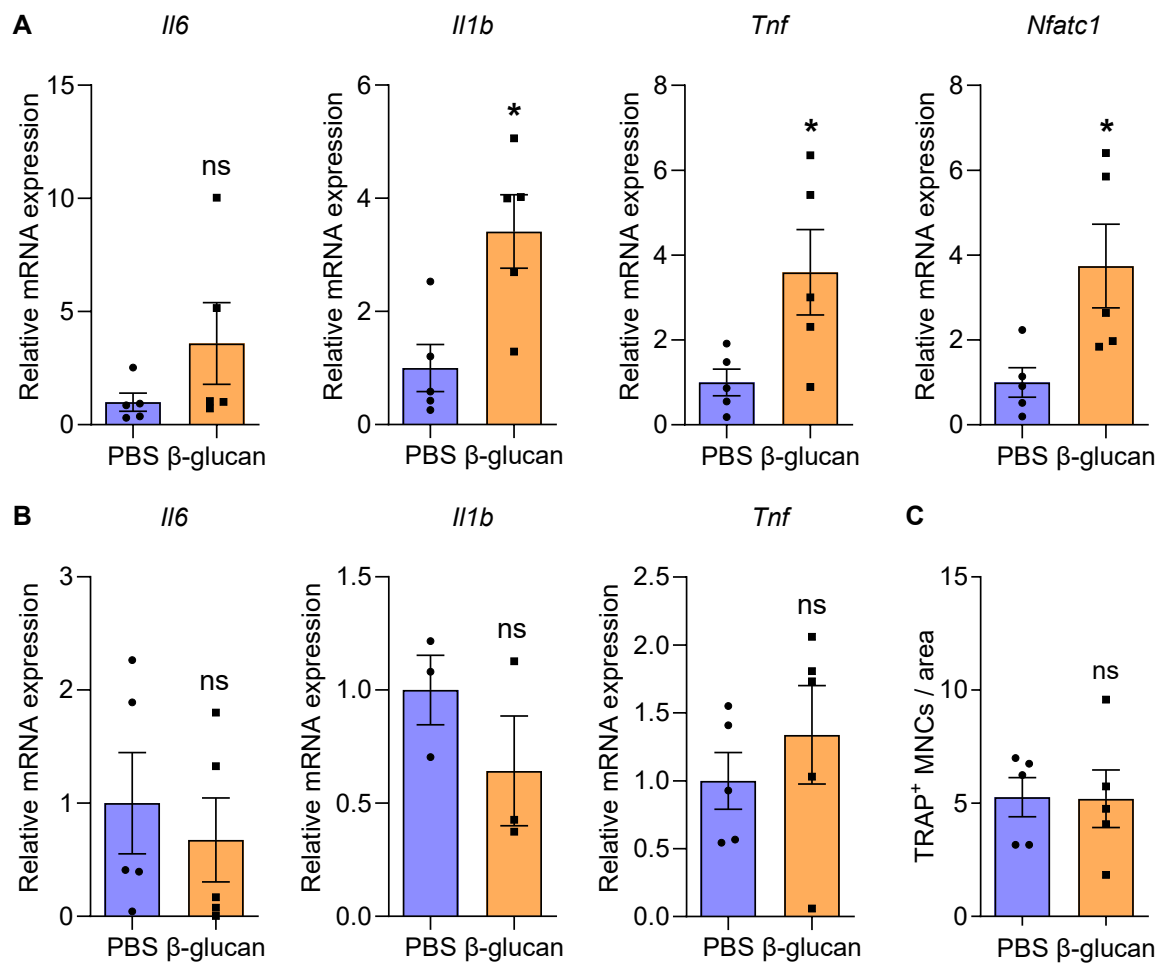

**Figure S1. Gene expression of myeloid and stromal cells from the synovium of mice subjected to CAIA, related to Figure 2.**

(A,B) Mice were pre-treated with  $\beta$ -glucan or PBS-control. After 7 days, both groups of mice were subjected to the CAIA model. On day 7 of the CAIA model, synovial CD11b<sup>+</sup> (A) and CD45<sup>-</sup> stromal cells (B) from the knee joints were isolated and processed for qPCR to measure relative mRNA expression of indicated molecules (n=3-5 mice per group). The results are presented relative to those of the PBS-control group, which was assigned an average value of 1.

(C) Mice were pre-treated with  $\beta$ -glucan or PBS-control and 7 days later, knee joints were collected and processed for TRAP staining; quantification of TRAP<sup>+</sup> MNCs per area (n= 5 mice per group) is shown.

Data are mean  $\pm$  SEM; ns, non-significant; \*p<0.05. Unpaired t-test (A-C). MNCs, multinucleated cells.

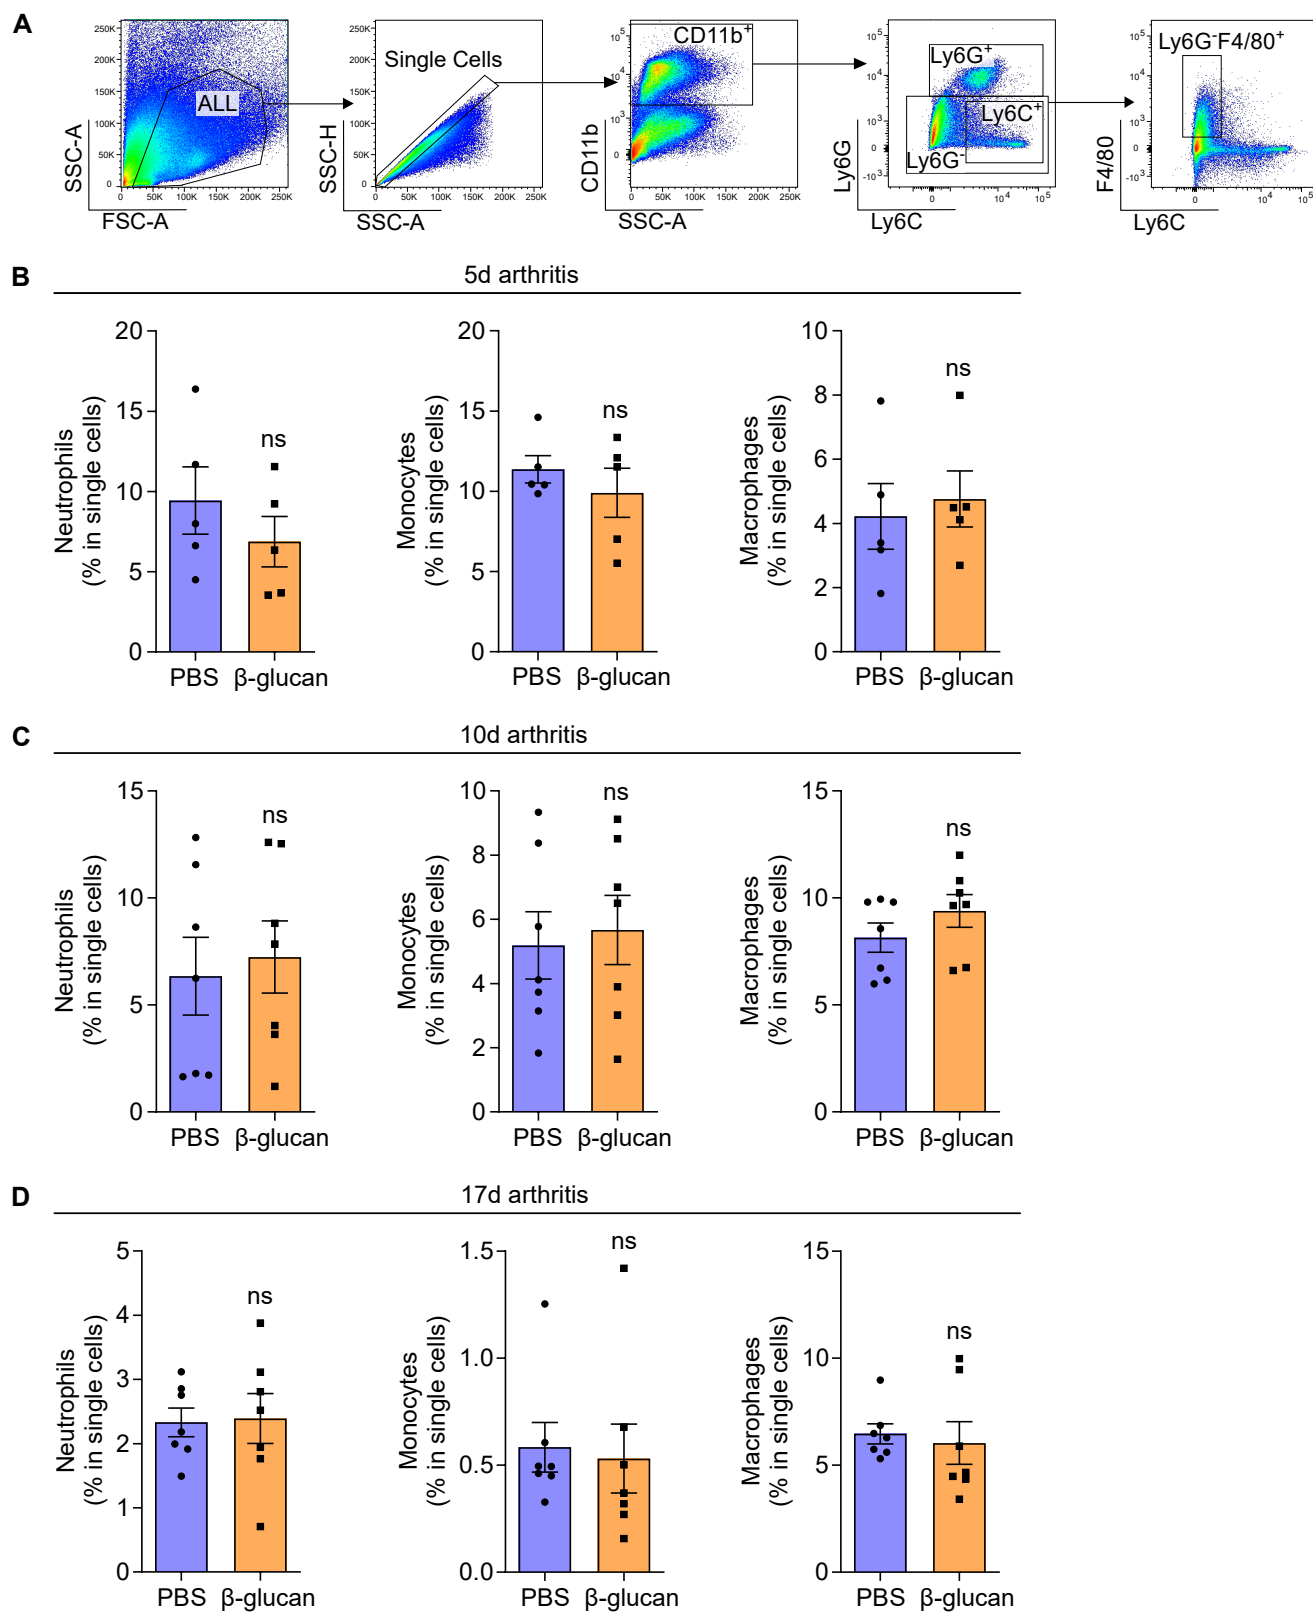

**Figure S2. Effect of  $\beta$ -glucan-induced TRIM on innate immune cell populations in hind paws from mice subjected to K/BxN-STA, related to Figure 3.**

Mice were pre-treated with  $\beta$ -glucan or PBS-control. After 7 days, both groups of mice were subjected to K/BxN-STA. (A) Representative FACS plots from a PBS-control treated arthritic mouse (day 10) for the identification of neutrophils (CD11b<sup>+</sup>Ly6G<sup>+</sup>), monocytes (CD11b<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>+</sup>), and macrophages (CD11b<sup>+</sup>Ly6G<sup>-</sup>F4/80<sup>+</sup>).

(B-D) Flow-cytometric analysis of neutrophils, monocytes and macrophages from hind paws at (B) day 5 (n= 5 mice per group), (C) day 10 (n= 7 mice per group) or (D) day 17 (n= 7 mice per group) after K/BxN-STA induction.

Data are mean  $\pm$  SEM; ns, non-significant. Unpaired t-test (B-D), except for Monocytes in (D) (Mann-Whitney U-test).

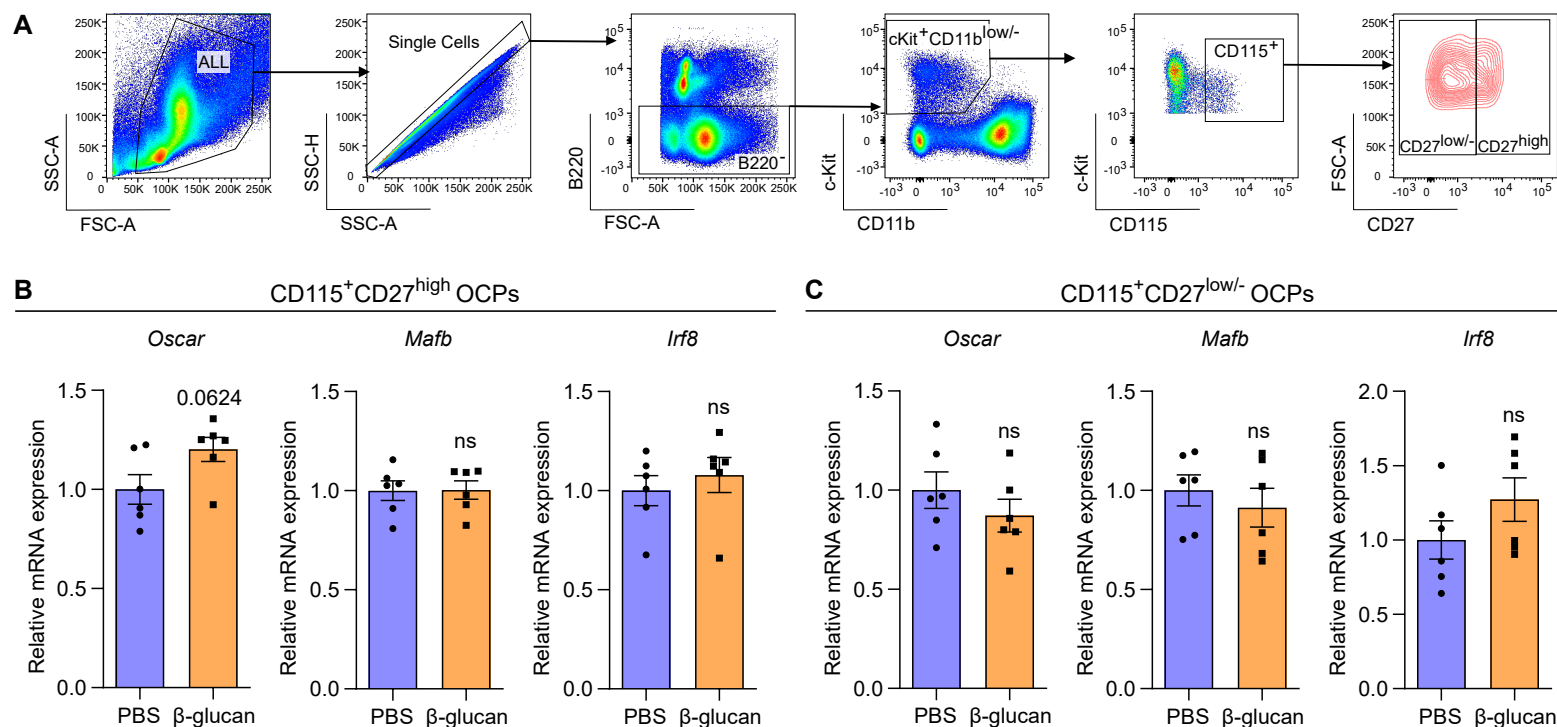

**Figure S3. Effect of  $\beta$ -glucan-induced TRIM on OCPs in the bone marrow (BM), related to Figure 4.**

(A) Representative FACS plots from a PBS-control treated mouse (0d - no arthritis) for the identification of  $CD115^+CD27^{high}$  OCPs ( $B220^-CD11b^{low/-}c\text{-Kit}^+CD115^+CD27^{high}$ ) and  $CD115^+CD27^{low/-}$  OCPs ( $B220^-CD11b^{low/-}c\text{-Kit}^+CD115^+CD27^{low/-}$ ) in the BM.

(B,C) Relative mRNA expression of the indicated molecules from sorted BM  $CD115^+CD27^{high}$  OCPs

(B) and  $CD115^+CD27^{low/-}$  OCPs (C) 7 days after  $\beta$ -glucan or PBS treatment ( $n=6$  mice per group). Results are presented relative to those of the PBS-control group, set as 1.

Data are mean  $\pm$  SEM; ns, non-significant. Unpaired t-test (B,C), except for *Irf8* in (B) (Mann-Whitney U-test).

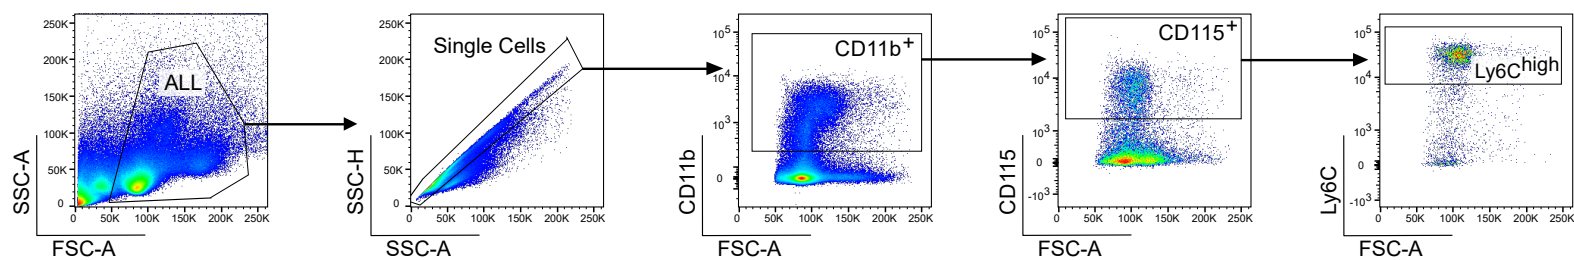

**Figure S4. Flow cytometry analysis of classical monocytes, related to Figure 5.**

Representative FACS plots from a PBS-control treated mouse (no arthritis) for the identification of classical monocytes (CD11b<sup>+</sup>CD115<sup>+</sup>Ly6C<sup>high</sup>) from mouse spleen.

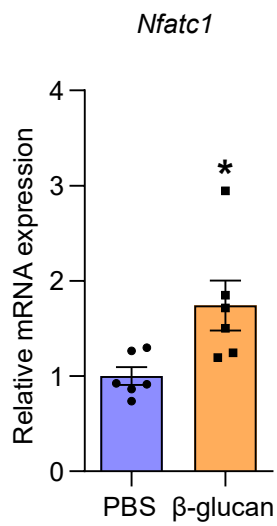

**Figure S5. Trained Inflammatory osteoclastogenesis, related to Figure 5.**

Mice were treated with  $\beta$ -glucan or PBS as control and after 7 days, splenic monocytes were isolated using the EasySep™ Mouse Monocyte Isolation Kit. Relative mRNA expression of *Nfatc1* was studied; results are presented as fold change relative to the PBS group, which was assigned an average value of 1. Data are mean  $\pm$  SEM (n= 6 mice per group). \*p < 0.05. Unpaired t-test.

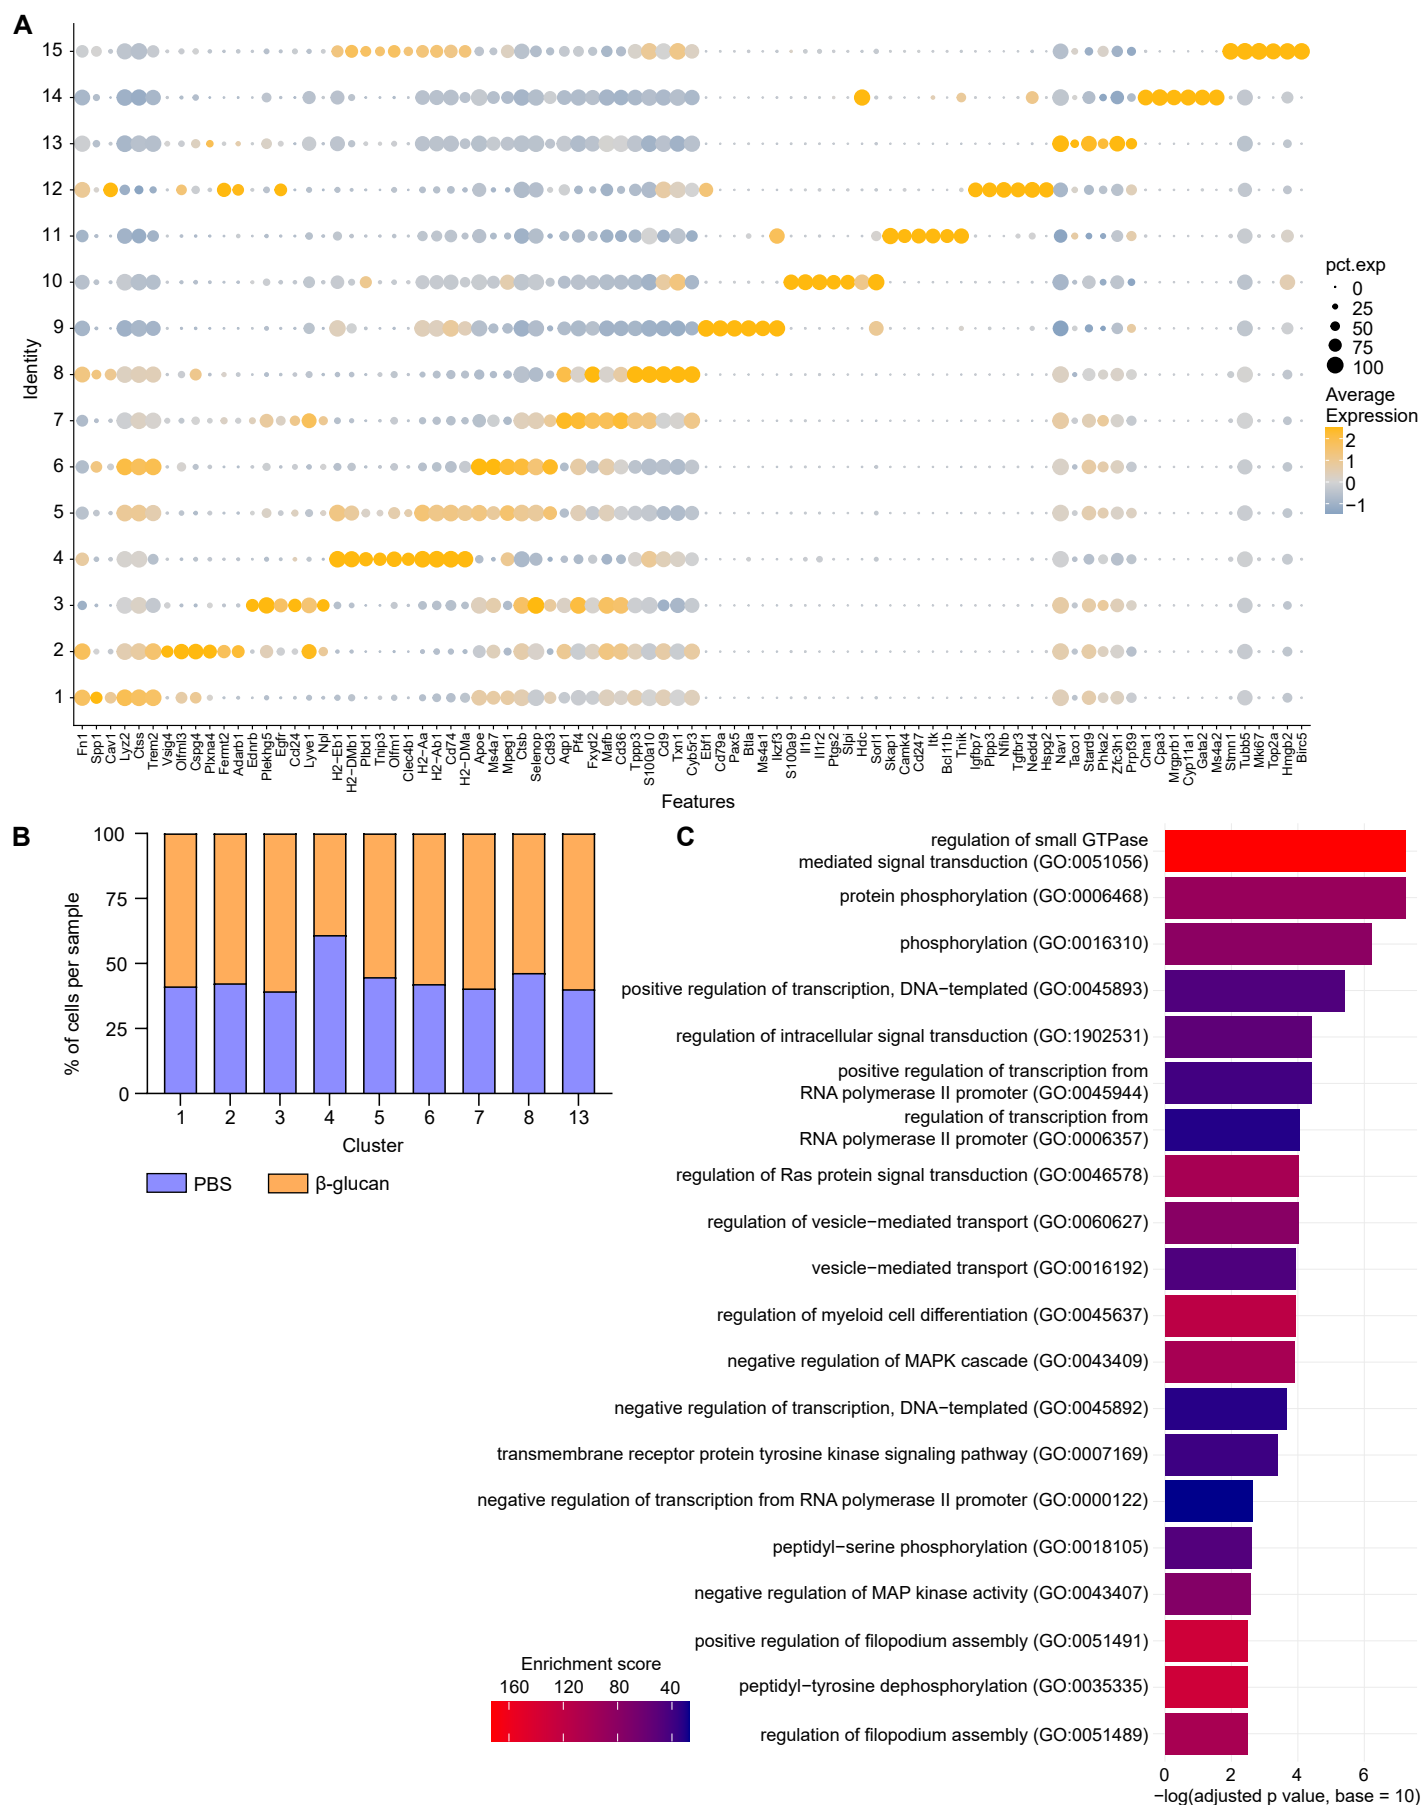

**Figure S6. scRNA-seq from synovial myeloid cells, related to Figure 6.**

(A-C) Mice were pre-treated with  $\beta$ -glucan or PBS and 7 days later subjected to K/BxN-STA for additional 17 days and myeloid cells (CD45<sup>+</sup>CD11b<sup>+</sup>) were sorted from the hind paws and scRNA-seq analysis was performed (n= 4 mice per group).

(A) Dot plot showing the top 6 marker genes for each cluster. 'pct.exp' displays the percentage of cells in the cluster expressing the gene. (B) Bar plot visualization of the distribution of cells within each of the clusters from the main myeloid cell compartment (clusters 1-8 and 13; see Figure 6A), normalized for the number of cells per sample in the dataset.

(C) Top 20 overrepresented GO terms of 'Biological Processes' from upregulated differentially expressed genes in the main myeloid cell compartment (clusters 1-8 and 13).

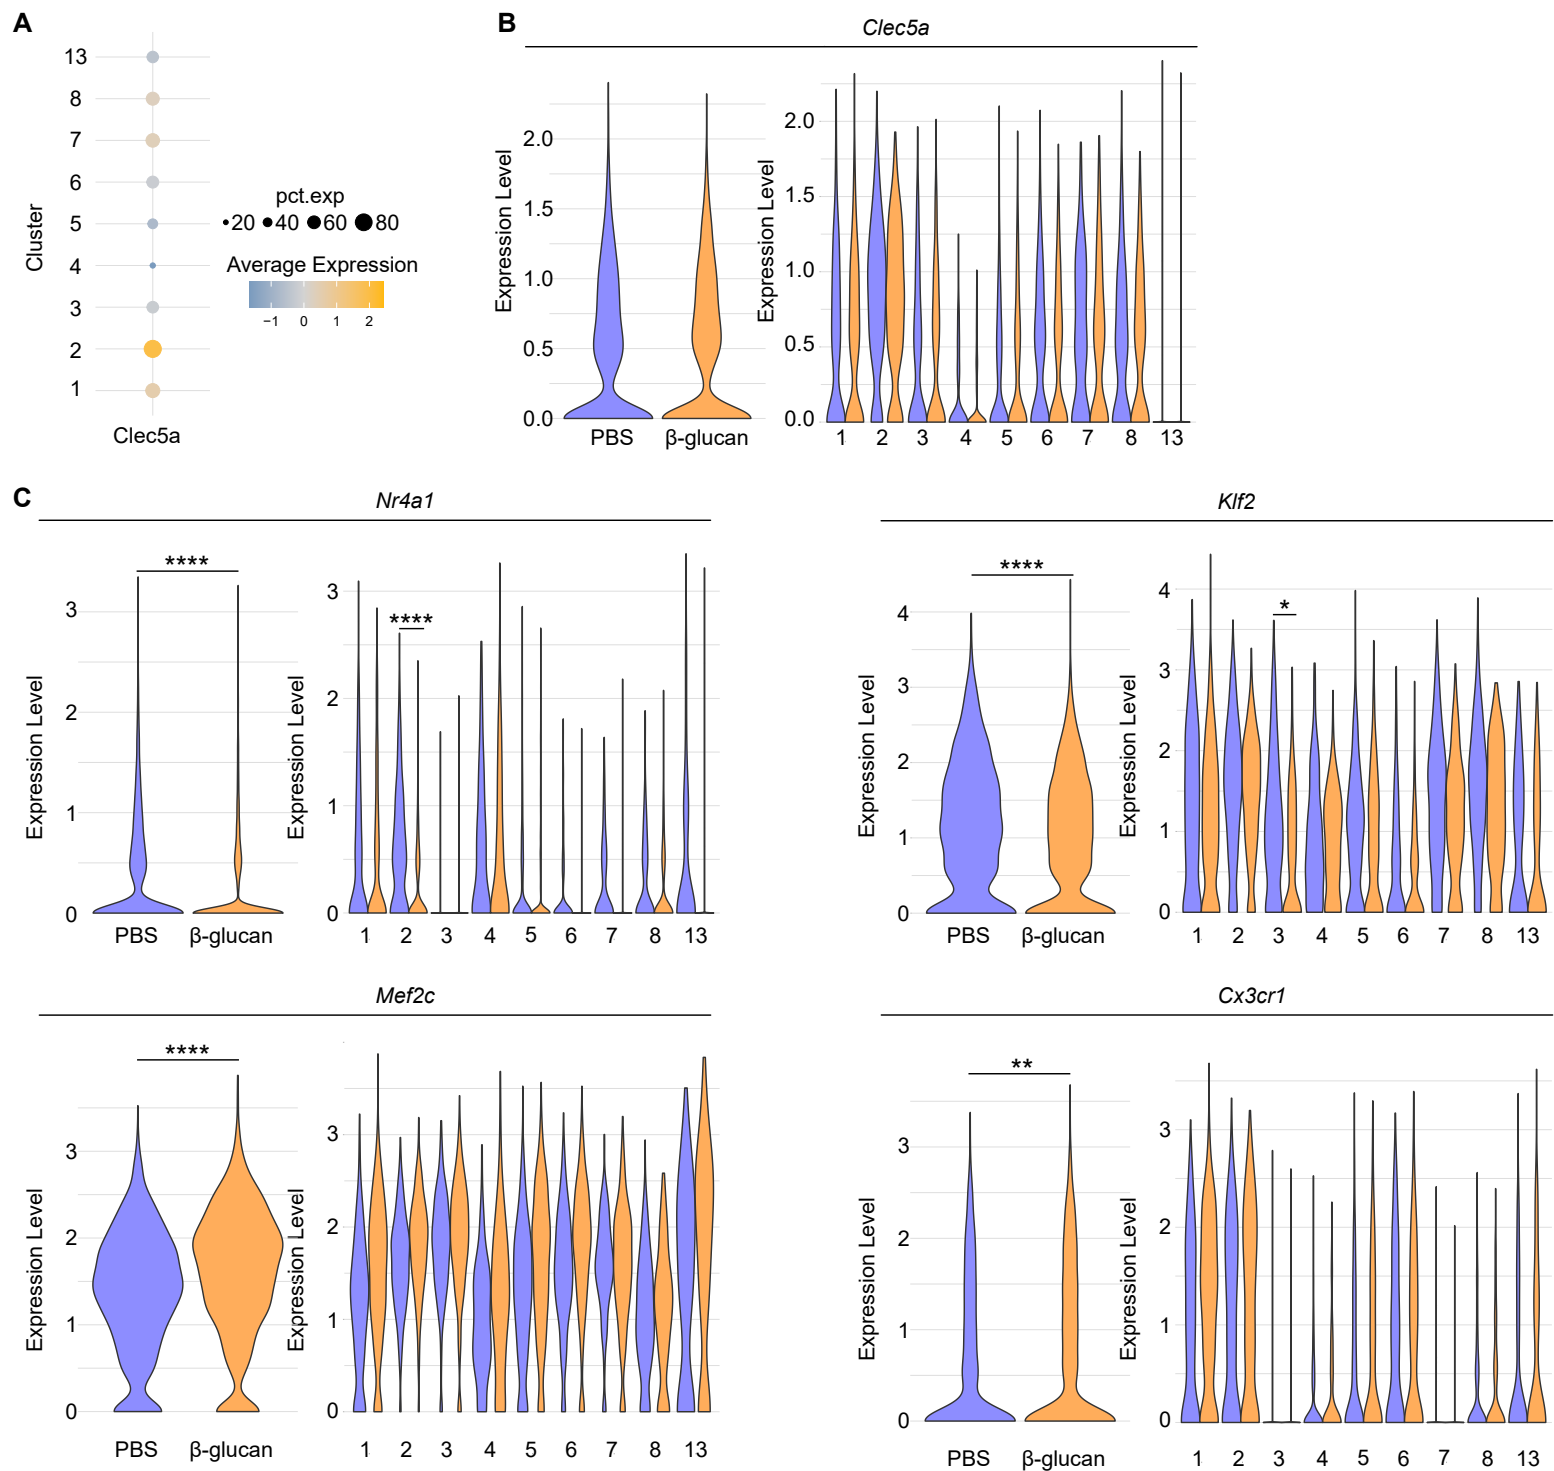

**Figure S7. scRNA-seq from synovial myeloid cells and expression analysis of osteoclastogenesis-related genes, related to Figure 6.**

Mice were pre-treated with  $\beta$ -glucan or PBS and 7 days later subjected to K/BxN-STA for additional 17 days and myeloid cells (CD45<sup>+</sup>CD11b<sup>+</sup>) were sorted from the hind paws and scRNA-seq analysis was performed (n= 4 mice per group).

(A) Dot plot showing gene expression of *Clec5a* for each cluster of the main myeloid cell compartment (comprising clusters 1-8 and 13). 'pct.exp' displays the percentage of cells in the cluster expressing the gene.

(B) Violin plots showing gene activity scores of *Clec5a* in the complete main myeloid cell compartment (clusters 1-8 and 13) (left panel) and in all separate clusters of the main myeloid cell compartment (right panel).

(C) Violin plots showing gene activity scores of *Nr4a1*, *Klf2*, *Mef2c* and *Cx3cr1* in the complete main myeloid cell compartment (clusters 1-8 and 13) (left panels) and in all separate clusters of the main myeloid cell compartment (right panels).

\*FDR < 0.05; \*\*FDR < 0.01; \*\*\*\*FDR < 0.0001. Wilcoxon rank-sum test with Bonferroni correction (B,C).

## Supplemental tables

Table S1 (related to Figure 6): Enriched Gene Ontology (GO) 'Molecular Functions' terms for upregulated differentially expressed genes.

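Each term of Table S1 is a Gene Ontology annotation, set against the genes that a Wilcoxon rank-sum test over single cells called higher with β-glucan. The test counts each cell as a replicate, whereas the cells of a group came from 4 mice in 1 library. Of the genes printed for protein kinase activity, 5 are named in the text of the results.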

| Term                                                                                     | In.List | In.Annotation | p_val       | p_val_adj   | Combined.Score | Genes                                                                                                                                                                                                                                          |
|------------------------------------------------------------------------------------------|---------|---------------|-------------|-------------|----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| GTPase activator activity (GO:0005096)                                                   | 33      | 249           | 3,85394E-15 | 1,8576E-12  | 211,2367524    | NRP1;DOCK4;RABGAP1;RAP1GDS1;AGAP1;ARHGAP18;ARHGAP17;ASAP1;RASAL2;ARHGAP15;ARHGAP12;RASGRP3;ARHGAP22;RGS2;ADAP2;OPHN1;STXBP5;SRGAP2;TBC1D22A;EVIS;VAV3;RABGAP1L;STARD8;MYO9B;MYO9A;ARHGAP24;ARHGAP45;ACAP2;RAS3;TBC1D5;GNAQ;RASA1;CDC42EP3      |
| GTPase regulator activity (GO:0030695)                                                   | 34      | 275           | 1,19118E-14 | 2,87074E-12 | 188,5924239    | NRP1;DOCK4;RABGAP1;RAP1GDS1;AGAP1;ARHGAP18;ARHGAP17;ASAP1;RASAL2;ARHGAP15;ARHGAP12;RASGRP3;ARHGAP22;RGS2;ADAP2;OPHN1;STXBP5;SRGAP2;TBC1D22A;EVIS;VAV3;RABGAP1L;STARD8;MYO9B;MYO9A;ARHGAP24;ARHGAP45;ACAP2;RAS3;TBC1D5;GNAQ;RASA1;CDC42EP3;RIN2 |
| protein serine/threonine kinase activity (GO:0004674)                                    | 28      | 368           | 1,69736E-07 | 2,72709E-05 | 52,57003798    | SMG1;CAMK2D;ROCK2;STK3;RPS6KA3;NUAK1;AKT3;STK38;MAP3K20;MAP4K3;MAP2K5;MAP4K4;MAP3K5;MAP3K3;CDK19;PRKCH;PRKCB;NEK6;NEK7;VRK2;MAPK14;ERN1;CDK6;TAOK1;BMP2K;ULK2;SGK3;CSNK1G1                                                                     |
| Rho guanyl-nucleotide exchange factor activity (GO:0005089)                              | 10      | 59            | 1,69866E-06 | 0,000204688 | 108,538148     | EP58;VAV3;FGD3;AKAP13;FGD4;ARHGEF12;PLEKHG5;ITSN1;ARHGEF3;ARHGEF10L                                                                                                                                                                            |
| protein kinase activity (GO:0004672)                                                     | 31      | 513           | 5,25736E-06 | 0,00050681  | 31,98190357    | CSF1R;SMG1;CAMK2D;ROCK2;STK3;RPS6KA3;NUAK1;CUX1;AKT3;STK38;MAP3K20;MAP2K5;MAP4K3;MAP3K5;MAP4K4;MAP3K3;PRKCH;PRKCB;NEK6;NEK7;VRK2;MERTK;MAPK14;ERN1;FER;PEAK1;TAOK1;BMP2K;ULK2;SGK3;CSNK1G1                                                     |
| phosphatidylinositol binding (GO:0035091)                                                | 12      | 100           | 6,88503E-06 | 0,000553097 | 65,02114422    | DENND1B;MYO1E;HIP1;PLEKHA2;DENND1A;FCHO2;TULP4;SNX13;WDFY3;SNX10;SNX30;MTM1                                                                                                                                                                    |
| Rab guanyl-nucleotide exchange factor activity (GO:0017112)                              | 8       | 51            | 3,3731E-05  | 0,002322617 | 76,39792551    | DENND1B;DENND1A;DENND4C;DENND5A;DENND6A;GAPVD1;SBF2;RIN2                                                                                                                                                                                       |
| protein kinase binding (GO:0019901)                                                      | 28      | 495           | 4,87793E-05 | 0,00293895  | 24,21388962    | PRKN;CSF1R;CLTC;PLEK;PRKAG2;PTPRJ;NR3C1;HDAC9;SPRED1;RB1CC1;STK38;KIF13B;SASH1;NSF;PTPN1;DUSP3;PPP1R12A;PRKCB;NEK6;AP1B1;VRK2;MERTK;KAT2B;GPRC5B;NBR1;ATF7;RHOQ;LIMS1                                                                          |
| Ras GTPase binding (GO:0017016)                                                          | 15      | 184           | 5,76296E-05 | 0,003086386 | 34,82723981    | NSF;DENND1B;RABGAP1L;RABGAP1;DENND1A;MYO5A;RANBP9;MYO9B;AKAP13;TBC1D5;EXOC4;STXBP5;TBC1D22A;EVIS;RAPGEF6                                                                                                                                       |
| transcription regulatory region DNA binding (GO:0044212)                                 | 23      | 374           | 6,60933E-05 | 0,003185696 | 25,53712587    | RB1;MEF2A;PRKN;HDAC4;MEF2C;TCF12;JMJD1C;ARID5B;MITF;IKZF1;NR3C1;TRERF1;ST18;ELK3;RUNX1;KANSL1;KLHL6;TBL1XR1;EP300;TCF4;TBL1X;RREB1;NFE2L2                                                                                                      |
| GTPase binding (GO:0051020)                                                              | 9       | 76            | 0,000107665 | 0,004717669 | 48,98321968    | FGD3;FGD4;ACAP2;ADAP2;RASA1;AGAP1;ASAP1;AMBRA1;FNBP1L                                                                                                                                                                                          |
| protein tyrosine phosphatase activity (GO:0004725)                                       | 8       | 62            | 0,000141135 | 0,005517152 | 52,34965253    | PTPN1;DUSP3;UBASH3B;PTPRA;EYAA;PTPRJ;DUSP6;DUSP7                                                                                                                                                                                               |
| phosphoprotein phosphatase activity (GO:0004721)                                         | 12      | 136           | 0,000148803 | 0,005517152 | 34,14964823    | PPP3CA;PTPN1;DUSP3;UBASH3B;PTPRA;EYAA;PPM1H;PTPRJ;SSH2;DUSP6;MTM1;DUSP7                                                                                                                                                                        |
| activating transcription factor binding (GO:0033613)                                     | 8       | 68            | 0,000271044 | 0,009331645 | 43,63334948    | RB1;MEF2A;HDAC4;MEF2C;CREBBP;NEK6;EP300;NFE2L2                                                                                                                                                                                                 |
| Rho GTPase binding (GO:0017048)                                                          | 8       | 72            | 0,000402588 | 0,012936479 | 38,92779335    | EP58;CYFIP1;AKAP13;DOCK4;CDC42EP3;ARHGAP17;MYO9B;SRGAP2                                                                                                                                                                                        |
| AP-2 adaptor complex binding (GO:0035612)                                                | 3       | 7             | 0,000492587 | 0,014839181 | 225,926277     | HIP1;TBC1D5;BMP2K                                                                                                                                                                                                                              |
| low-density lipoprotein particle binding (GO:0030169)                                    | 4       | 17            | 0,000687933 | 0,018421308 | 88,76169225    | COLEC12;MSR1;STAB1;CD36                                                                                                                                                                                                                        |
| ATP binding (GO:0005524)                                                                 | 16      | 255           | 0,0006678   | 0,018421308 | 19,6452549     | NEK6;PRKAG2;MYO9B;IDE;STK3;ERN1;P2RX7;CDK6;TAOK1;AKT3;STK38;MAP3K20;MAP4K3;MYO1F;MAP4K4;MAP3K5                                                                                                                                                 |
| microfilament motor activity (GO:0000146)                                                | 4       | 18            | 0,000867261 | 0,021162901 | 79,79548291    | MYO1E;MYO10;MYO5A;MYO9B                                                                                                                                                                                                                        |
| small GTPase binding (GO:0031267)                                                        | 7       | 63            | 0,000922035 | 0,021162901 | 34,74454422    | FGD3;FGD4;ACAP2;ADAP2;AGAP1;ASAP1;RAPGEF6                                                                                                                                                                                                      |
| phosphatidylinositol phosphate binding (GO:1901981)                                      | 8       | 81            | 0,000891314 | 0,021162901 | 30,64457684    | DENND1B;OSBPL8;HIP1;ADAP2;MYO10;DENND1A;SNX13;OGT                                                                                                                                                                                              |
| RNA polymerase II activating transcription factor binding (GO:0001102)                   | 6       | 47            | 0,00102329  | 0,02419353  | 40,0191776     | RB1;MEF2A;CREBBP;MEF2C;EP300;NFE2L2                                                                                                                                                                                                            |
| MAP kinase phosphatase activity (GO:0033549)                                             | 3       | 9             | 0,001139137 | 0,023872351 | 134,0237202    | DUSP3;DUSP6;DUSP7                                                                                                                                                                                                                              |
| histone deacetylase binding (GO:0042826)                                                 | 8       | 85            | 0,001223784 | 0,024577668 | 27,73551609    | MEF2A;PRKN;HDAC4;KAT2B;NIPBL;MEF2C;MIER1;HDAC9                                                                                                                                                                                                 |
| histone acetyltransferase activity (H4-K8 specific) (GO:0043996)                         | 3       | 10            | 0,001597474 | 0,024865684 | 109,1402338    | KANSL1;PHF20;OGT                                                                                                                                                                                                                               |
| histone acetyltransferase activity (H4-K5 specific) (GO:0043995)                         | 3       | 10            | 0,001597474 | 0,024865684 | 109,1402338    | KANSL1;PHF20;OGT                                                                                                                                                                                                                               |
| histone acetyltransferase activity (H4-K16 specific) (GO:0046972)                        | 3       | 10            | 0,001597474 | 0,024865684 | 109,1402338    | KANSL1;PHF20;OGT                                                                                                                                                                                                                               |
| mitogen-activated protein kinase binding (GO:0051019)                                    | 4       | 20            | 0,001320271 | 0,024865684 | 65,65235926    | NBR1;PTPRJ;ATF7;MAPK14                                                                                                                                                                                                                         |
| scavenger receptor activity (GO:0005044)                                                 | 4       | 21            | 0,001599245 | 0,024865684 | 60,00079433    | COLEC12;MSR1;STAB1;CD36                                                                                                                                                                                                                        |
| SH3/SH2 adaptor activity (GO:0005070)                                                    | 6       | 51            | 0,00157913  | 0,024865684 | 34,15719684    | BCAR3;EP58;VAV3;SH3BGR1;BLNK;SKAP2                                                                                                                                                                                                             |
| Rab GTPase binding (GO:0017137)                                                          | 10      | 130           | 0,001508502 | 0,024865684 | 21,59307876    | NSF;DENND1B;RABGAP1L;RABGAP1;TBC1D5;DENND1A;MYO5A;STXBP5;TBC1D22A;EVIS                                                                                                                                                                         |
| adenyl ribonucleotide binding (GO:0032559)                                               | 16      | 279           | 0,001712617 | 0,025796291 | 15,53359043    | NEK6;PRKAG2;MYO9B;IDE;STK3;ERN1;P2RX7;CDK6;TAOK1;AKT3;STK38;MAP3K20;MAP4K3;MYO1F;MAP4K4;MAP3K5                                                                                                                                                 |
| kinase binding (GO:0019900)                                                              | 21      | 418           | 0,00187165  | 0,027337434 | 13,36447712    | RB1;PRKN;NSF;PTPN1;DUSP3;PPP1R12A;NEK6;CLTC;AP1B1;PRKAG2;PTPRJ;VRK2;NR3C1;KAT2B;GPRC5B;SPRED1;RB1CC1;KIF13B;RHOQ;SASH1;LIMS1                                                                                                                   |
| lipoprotein particle binding (GO:0071813)                                                | 4       | 23            | 0,002275228 | 0,032254696 | 50,74000063    | COLEC12;MSR1;STAB1;CD36                                                                                                                                                                                                                        |
| phosphatidylinositol-3,4-bisphosphate binding (GO:0043325)                               | 4       | 24            | 0,00267738  | 0,032591039 | 46,91142579    | HIP1;ADAP2;PLEKHA2;PLEK                                                                                                                                                                                                                        |
| acetyltransferase activity (GO:0016407)                                                  | 4       | 24            | 0,00267738  | 0,032591039 | 46,91142579    | KAT2B;CREBBP;KAT6A;EP300                                                                                                                                                                                                                       |
| peptide-lysine-N-acetyltransferase activity (GO:0061733)                                 | 5       | 39            | 0,002639926 | 0,032591039 | 34,62126393    | KAT2B;CREBBP;KAT6A;EP300;EPC1                                                                                                                                                                                                                  |
| transferase activity, transferring acyl groups other than amino-acyl groups (GO:0016747) | 6       | 56            | 0,002566035 | 0,032591039 | 28,42059584    | KAT2B;CREBBP;CERS6;ZDHHC20;KAT6A;EP300                                                                                                                                                                                                         |
| transcription coactivator activity (GO:0003713)                                          | 16      | 291           | 0,002614397 | 0,032591039 | 13,86054737    | RB1;MEF2A;NCOA2;WVVOX;CREBBP;PRKCB;ARID5B;ARID1A;TRERF1;ARID1B;PIAS1;KAT2B;KAT6A;EP300;NCOA7;LPIN1                                                                                                                                             |
| transcription regulatory region sequence-specific DNA binding (GO:0000976)               | 16      | 292           | 0,002704651 | 0,032591039 | 13,73079503    | MEF2A;PRKN;MEF2C;CREBBP;ZFXH3;ZMYND8;JMJD1C;ARID5B;PHF21A;RUNX1;CUX1;KLHL6;IRF2;CREBRF;RREB1;NFE2L2                                                                                                                                            |
| core promoter binding (GO:0001047)                                                       | 8       | 97            | 0,002841936 | 0,033410081 | 20,96801988    | RB1;HDAC4;ZFXH3;KANSL1;EP300;NR3C1;ST18;RUNX1                                                                                                                                                                                                  |
| RNA polymerase II transcription factor binding (GO:0001085)                              | 9       | 121           | 0,003211657 | 0,03685759  | 18,36975104    | RB1;MEF2A;RERE;HDAC4;MEF2C;CREBBP;EP300;RBP1;NFE2L2                                                                                                                                                                                            |
| histone acetyltransferase activity (GO:0004402)                                          | 5       | 41            | 0,003299759 | 0,036987993 | 31,46592004    | KAT2B;CREBBP;KAT6A;EP300;EPC1                                                                                                                                                                                                                  |
| platelet-derived growth factor receptor binding (GO:0005161)                             | 3       | 13            | 0,003602027 | 0,039317118 | 66,74135052    | ERN1;PDGFC;PTPRJ                                                                                                                                                                                                                               |
| androgen receptor binding (GO:0050681)                                                   | 5       | 42            | 0,003670685 | 0,039317118 | 30,0431569     | RB1;PRKCB;EP300;PIAS1;FOXP1                                                                                                                                                                                                                    |
| Rac GTPase binding (GO:0048365)                                                          | 5       | 43            | 0,004070571 | 0,042652504 | 28,71163017    | EP58;CYFIP1;DOCK4;ARHGAP17;SRGAP2                                                                                                                                                                                                              |

|                                                                     |    |     |             |             |             |                                                                                                                 |
|---------------------------------------------------------------------|----|-----|-------------|-------------|-------------|-----------------------------------------------------------------------------------------------------------------|
| kinase activity (GO:0016301)                                        | 15 | 280 | 0,004458888 | 0,045727316 | 12,25488592 | MAP3K3;SMG1;DGKD;DGKZ;STK3;RPS6KA3;PIK3CA;PEAK1;TAOK1;AKT3;SGK3;MAP4K3;MAP2K5;MAP4K4;MAP3K5                     |
| phosphotransferase activity, alcohol group as acceptor (GO:0016773) | 14 | 254 | 0,004611047 | 0,046302599 | 12,54128432 | MAP3K3;SMG1;DGKD;DGKZ;STK3;RPS6KA3;PIK3CA;PEAK1;TAOK1;AKT3;SGK3;MAP4K3;MAP2K5;MAP3K5                            |
| purine ribonucleoside triphosphate binding (GO:0035639)             | 19 | 396 | 0,004947101 | 0,04866332  | 10,72876305 | NEK6;PRKAG2;MYO9B;IDE;STK3;P2RX7;ERN1;CDK6;RAP2B;RAB14;TAOK1;AKT3;STK38;MAP3K20;MYO1F;RHOQ;MAP4K3;MAP3K5;MAP4K4 |

**Table S1 (related to Figure 6): Enriched Gene Ontology (GO) 'Molecular Functions' terms for upregulated differentially expressed genes.**

Results from Gene Ontology (GO) enrichment analysis of 'Molecular Functions' based on scRNA-seq data from synovial myeloid cells (CD45<sup>+</sup>CD11b<sup>+</sup>) from mice pre-treated with  $\beta$ -glucan or PBS and 7 days later subjected to K/BxN-STA for 17 days. Enrichment analysis was performed with upregulated differentially expressed genes (ranked according to Log<sub>2</sub> fold change) in the main myeloid cell compartment comprising the clusters 1-8 and 13 (see Figure 6A). Significantly enriched GO terms were defined by FDR < 0.05. 'Term' is the functional annotation in the database; 'In.List' is the number of genes in the list of interest with this functional annotation; 'In.Annotation' is the total number of genes with this functional annotation; 'p\_val' is the uncorrected p-value; 'p\_val\_adj' is the p-value adjusted for multiple testing; 'Combined.Score' is the enrichment score as reported by enrichr; 'Genes' are the genes in the differentially expressed gene list that are contained in the functional annotation.

Table S2 (related to Figure SF6): Enriched Gene Ontology (GO) 'Biological Process' terms for upregulated differentially expressed genes.

| Term                                                                                 | In.List | In.Annotation | p_val       | p_val_adj   | Combined.Score | Genes                                                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------------------------------------------------------------------------|---------|---------------|-------------|-------------|----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| regulation of small GTPase mediated signal transduction (GO:0051056)                 | 21      | 140           | 3,88998E-11 | 5,9473E-08  | 172,6287522    | VAV3;ARHGEF12;STARD8;PLEKHG5;ITSN1;ARHGAP18;ARHGAP17;MYO9B;ARHGAP15;MYO9A;ARHGAP24;ARHGAP45;ARHGAP12;ARHGAP22;FGD3;AKAP13;FGD4;OPHN1;ARHGEF3;SRGAP2;RHOQ                                                                                                                                                                                                                                                                  |
| protein phosphorylation (GO:0006468)                                                 | 39      | 470           | 4,74645E-11 | 5,9473E-08  | 89,77146594    | CSF1R;SMG1;RNASEL;CAMK2D;ROCK2;STK3;RPS6KA3;NUAK1;AKT3;STK38;MAP3K20;FNIP2;MAP4K3;MAP3K5;MAP4K4;MAP3K3;CDK19;PRKCH;PRKCB;NEK6;NEK7;VRK2;MERTK;MAPK14;PHKA2;ERN1;FER;CDK6;TEC;PIK3CA;PEAK1;TAOK1;ABI1;BMP2K;ULK2;BIRC6;SGK3;TLR4;CSNK1G1                                                                                                                                                                                   |
| phosphorylation (GO:0016310)                                                         | 33      | 386           | 7,20235E-10 | 6,01636E-07 | 81,40134398    | RNASEL;CAMK2D;DGK2;ROCK2;STK3;RPS6KA3;NUAK1;AKT3;STK38;MAP3K20;FNIP2;MAP4K3;MAP3K5;MAP4K4;CDK19;PRKCH;PRKCB;NEK6;NEK7;VRK2;MERTK;PHKA2;DGK2;ERN1;FER;CDK6;TEC;PIK3CA;PEAK1;TAOK1;BMP2K;BIRC6;SGK3                                                                                                                                                                                                                         |
| positive regulation of transcription, DNA-templated (GO:0045893)                     | 61      | 1120          | 6,26158E-09 | 3,92288E-06 | 46,1347756     | RB1;PID1;DDX3X;IKZF1;RBPJ;NR3C1;ELK3;RPS6KA3;PPP3CA;ZMIZ1;EPC1;EP300;MAP3K5;MEF2A;BCAS3;NCOA2;MEF2C;PPP1R12A;TCF12;MITF;ETV1;ARID1A;ARID1B;PIAS1;RUNX1;KAT2B;ZEB2;MDFC;TBL1XR1;KAT6A;TET3;IRF2;IRF8;NCOA7;TLR4;RHOQ;HDAC4;PRKN;RNASEL;TNIN2;TBL1X;RREB1;MAP2K5;BPTF;ATF7IP;WVWOX;CREBBP;ZFHX3;TRERF1;FLI1;ST18;MLLT10;DAB2;KLHL6;ASXL2;CREBRF;TCF4;LPIN1;OGT;PF4;NFE2L2                                                   |
| regulation of intracellular signal transduction (GO:1902531)                         | 31      | 422           | 8,14833E-08 | 3,94016E-05 | 53,1933464     | PHF20;ITSN1;EHMT1;PRKAG2;ARHGAP18;ARHGAP17;ARHGAP15;ARHGAP12;FGD3;ARHGAP22;FGD4;AKAP13;NUAK1;SPRED1;OPHN1;PIP4K2A;EP300;SRGAP2;VAV3;ARHGEF12;STARD8;PLEKHG5;MYO9B;VRK2;MAPK14;MYO9A;ARHGAP24;ARHGAP45;KAT6A;ARHGEF3;RHOQ                                                                                                                                                                                                  |
| positive regulation of transcription from RNA polymerase II promoter (GO:0045944)    | 48      | 848           | 9,43374E-08 | 3,94016E-05 | 40,52185199    | HDAC4;PRKN;RNASEL;PID1;DDX3X;ARHGEF10L;IKZF1;RBPJ;NR3C1;ELK3;RPS6KA3;PPP3CA;NIPBL;ZMIZ1;EPC1;EP300;TBL1X;RREB1;MAP2K5;MEF2A;WVWOX;BCAS3;NCOA2;MEF2C;CREBBP;PPP1R12A;TCF12;MITF;ETV1;ST18;RUNX1;MLLT10;KAT2B;ZEB2;TBL1XR1;TET3;ASXL2;IRF2;CREBRF;IRF8;NCOA7;TCF4;LPIN1;OGT;TLR4;RHOQ;PF4;NFE2L2                                                                                                                            |
| regulation of transcription from RNA polymerase II promoter (GO:0006357)             | 69      | 1478          | 2,57766E-07 | 9,22802E-05 | 31,48394497    | RB1;PID1;DDX3X;IKZF1;RBPJ;NR3C1;BACH1;ELK3;RPS6KA3;PPP3CA;NIPBL;ZMIZ1;NFKBIZ;EPC1;EP300;MEF2A;BCAS3;NCOA2;MEF2C;PPP1R12A;PRKCB;TCF12;ARID5B;MITF;ETV1;ARID1A;FOXP1;RUNX1;KAT2B;ZEB2;TBL1XR1;TET3;IRF2;IRF8;NCOA7;TLR4;RHOQ;HDAC4;PRKN;RNASEL;CAMK2D;NEDD4L;HDAC9;PHF21A;CUX1;APOE;TBL1X;FNIP1;RREB1;FNIP2;MAP2K5;BPTF;WVWOX;CREBBP;ZFHX3;MAPK14;TRERF1;FLI1;ST18;MLLT10;BCL6;KLHL6;ASXL2;CREBRF;TCF4;LPIN1;OGT;PF4;NFE2L2 |
| regulation of Ras protein signal transduction (GO:0046578)                           | 13      | 90            | 3,30959E-07 | 9,30554E-05 | 101,3251033    | DENND1A;AGAP1;ASAP1;ARHGAP17;MYO9B;RASAL2;EP58;ACAP2;ADAP2;OPHN1;RASA3;RASA1;OGT                                                                                                                                                                                                                                                                                                                                          |
| regulation of vesicle-mediated transport (GO:0060627)                                | 16      | 138           | 3,34197E-07 | 9,30554E-05 | 78,96594172    | NSF;PRKN;NRP1;PTPN1;RABGAP1;HIP1;RABGAP1;DNAJC13;OPHN1;RAB40C;RAB14;TBC1D5;BMP2K;STXBP5;TBC1D22A;EVIS                                                                                                                                                                                                                                                                                                                     |
| vesicle-mediated transport (GO:0016192)                                              | 29      | 410           | 4,7207E-07  | 0,000118301 | 45,40007754    | DENND1B;DENND1A;CLTC;AGAP1;SNX10;ASAP1;FNBP1L;SNX30;MTM1;ADAP2;CUX1;VTI1A;VPS54;DENND5A;EVIS;EP515;NSF;BCAS3;MYO5A;VRK2;MYO1E;ACAP2;EHD4;RABEP1;RAB14;TBC1D5;SPIRE1;RHOQ;CSNK1G1                                                                                                                                                                                                                                          |
| regulation of myeloid cell differentiation (GO:0045637)                              | 11      | 65            | 5,22046E-07 | 0,000118932 | 118,170899     | KAT2B;MEF2C;CREBBP;CDK6;AGO3;PRKCB;KMT2C;EP300;RUNX1;PF4;TNRC6B                                                                                                                                                                                                                                                                                                                                                           |
| negative regulation of MAPK cascade (GO:0043409)                                     | 12      | 80            | 6,18247E-07 | 0,000129111 | 101,3117655    | P2RX7;PTPN1;SPRED1;RGS2;DUSP3;STK38;RANBP9;PTPRJ;APOE;TLR4;DUSP6;DUSP7                                                                                                                                                                                                                                                                                                                                                    |
| negative regulation of transcription, DNA-templated (GO:0045892)                     | 44      | 813           | 1,11963E-06 | 0,000215829 | 32,49689859    | RB1;HDAC4;PRKN;EHMT1;NEDD4L;IKZF1;RBPJ;NR3C1;BACH1;HDAC9;PHF21A;ELK3;NIPBL;BTA1;ATXN1;CUX1;EPC1;EP300;TBL1X;FNIP1;RREB1;FNIP2;MAP2K5;BPTF;MEF2A;ATF7IP;WVWOX;TSC22D4;MEF2C;CREBBP;ZFHX3;WWP1;ARID5B;MITF;FOXP1;ZEB2;DAB2;BCL6;MDFC;TBL1XR1;KAT6A;IRF2;IRF8;LIMS1                                                                                                                                                          |
| transmembrane receptor protein tyrosine kinase signaling pathway (GO:0007169)        | 27      | 396           | 2,36444E-06 | 0,000423235 | 38,67491685    | ATP6V1A;CYFIP1;CSF1R;NRP1;ROCK2;ITSN1;NEDD9;PTPRJ;IDE;SPRED1;UBASH3B;PDGFC;BLNK;ATP6VOA1;VAV3;CYBB;MAPK14;MTSS1;FER;TEC;PIK3CA;RAB14;RASA1;ABI1;ELMO1;LCP2;RHOQ                                                                                                                                                                                                                                                           |
| negative regulation of transcription from RNA polymerase II promoter (GO:0000122)    | 32      | 565           | 1,38615E-05 | 0,002315791 | 27,45903332    | RB1;HDAC4;PRKN;ZMYND8;NEDD4L;RBPJ;NR3C1;BACH1;HDAC9;PHF21A;NIPBL;CUX1;EPC1;EP300;TBL1X;FNIP1;RREB1;FNIP2;MAP2K5;BPTF;MEF2A;WVWOX;MEF2C;CREBBP;ZFHX3;ARID5B;MITF;ZEB2;BCL6;TBL1XR1;IRF2;IRF8                                                                                                                                                                                                                               |
| peptidyl-serine phosphorylation (GO:0018105)                                         | 14      | 145           | 1,55546E-05 | 0,002436243 | 47,55535442    | SMG1;CAMK2D;PRKCH;PRKCB;ROCK2;NEK6;VRK2;MAPK14;ERN1;RPS6KA3;AKT3;STK38;SGK3;CSNK1G1                                                                                                                                                                                                                                                                                                                                       |
| negative regulation of MAP kinase activity (GO:0043407)                              | 9       | 61            | 1,82006E-05 | 0,002682975 | 75,4502617     | PTPN1;SPRED1;RGS2;DUSP3;STK38;PTPRJ;APOE;DUSP6;DUSP7                                                                                                                                                                                                                                                                                                                                                                      |
| positive regulation of filopodium assembly (GO:0051491)                              | 6       | 25            | 2,67624E-05 | 0,003193649 | 132,2114191    | NRP1;RIPOR2;DOCK11;BCAS3;FNBP1L;RHOQ                                                                                                                                                                                                                                                                                                                                                                                      |
| peptidyl-tyrosine dephosphorylation (GO:0035335)                                     | 6       | 25            | 2,67624E-05 | 0,003193649 | 132,2114191    | PTPN1;DUSP3;UBASH3B;PTPRJ;DUSP6;DUSP7                                                                                                                                                                                                                                                                                                                                                                                     |
| regulation of filopodium assembly (GO:0051489)                                       | 7       | 36            | 2,47424E-05 | 0,003193649 | 101,9672861    | NRP1;RIPOR2;DOCK11;BCAS3;MYO10;FNBP1L;RHOQ                                                                                                                                                                                                                                                                                                                                                                                |
| regulation of megakaryocyte differentiation (GO:0045652)                             | 8       | 49            | 2,49491E-05 | 0,003193649 | 82,4797912     | KAT2B;MEF2C;AGO3;KMT2C;EP300;RUNX1;PF4;TNRC6B                                                                                                                                                                                                                                                                                                                                                                             |
| regulation of lipid metabolic process (GO:0019216)                                   | 11      | 100           | 3,78789E-05 | 0,004314747 | 50,37253092    | RB1;NCOA2;CPT1A;CREBBP;TBL1XR1;CHD9;PRKAG2;PLIN2;CD36;TBL1X;RGL1                                                                                                                                                                                                                                                                                                                                                          |
| platelet-derived growth factor receptor signaling pathway (GO:0048008)               | 5       | 17            | 4,44433E-05 | 0,004632807 | 165,762986     | PTPN1;NRP1;FER;PDGFC;PTPRJ                                                                                                                                                                                                                                                                                                                                                                                                |
| regulation of endocytosis (GO:0030100)                                               | 9       | 69            | 4,99145E-05 | 0,004632807 | 59,32135979    | PTPN1;DAB2;MCTP1;HIP1;OPHN1;RAB14;BMP2K;NEDD4L;APOE                                                                                                                                                                                                                                                                                                                                                                       |
| positive regulation of plasma membrane bounded cell projection assembly (GO:0120034) | 9       | 69            | 4,99145E-05 | 0,004632807 | 59,32135979    | EP58;P2RX7;RIPOR2;NRP1;DOCK11;BCAS3;CDC42EP3;FNBP1L;RHOQ                                                                                                                                                                                                                                                                                                                                                                  |
| positive regulation of gene expression (GO:0010628)                                  | 38      | 771           | 4,88466E-05 | 0,004632807 | 21,09171758    | RB1;HDAC4;PRKN;PID1;DDX3X;ROCK2;TNIN2;EPC1;EP300;CD36;TBL1X;RREB1;MAP3K5;BPTF;ATF7IP;MEF2C;CREBBP;ZFHX3;MITF;ARID1A;MAPK14;TRERF1;FLI1;PIAS1;RUNX1;P2RX7;ERN1;KAT2B;DAB2;MDFC;KLHL6;TBL1XR1;KAT6A;TCF4;TLR4;LIMS1;PF4;NFE2L2                                                                                                                                                                                              |
| cellular protein modification process (GO:0006464)                                   | 46      | 1001          | 4,41166E-05 | 0,004632807 | 19,91159049    | RNASEL;CAMK2D;ROCK2;TULP4;F13A1;MTM1;STK3;FBXL20;RPS6KA3;PPP3CA;NUAK1;AKT3;STK38;MAP3K20;ST8SIA4;APOE;FNIP2;MAP4K3;MAP3K5;MAP4K4;PTPN1;CDK19;PRKCH;PPP1R12A;PRKCB;FBXW7;NEK6;NEK7;VRK2;MERTK;SSH2;PHKA2;DUSP6;DUSP7;KLHL9;ERN1;FER;CDK6;TEC;PIK3CA;PEAK1;TAOK1;BMP2K;BIRC6;SGK3;FBXL5                                                                                                                                     |
| vascular endothelial growth factor receptor signaling pathway (GO:0048010)           | 9       | 70            | 5,60388E-05 | 0,005015469 | 57,6641685     | VAV3;CYFIP1;NRP1;PIK3CA;ROCK2;ABI1;ELMO1;CYBB;MAPK14                                                                                                                                                                                                                                                                                                                                                                      |

|                                                                                  |    |      |             |             |             |                                                                                                                                                                                                                                                                                                                                                                              |
|----------------------------------------------------------------------------------|----|------|-------------|-------------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| activation of JUN kinase activity (GO:0007257)                                   | 5  | 30   | 0,000784503 | 0,024574543 | 56,73475523 | ERN1;MDFIC;TAOK1;MAP3K20;MAP3K5                                                                                                                                                                                                                                                                                                                                              |
| cellular protein catabolic process (GO:0044257)                                  | 7  | 62   | 0,000837165 | 0,025584574 | 35,86688257 | PRKN;CLTC;AFG1L;IDE;CTSC;CTSB;LGMN                                                                                                                                                                                                                                                                                                                                           |
| negative regulation of gene expression (GO:0010629)                              | 29 | 618  | 0,000830448 | 0,025584574 | 14,14606109 | RB1;HDAC4;PRKN;DDX3X;EHMT1;IKZF1;RBPJ;HDAC9;ELK3;NIPBL;BTA1;ATXN1;EPC1;XDH;ATF7IP;MSR1;TS<br>C22D4;MEF2C;DNMT3A;WWP1;ARID5B;FOXP1;ERN1;DAB2;AGO3;BCL6;MDFIC;KAT6A;LIMS1                                                                                                                                                                                                      |
| regulation of mitotic cell cycle (GO:0007346)                                    | 12 | 165  | 0,000869403 | 0,026249686 | 22,10016466 | RB1;MAP3K3;CDK19;DUSP3;NEK6;TAOK1;NEK7;CLTC;MAP2K5;MAP4K3;STK3;MAP4K4                                                                                                                                                                                                                                                                                                        |
| osteoclast differentiation (GO:0030316)                                          | 4  | 19   | 0,001077157 | 0,031027075 | 72,18250344 | CSF1R;SNX10;MAPK14;FOXP1                                                                                                                                                                                                                                                                                                                                                     |
| regulation of platelet activation (GO:0010543)                                   | 4  | 19   | 0,001077157 | 0,031027075 | 72,18250344 | TEC;PLEK;APOE;TLR4                                                                                                                                                                                                                                                                                                                                                           |
| protein deacetylation (GO:0006476)                                               | 5  | 32   | 0,001064346 | 0,031027075 | 50,28579588 | HDAC4;TBL1XR1;MIER1;TBL1X;HDAC9                                                                                                                                                                                                                                                                                                                                              |
| plasma membrane bounded cell projection assembly (GO:0120031)                    | 15 | 241  | 0,001055333 | 0,031027075 | 18,23213135 | P2RY12;CYFIP1;NRP1;SNX10;ANO6;ASAP1;FNBP1L;MTSS1;FGD3;P2RX7;FGD4;OPHN1;S1PR2;SRGAP2;RAPG<br>EF6                                                                                                                                                                                                                                                                              |
| interleukin-1 beta production (GO:0032611)                                       | 3  | 9    | 0,001139137 | 0,031541307 | 134,0237202 | AIM2;CD36;TLR4                                                                                                                                                                                                                                                                                                                                                               |
| interleukin-1 secretion (GO:0050701)                                             | 3  | 9    | 0,001139137 | 0,031541307 | 134,0237202 | AIM2;CD36;TLR4                                                                                                                                                                                                                                                                                                                                                               |
| B cell homeostasis (GO:0001782)                                                  | 3  | 9    | 0,001139137 | 0,031541307 | 134,0237202 | DOCK10;DOCK11;MEF2C                                                                                                                                                                                                                                                                                                                                                          |
| pattern recognition receptor signaling pathway (GO:0002221)                      | 6  | 48   | 0,001145355 | 0,031541307 | 38,42491534 | RPS6KA3;CD180;CD36;TLR4;CTSB;LGMN                                                                                                                                                                                                                                                                                                                                            |
| activation of MAPKK activity (GO:0000186)                                        | 5  | 33   | 0,001229147 | 0,033480906 | 47,46768223 | KIDINS220;TAOK1;MAP3K20;STK3;MAP3K5                                                                                                                                                                                                                                                                                                                                          |
| regulation of transcription, DNA-templated (GO:0006355)                          | 59 | 1598 | 0,001359434 | 0,036631638 | 10,40275309 | RB1;ZMYND8;EHMT1;JMJD1C;IKZF1;RBPJ;NR3C1;BACH1;ELK3;RPS6KA3;NIPBL;NFKBIZ;EPC1;EP300;MAP3K5<br>;NCOA2;TSC22D4;MEF2C;PRKCB;TCF12;ARID5B;MITF;ETV1;ARID1A;PIAS1;FOXP1;RUNX1;MDFIC;TBL1XR1;K<br>AT6A;IRF2;ATF7;HDAC4;CAMK2D;BAZ2B;HDAC9;PHF21A;BTA1;ATXN1;CUX1;TNNI2;APOE;TBL1X;RREB1;BP<br>TF;ATF7IP;CREBBP;ZFXH3;WWP1;MAPK14;TRERF1;FLI1;DAB2;BCL6;KLHL6;TCF4;OGT;LIMS1;NFE2L2 |
| regulation of bone mineralization (GO:0030500)                                   | 6  | 50   | 0,001422647 | 0,037527938 | 35,50043315 | P2RX7;MEF2C;NRB1;BMP2K;ANO6;SLC8A1                                                                                                                                                                                                                                                                                                                                           |
| positive regulation of JUN kinase activity (GO:0043507)                          | 6  | 50   | 0,001422647 | 0,037527938 | 35,50043315 | ERN1;MDFIC;TAOK1;MAP3K20;SASH1;MAP3K5                                                                                                                                                                                                                                                                                                                                        |
| protein autophosphorylation (GO:0046777)                                         | 12 | 175  | 0,001445821 | 0,03774194  | 19,23728331 | ERN1;CSF1R;MAP3K3;FER;SMG1;CAMK2D;TEC;PEAK1;NEK6;TAOK1;ULK2;VRK2                                                                                                                                                                                                                                                                                                             |
| regulation of B cell apoptotic process (GO:0002902)                              | 3  | 10   | 0,001597474 | 0,041270823 | 109,1402338 | BCL6;FNIP1;FOXP1                                                                                                                                                                                                                                                                                                                                                             |
| lipid phosphorylation (GO:0046834)                                               | 5  | 35   | 0,001614282 | 0,041279497 | 42,49684898 | SMG1;DGKD;PIK3CA;DGKZ;FAM126A                                                                                                                                                                                                                                                                                                                                                |
| SRP-dependent cotranslational protein targeting to membrane (GO:0006614)         | 8  | 89   | 0,001648276 | 0,041723023 | 25,18985609 | RPS28;RPS27;RPS29;RPL37A;RPLP2;RPL38;RPL37;RPS21                                                                                                                                                                                                                                                                                                                             |
| cellular response to insulin stimulus (GO:0032869)                               | 9  | 110  | 0,001674549 | 0,041964208 | 22,69405858 | ATP6V1A;KAT2B;FER;DENND4C;MYO5A;IDE;HDAC9;RHOQ;ATP6V0A1                                                                                                                                                                                                                                                                                                                      |
| positive regulation of endothelial cell migration (GO:0010595)                   | 7  | 70   | 0,001722419 | 0,042317468 | 28,11247957 | NRP1;BCAS3;ANXA3;ROCK2;AKT3;SASH1;FOXP1                                                                                                                                                                                                                                                                                                                                      |
| regulation of Notch signaling pathway (GO:0008593)                               | 7  | 70   | 0,001722419 | 0,042317468 | 28,11247957 | KAT2B;CREBBP;ZMIZ1;FBXW7;BMP2K;EP300;RBPJ                                                                                                                                                                                                                                                                                                                                    |
| positive regulation of cell-substrate adhesion (GO:0010811)                      | 6  | 52   | 0,00174836  | 0,042537775 | 32,88562705 | NRP1;CDK6;PLEKHA2;CD36;RREB1;LIMS1                                                                                                                                                                                                                                                                                                                                           |
| protein acylation (GO:0043543)                                                   | 5  | 36   | 0,001836973 | 0,043842411 | 40,29722761 | KAT2B;CREBBP;ZDHHC20;KAT6A;EP300                                                                                                                                                                                                                                                                                                                                             |
| histone deacetylation (GO:0016575)                                               | 5  | 36   | 0,001836973 | 0,043842411 | 40,29722761 | HDAC4;TBL1XR1;MIER1;TBL1X;HDAC9                                                                                                                                                                                                                                                                                                                                              |
| response to insulin (GO:0032868)                                                 | 7  | 71   | 0,001870815 | 0,044228899 | 27,31244616 | KAT2B;FER;DENND4C;MYO5A;HDAC9;OGT;RHOQ                                                                                                                                                                                                                                                                                                                                       |
| nuclear-transcribed mRNA catabolic process, nonsense-mediated decay (GO:0000184) | 9  | 112  | 0,00189756  | 0,044441913 | 21,81589639 | RPS28;SMG1;RPS27;RPS29;RPL37A;RPLP2;RPL38;RPL37;RPS21                                                                                                                                                                                                                                                                                                                        |
| positive regulation of signal transduction (GO:0009967)                          | 13 | 206  | 0,001969722 | 0,045704856 | 16,77730297 | MACF1;CREBBP;PRKCB;CD180;LY86;RBPJ;ERN1;KAT2B;ZMIZ1;ASXL2;BMP2K;EP300;SASH1                                                                                                                                                                                                                                                                                                  |
| regulation of organelle organization (GO:0033043)                                | 9  | 113  | 0,00201763  | 0,046386988 | 21,39350392 | PRKN;RABGAP1L;ZEB2;RABGAP1;TBC1D5;TAOK1;TBC1D22A;EVIS;MTM1                                                                                                                                                                                                                                                                                                                   |
| relaxation of cardiac muscle (GO:0055119)                                        | 3  | 11   | 0,002156266 | 0,047819503 | 91,04459526 | CAMK2D;RGS2;SLC8A1                                                                                                                                                                                                                                                                                                                                                           |
| regulation of hemopoiesis (GO:1903706)                                           | 3  | 11   | 0,002156266 | 0,047819503 | 91,04459526 | CREBBP;PRKCB;RUNX1                                                                                                                                                                                                                                                                                                                                                           |
| negative regulation of cellular senescence (GO:2000773)                          | 3  | 11   | 0,002156266 | 0,047819503 | 91,04459526 | MAP3K3;CDK6;AKT3                                                                                                                                                                                                                                                                                                                                                             |
| relaxation of muscle (GO:0090075)                                                | 3  | 11   | 0,002156266 | 0,047819503 | 91,04459526 | CAMK2D;RGS2;SLC8A1                                                                                                                                                                                                                                                                                                                                                           |
| cotranslational protein targeting to membrane (GO:0006613)                       | 8  | 93   | 0,002181607 | 0,047957081 | 22,94960078 | RPS28;RPS27;RPS29;RPL37A;RPLP2;RPL38;RPL37;RPS21                                                                                                                                                                                                                                                                                                                             |
| regulation of protein oligomerization (GO:0032459)                               | 4  | 23   | 0,002275228 | 0,049152761 | 50,74000063 | AIM2;EP300;IDE;APOE                                                                                                                                                                                                                                                                                                                                                          |
| regulation of apoptotic process (GO:0042981)                                     | 34 | 815  | 0,00226854  | 0,049152761 | 10,74187627 | PRKN;CSF1R;HIP1;DDX3X;ITSN1;STK3;FGD3;FGD4;RPS6KA3;AKAP13;MAP3K20;MAP2K5;MAP4K3;RBM5;MA<br>P3K5;CTSB;MAP4K4;VAV3;MAP3K3;MEF2C;CREBBP;ARHGEF12;PLEKHG5;ANO6;MERTK;DUSP6;RNF144B;D<br>AB2;BCL6;TAOK1;RASA1;ARHGEF3;BIRC6;SGK3                                                                                                                                                  |

**Table S2 (related to Figure 6 and Figure S6): Enriched Gene Ontology (GO) 'Biological Process' terms for upregulated differentially expressed genes.**

Results from Gene Ontology (GO) enrichment analysis of 'Biological Process' based on scRNA-seq data from synovial myeloid cells (CD45<sup>+</sup>CD11b<sup>+</sup>) from mice pre-treated with  $\beta$ -glucan or PBS and 7 days later subjected to K/BxN-STA for 17 days. Enrichment analysis was performed with upregulated differentially expressed genes (ranked according to Log<sub>2</sub> fold change) in the main myeloid cell compartment comprising the clusters 1-8 and 13 (see Figure 6A). Significantly enriched GO terms were defined by FDR < 0.05. 'Term' is the functional annotation in the database; 'In.List' is the number of genes in the list of interest with this functional annotation; 'In.Annotation' is the total number of genes with this functional annotation; 'p\_val' is the uncorrected p-value; 'p\_val\_adj' is the p-value adjusted for multiple testing; 'Combined.Score' is the enrichment score as reported by enrichr; 'Genes' are the genes in the differentially expressed gene list that are contained in the functional annotation.

How the deposited data were processed for this re-analysis (not part of the article)

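Synovial CD45+CD11b+ myeloid cells of arthritic mice pre-treated with β-glucan or PBS were measured by 3' single-cell RNA sequencing, 1 library per group from 4 mice each. The labels of the deposited samples describe antibody-induced arthritis, whereas the paper gives K/BxN serum transfer arthritis for this experiment, and the paper's model is used here. The authors made the deposited counts with Cell Ranger from reads aligned to GRCm39 with Ensembl 104 genes, as UMIs per gene and barcode that passed Cell Ranger's cell calling, without normalization and before the filter on cells of the methods. The version of Cell Ranger that the methods name counts reads in introns by default. The methods do not say whether that setting was changed, which bears on genes with long introns. The tables list 32524 genes, of which 31870 were found by Ensembl ID in the gene annotation used for coordinates, span and overlaps, a later release than Ensembl 104.

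The β-glucan library had 81611849 UMIs and the PBS library 73874602. In simulated sums the median absolute error of a changed gene was 0.03 log2. Cells with at least 500 genes and at most 10% mitochondrial UMIs were kept. Clusters were rebuilt in R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2 (3000 variable genes, 30 principal components, 20 neighbours, Louvain resolution 0.7), on the merged libraries without integration. The authors' assignment of cells to clusters was not used, so rebuilt clusters were related to the paper's by markers and not by number. Clusters without a name that carried no marker of a class outside the compartment were counted to the compartment. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, which also ran Scrublet, with leidenalg 0.10.2 and edgeR 4.0.16 for alternatives.

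Each library was 1 sample, so the comparison of β-glucan with PBS is a description of 2 libraries, with no test across samples. Named genes were each gene that the paper's scRNA-seq results compare between the groups, and genes taken by size. The latter were the 5 highest and 5 lowest log2 ratios among genes with at least 50 CPM in either library and a consistent sign. That sign was the same in each macrophage-like or APC-like cluster with at least 100 cells per library. Of the 16 genes that the paper compares between the groups, 5 overlap another gene on the same strand and 12 one on the other strand. In the compartment, gene lists used genes with a mean of at least 5 CPM over both libraries. For lists in the cell classes outside the compartment the minimum was 20 CPM. A list's median was set against 10000 random lists of the same size. These were drawn from 20 bins of mean expression, or from 5 bins of expression by 20 bins of span. Of the GTPase lists set beforehand, 2 are not reported here, so counts over lists leave them out and do not describe the lists as planned. The bins of span were made finer after a first simulation left a trend with span in the random lists. For ranks, cells were thinned to 8000 UMIs and genes with a UMI in at least 10% of the thinned cells of either library were ranked. For the matching on long genes, cells of both libraries were paired within each cluster in 10 bins. The bins were of the share of UMIs from genes of at least 100 kb, without the 16 genes that the paper compares. Other long genes, such as *Fgd4*, *Pla2g4a* and long GTPase activator genes, stayed in that share, so matching on it may lower their ratios by itself.

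The methods were tested on simulated data, which held no variation between mice or libraries. Of the intervals for the log2 ratio, 95.0% held the true value, and 3% and 4% of 100 unchanged lists lay above and below the central 95% of random lists. Lists of long genes under a simulated trend with span were at a median percentile of 100 among lists matched on expression and of 53.2 among lists matched on span too. Of 52 raised genes in the simulation of cells, 100% had an area under the curve over 0.5, and 32 were among the 52 highest ranks.

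Alternatives were no filter or a stricter filter on cells (1000 genes, 5% mitochondrial UMIs), leaving out cells called by Scrublet, keeping the named genes in the principal components, all cells of the sort, leaving out the cluster closest to cluster 13 of the paper, Leiden clustering, 20 principal components, resolutions of 0.5 and 1, totals without mitochondrial and ribosomal protein genes, TMM scaling, equal weight per cell or per cluster, thinned cells, cells matched on long-gene UMIs, and other minimums for lists (1 and 50 CPM). Leaving out the cells of highest Scrublet score was added after the caller had marked 8 cells. No p-values and no counts of differentially expressed genes were computed, and Gene Ontology enrichment was not rerun, since it rests on such counts.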

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

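The tests in this part of a few cells with many UMIs, of depth, of gene span, of the mix of clusters, of macrophage RNA and of nuclear RNA were all chosen only after the result was seen. Thinned cells, cells matched on long-gene UMIs and equal weight per cluster were alternatives set beforehand, but their use as these tests was not.

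*Fam214a*, *Calcrl* and *Pla2g4a*, which the paper does not discuss, were higher in the main myeloid cell compartment with β-glucan, with log2 ratios of 0.89, 0.78 and 0.73, beyond counting error. Each technical source was tested by the lowest of the 3 log2 ratios, which was that of *Pla2g4a* each time. Without the 10 cells with the most UMIs of the gene in each library it was 0.76, and in thinned cells it was 0.81, which argues against a few cells and against depth. In cells matched on their share of long-gene UMIs it was 0.56, so the trend with span is not the whole of the difference but may hold part of it. Each gene overlaps a gene on the other strand. An effect of β-glucan and a difference between the 2 libraries or their mice stay open, because each group is 1 library.

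Genes with a span of 100 kb or more had higher log2 ratios than genes under 10 kb in cells outside the compartment too, which the paper did not analyse. The difference between the 2 medians was 0.26 in B cell-like, 0.37 in T cell-like, 0.20 in stromal-like, 0.14 in neutrophil-like and 0.23 in basophil/mast-like cells, against 0.20 in the compartment. Macrophage RNA in those cells is not the whole source, since over the genes that each class held at 4 times the level of the compartment or more the lowest of the 5 differences was 0.16. Within the compartment, thinned cells left the difference at 0.20 and equal weight per cluster at 0.19, which argues against depth and against the mix of clusters. More unspliced or nuclear RNA in the β-glucan library may underlie the trend. The median of 3 nuclear-retained RNAs, 2 of them higher, was 0.18, at percentile 95.5 of lists matched on expression and 98.4 of lists matched on span too, with *Neat1* lower, at -0.18. These percentiles lie on either side of the upper end of the central 95%, so with 3 genes this cannot be told apart from chance. A difference in handling between the libraries and an effect of β-glucan on cells of each kind were not separated by this design.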

How the results depend on the processing

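The comparisons, the named genes' rule, the gene lists and the alternatives were set before the data were examined, except for 3 alternatives chosen only after the data were seen, the tests without cells of clusters from 1 library, without the cells of highest Scrublet score, added because Scrublet called 8 cells, and without the 10 cells with the most UMIs of a gene. No paired analysis was possible because each group is 1 library with no map from cells to mice.

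*Mitf* was higher under each of the 14 alternatives set beforehand, with log2 ratios from 0.57 to 0.82, against 0.81. It moved beyond its interval under 3, to 0.77 with equal weight per cell, to 0.69 with equal weight per cluster and to 0.57 in cells matched on long-gene UMIs, and the cause was not tested apart from what each weighting removes. Matching on a share of UMIs that itself differs between the libraries may remove part of an effect of β-glucan, so 0.57 is not a corrected value. The rank of *Mitf* was 1 in matched and in unthinned cells and 5 by the log2 ratio of the sums, an order that does not take account of a gene's level. The median of its log2 ratios within clusters was 0.73, and 0.66 at a resolution of 1. Of genes nearest in expression and span, 99.6% lay below it, thinned cells gave 0.80, equal weight per cluster gave 0.69 and leaving out the cells of highest Scrublet score, the added alternative, gave 0.81, so span, depth, cluster mix and doublets are each not the whole of the difference. The target genes of MITF were at percentile 69.1, with members on both sides, which decides nothing about MITF activity.

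For the 15 other genes that the scRNA-seq results compare between the groups, 168 of 210 values stayed within the interval. Of the rest, 40 moved and 2 reversed. *Csf1r* reversed, to -0.013 with equal weight per cluster and to -0.012 in matched cells. Both settings take out the mix of clusters, and the median of its log2 ratios within clusters was 0.008. That mix may therefore hold its rise over the compartment, and no other cause was tested. For *Clec5a* the interval held 0, so depth limits that result to differences larger than the interval. It too changed sign, to -0.02 with equal weight per cluster and to -0.08 in matched cells, 2 values counted among the 40 that moved because its direction was open, and the cause was not tested. For the GTPase activator genes of Table S1 and the regulator families, the 2 GTPase lists reported and not the lists as planned, 31 of 34 medians stayed within their range and 3 moved. The only list percentiles that weakened under an alternative belonged to a list left out here, so the reported lists look more stable than the lists as planned. For shares of cells, leaving out macrophage-like and APC-like cells, which were not compared, each of the 21 differences between the libraries under alternatives set beforehand moved by less than its counting interval. Without the cells of highest Scrublet score the difference for B cell-like cells changed sign, from 0.31 to -0.15 percentage points, and the cause was not tested. Of 126 alternative values for the genes named by size, 21 moved and none reversed.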

Differences from the paper's values

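The tests at other resolutions were set before the data were examined, and no test in this part was chosen only after the result was seen.

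The paper's 12956 cells, 7196 with β-glucan and 5760 with PBS, equal the barcodes deposited before a filter. After the filter of the paper's methods 10249 remained, 5696 and 4553. The paper gives 15 clusters, and the rebuilt clustering gave 19, with 17 at a resolution of 0.5 or with 20 principal components, 20 without a filter or with the named genes kept, and 26 at a resolution of 1 and with Leiden clustering. *Mitf* ranked 1st, as the paper gives it, by the area under the curve in thinned, unthinned and matched cells, and 5th by the log2 ratio of the sums.

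The paper states that *Clec5a* was not altered by training in the individual clusters. In rebuilt cluster 7 its log2 ratio was -0.76 (-1.08 to -0.46), in cluster 1 it was -0.13 (-0.24 to -0.03) and in cluster 9 it was 0.40 (0.01 to 0.80), with intervals for counting error only. Over thinned cells its areas under the curve in these clusters were 0.436, 0.511 and 0.632, so cluster 1 was not lower by that measure. At a resolution of 0.5 the cluster led by *Ccl17* had -0.37 (-0.59 to -0.14), and at a resolution of 1 it had -0.30 (-0.64 to 0.04), an interval that includes 0.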

Other observations

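The tests on the osteoclast and neutrophil genes, on the *Arg1*-high cells and on *Mitf* in B cell-like and stromal-like cells were chosen only after the result was seen. So was the test on GTPase regulator families without the genes of 2 GTPase terms of Table S1.

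As a whole, the GTPase regulator families were higher in the compartment beyond the trend with gene span, at percentile 99.96 among lists matched on span. A shift of the whole β-glucan library may contribute, since the activator genes of Table S1 were at percentile 99.81 in stromal-like cells, with a median log2 ratio of 0.13 against 0.27 in the compartment. Among lists matched on span too they were at 82.7 there. Their medians were 0.42 in B cell-like, 0.45 in T cell-like, 0.42 in neutrophil-like, 0.50 in basophil/mast-like and 0.34 in proliferating-like cells. With matching on span too, each was at percentile 99.96 or above. These medians are harder to read, because those cells carry macrophage RNA. The macrophage gene *C1qa* was higher with β-glucan in each of those classes. Without the genes of 2 GTPase terms of Table S1, the families were at percentile 96.86 with matching on span. That value cannot be told apart from the trend with span, because leaving out genes that were called higher lowers a list by construction. *Dennd* genes that Table S1 prints under other terms were not left out.

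Lower *Nr4a1* and *Klf2* may belong to a lower immediate-early response in the whole β-glucan library, as tissue digestion can set off. The immediate-early list, which holds neither gene, had a median of -0.37 in stromal-like, -0.62 in neutrophil-like, -0.38 in T cell-like and -0.28 in basophil/mast-like cells, each below the central 95% of matched lists. B cell-like cells, at 0.10, and proliferating-like cells, at -0.06, lay inside it. The value in neutrophil-like cells is harder to read, because neutrophil genes had a median of -0.79 there. *C1qa* was at 65.2% of its compartment level in those cells with β-glucan and at 38.1% with PBS. It was also higher with β-glucan in T cell-like and basophil/mast-like cells, but not in stromal-like cells. An effect of β-glucan on *Nr4a1*, *Klf2* and the immediate-early genes in each cell type stays open. By qPCR, the paper also reports lower *Nr4a1* in the more committed osteoclast progenitors sorted from the bone marrow of trained mice. These libraries do not cover those cells. Heat shock genes had a median of -0.07 in the compartment, with 4 of 10 higher, at percentile 3.75 and, matched on span, 28.8.

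Of 12 osteoclast genes, 4 of them also MITF targets, 7 were measured, with a median of -0.37 at percentile 0.01. Without the 10 cells with the most UMIs of each gene in each library the median was -0.06, at percentile 7.76, so a few PBS cells may account for the median of the list. Those cells held 76.8% of the *Acp5* UMIs of the PBS compartment. Without such cells *Mmp9* went from -4.08 to -0.74, on few UMIs. They do not account for *Dcstamp*, a leading gene of rebuilt cluster 11, which went from -1.12 to -1.70. Of 8 neutrophil genes, 5 were measured, with a median of -2.12 at percentile 0, and without such cells it was 0.42 at percentile 99.99. A single PBS cell held 98.8% of the *Ngp* UMIs, a candidate source being 1 misplaced or mixed cell.

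At a resolution of 1, 81 PBS cells and 0 β-glucan cells formed a cluster of *Arg1*-high cells at 3131 CPM, 78 of them in rebuilt cluster 7. Doublets of other cells are argued against, since the highest level of any other cluster was 121 CPM. Whether the 81 cells came from 1 of the 4 mice cannot be told apart from a difference between the groups, because no label assigns cells to mice.

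*Mitf* in B cell-like cells of the β-glucan library was at 27.9% of its level in the compartment, and at 15.5% in the PBS library. The macrophage gene *C1qa* was at 27.6% and 15.7%, so macrophage RNA in those cells may be the source. In stromal-like cells *Mitf* was higher, at 0.37, while *C1qa* was lower, at -0.26 (-0.47 to -0.04), which argues against macrophage RNA there. In basophil/mast-like cells *Mitf* was higher by 0.77, at more than the level of the compartment in both libraries, 156% and 160%, while *C1qa* was at 24.9% and 11.5%, so macrophage RNA may hold part of that rise. Higher *Mitf* was thus not confined to the compartment, and a shift of the whole β-glucan library or an effect of β-glucan in those cells stays open.

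Of the other lists, stromal genes (7 of 8 measured) had a median of 0.14 at percentile 88.4, short ribosomal protein genes (8 of 8, all higher) 0.15 at 98.9, and sex-linked genes (4 of 6) 0.05 at 59.1. Of 5 cytokine genes 2 were measured, and of 4 hemoglobin genes 0. The 8 ribosomal genes were picked by the study from these libraries, in Table S2, so their percentile is not independent of them. None of these genes was in another list, and none of the stromal, sex-linked, cytokine and hemoglobin genes was picked by the study.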
